# CST6 suppresses osteolytic bone disease in multiple myeloma by blocking osteoclast differentiation

**DOI:** 10.1172/JCI159527

**Published:** 2022-09-15

**Authors:** Dongzheng Gai, Jin-Ran Chen, James P. Stewart, Intawat Nookaew, Hasem Habelhah, Cody Ashby, Fumou Sun, Yan Cheng, Can Li, Hongwei Xu, Bailu Peng, Tarun K. Garg, Carolina Schinke, Sharmilan Thanendrarajan, Maurizio Zangari, Fangping Chen, Bart Barlogie, Frits van Rhee, Guido Tricot, John D. Shaughnessy, Fenghuang Zhan

**Keywords:** Bone Biology, Hematology, Bone disease, Cancer, Osteoclast/osteoblast biology

## Abstract

Osteolytic bone disease is a hallmark of multiple myeloma (MM). A significant fraction (~20%) of MM patients do not develop osteolytic lesions (OLs). The molecular basis for the absence of bone disease in MM is not understood. We combined PET-CT and gene expression profiling (GEP) of purified BM CD138^+^ MM cells from 512 newly diagnosed MM patients to reveal that elevated expression of cystatin M/E (*CST6*) was significantly associated with the absence of OL in MM. An enzyme-linked immunosorbent assay revealed a strong correlation between CST6 levels in BM serum/plasma and *CST6* mRNA expression. Both recombinant CST6 protein and BM serum from patients with high CST6 significantly inhibited the activity of the osteoclast-specific protease cathepsin K and blocked osteoclast differentiation and function. Recombinant CST6 inhibited bone destruction in ex vivo and in vivo myeloma models. Single-cell RNA-Seq showed that CST6 attenuates polarization of monocytes to osteoclast precursors. Furthermore, CST6 protein blocks osteoclast differentiation by suppressing cathepsin-mediated cleavage of NF-κB/p100 and TRAF3 following RANKL stimulation. Secretion by MM cells of CST6, an inhibitor of osteoclast differentiation and function, suppresses osteolytic bone disease in MM and probably other diseases associated with osteoclast-mediated bone loss.

## Introduction

Osteolytic lesions (OLs) of the axial skeleton are a hallmark of multiple myeloma (MM), a malignancy of antibody-secreting plasma cells (PCs). While bone metastases are seen in many cancers, the presence of OLs is one of the diagnostic criteria for MM. Osteolysis in MM is linked to both suppressed osteoblastogenesis and increased osteoclastogenesis (1). New bone formation is suppressed, at least in part, via Dickkopf-1 (DKK-1) mediated inhibition of Wnt/β-catenin signaling, which is essential for osteoblast differentiation (2). DKK1 also increases osteoclast numbers by increasing the RANKL/osteoprotegerin (OPG) ratios in the BM microenvironment (3–5).

Using global gene expression profiling (GEP), we and others have created a molecular classification of MM (6–8). Correlation of clinical parameters with molecular subtypes revealed a statistically significant lower incidence of bone disease in a subtype of disease we referred to as the low-bone (LB) disease subtype (6). The existence of this subgroup was independently verified (6–8). These data strongly suggest that MM lacking bone disease represents a distinct pathologic entity.

Proteostasis or protein homeostasis is a process that regulates intracellular proteins to maintain a balanced, functional proteome (9). Protease-mediated hydrolysis plays a key role in maintaining proteostasis. Several important proteases have been identified in different organelles; the proteasome, cathepsins, human caseinolytic protease p (hCIpP), and metallopeptidases (MMPs) are in the cytoplasm, lysosome, mitochondria, and extracellular environment, respectively. The intracellular proteases include the cytoplasmic ubiquitin-proteasome system (UPS) and autophagy lysosomal system (ALS), which regulate intracellular protein degradation and also osteoclast differentiation and function (10). Osteoclasts are multinucleated cells formed by the fusion of mononuclear progenitors of the monocyte/macrophage lineage (11). RANKL interacts with its cognate receptor RANK in the presence of macrophage CSF (M-CSF) to promote osteoclast differentiation and maturation via the NF-κB signaling pathway. Both canonical and noncanonical NF-κB pathways are regulated by the UPS during osteoclastogenesis (12). The canonical signaling pathway is activated within a short period of time, leading to IκBα degradation and translocation of p65/p50 heterodimers into the nucleus (13). In the noncanonical signal pathway, RANKL stimulation induces TRAF3 degradation, resulting in the stabilization of NF-κB–inducing kinase (NIK). NIK activates IκB kinase α (IKKα), which promotes p100 processing to p52 and the subsequent nuclear translocation of RelB/p52 complexes (12, 13). It is known that p100 is a suppressor of the noncanonical NF-κB pathway in osteoclastogenesis (14). The p100 can be removed from the cytosol either through processing or complete degradation triggered by the NIK/IKK1 complex (15). However, it is unknown whether ALS or other proteases are involved in p100 protein processing.

A small but significant fraction (~20%) of patients with MM present without OL at diagnosis. The molecular basis for the absence of OL in MM is currently not understood. PET-CT is recommended by the International Myeloma Working Group (IMWG) to ascertain the presence of MM focal bone lesions (16). In the current study, we combined PET-CT with global GEP of CD138-selected PCs from the BM of 512 patients with newly diagnosed MM (NDMM) to identify secreted molecules that might account for the absence of OL in MM. This analysis identified a marked link between the absence of PET-CT–defined OL and elevated expression of the soluble protease inhibitor *CST6*. CST6, a 14 to 17 kDa secretory protein, is a member of the family of type 2 cystatins, cysteine proteinase inhibitors that regulate lysosomal cysteine proteases and the asparaginyl endopeptidase legumain (*LGMN*). We have demonstrated that both purified CST6 and BM serum from patients with high CST6 expression suppress osteoclast function and differentiation in a CST6-dependent fashion and that recombinant CST6 inhibits bone disease in an in vivo myeloma mouse model. Mechanistic studies reveal that CST6 regulates osteoclastogenesis through at least 3 different mechanisms: depolarization of osteoclast precursors (OCPs), stabilization of p100 and TRAF3, and inhibition of the extracellular environmental protease cathepsin K (CTSK).

## Results

### Elevated expression of CST6 is linked to absence of MM bone disease.

We correlated global mRNA expression levels in CD138-selected BM PCs from 512 NDMM patients with the presence or absence of PET-CT–defined focal OL (Figure 1A). Of these, 178 had no evidence of PET-CT bone lesions, while 334 cases showed 1 or more focal lesions. Supervised cluster analysis showed the expression levels of 54 genes that were significantly differentially expressed (greater than 1.4-fold and *P* < 0.0001) between these 2 groups (Figure 1B). *CST6*, coding for cystatin M/E, a soluble inhibitor of cysteine proteases, was the most significantly differentially expressed gene in the analysis (*P* < 0.0001) and was significantly higher in the group with no PET-CT lesions (Figure 1C). Genes associated with cell proliferation were expressed at significantly higher levels in cases with 1 or more PET-CT lesions (Figure 1B). Table 1 shows that, among clinical variables, the absence of PET-CT lesions was associated with a higher incidence of normal albumin levels, a lower incidence of a GEP70 high-risk gene signature (17), higher frequency of gain of chromosome 1q21, and a lower incidence of chromosome 1p deletion and chromosome 5 gain. We found that 67% of the previously defined LB molecular subtype had no PET-CT lesions, while 90% of the proliferation (PR) subtype had 1 or more PET-CT lesions (Table 1 and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI159527DS1). *CST6* was virtually undetectable in PCs isolated from healthy subjects and patients with Waldenstrom’s macroglobulinemia (WM), a BM PC dyscrasia lacking OL (Figure 1C). *CST6* was expressed in a subset of patients with monoclonal gammopathy of undetermined significance (MGUS) and smoldering MM (SMM) (Figure 1C). We have previously shown an inverse relationship between *DKK1* and *CST6* and a strong correlation between *DKK1* and the presence of MRI-defined bone lesions in MM (2). We divided the 512 cases into those in which MM tumor cells expressed either *CST6* or *DKK1* above 5000 relative fluorescence intensity (RFI). *CST6* was more than 5000 in 33 and *DKK1* more than 5000 RFI in 161 (Supplemental Figure 1B). Only one of the 161 cases expressing high *DKK1* also had high *CST6*. None of the 33 cases with high *CST6* had high *DKK1* (Supplemental Figure 1B). These data indicate that elevated *DKK1* and *CST6* define 2 separate subtypes of MM, one with and one without OL bone disease.

Since *CST6* codes for a secreted protein, we developed an ELISA and standard curve for CST6 using recombinant CST6 protein. CST6 was detected in serum isolated from the BM aspirates from which the CD138-purified MM cells were obtained for mRNA microarray studies; serum protein and mRNA levels were correlated (Figure 1D). The mean (±SD) level of CST6 protein in the BM serum/plasma from 75 patients with NDMM for whom gene expression data were also available was 673.0 ± 1076.1 ng/mL. In contrast, the CST6 level was 13.2 ± 19.4 ng/mL in 10 control subjects. These data indicate that the CST6 protein is significantly elevated in MM BM from patients whose tumor cells express high levels of *CST6* mRNA.

### CST6 protein inhibits MM cell–induced bone resorption in vivo.

We utilized the 5TGM1-KaLwRij murine MM model (18) to investigate whether recombinant mouse Cst6 protein (rmCst6) could inhibit bone disease in vivo. One million 5TGM1 cells were inoculated into C57BL/KaLwRij mice via the tail vein, and mice were treated with purified rmCst6 (Figure 2A). Intraperitoneal injection of purified rmCst6 protein (50 μg/kg, once per day) significantly decreased OLs in MM-bearing mice (Figure 2, B and C). Micro-computed tomography (μCT) reconstruction of mouse tibiae showed that rmCst6 protein increased trabecular bone volume over total volume (BV/TV), trabecular number (Tb.N), and bone mineral density (BMD) and was accompanied by a decrease in trabecular separation (Tb.Sp) in treated versus control mice (Figure 2, B and C). Histomorphometric analyses demonstrated that rmCst6 administration significantly reduced osteoclast numbers as well as the proportion of bone surface occupied by osteoclasts in MM-bearing mice (Figure 2, D and E). ELISA analyses showed that collagen type 1 (CTX-1), which is a marker of osteoclast activity, was significantly reduced in mice treated with rmCst6 protein (Figure 2F). Serum procollagen type I *N*-propeptide (PINP), a marker of bone formation, did not show any difference between rmCst6-treated and untreated mice (Figure 2G), suggesting that rmCst6 does not alter osteoblast function. Our in vitro study further confirmed that CST6 protein did not influence osteoblast differentiation (Supplemental Figure 2). Serum measurement of the tumor-specific M protein IgG2b after 25 days by ELISA in MM-bearing mice with or without rmCst6 treatment showed no difference between control and rmCst6-treated groups (Figure 2H). We also did not find any evidence that CST6 influenced MM cell proliferation or survival in vitro (Supplemental Figure 3). These data suggest that rmCst6 prevents tumor-induced osteolysis by acting directly on osteoclasts.

### Recombinant human CST6 protein and human MM BM serum with high CST6 protein inhibit osteoclast differentiation and function.

As cystatin C, encoded by the *CST3* gene, can decrease osteoclast differentiation (19, 20), we investigated to determine whether CST6 also blocks osteoclast differentiation. Mouse and human BM monocytes were induced to differentiate to osteoclasts by the addition of M-CSF and RANKL with or without different concentrations of rmCst6 and recombinant human CST6 (rhCST6) protein. Tartrate-resistant acid phosphatase (TRAP) staining showed that CST6 significantly suppressed the formation of TRAP-positive multinuclear osteoclasts in a dose-dependent manner (Figure 3, A and B, and Supplemental Figure 4, A and B); this effect was at least partially neutralized by an anti-CST6 antibody, but not by nonspecific IgG (Figure 3, A and B, and Supplemental Figure 4, A and B). Furthermore, CST6 significantly reduced osteoclast resorption areas, as shown using the Corning Osteo Assay, and this reduction was also partially reversed by an anti-CST6 antibody (Figure 3, A and B, and Supplemental Figure 4, C and D). We found that 200 ng/mL rmCst6 protein was sufficient to inhibit osteoclast formation and function (Supplemental Figure 4, A and B). We then evaluated whether BM serum from MM patients with high CST6 expression could prevent osteoclastogenesis. As shown in Figure 3, A and B, and Supplemental Figure 5, A and B, patient-derived BM serum containing 200 ng/mL CST6 protein in the culture media significantly blocked osteoclast differentiation and function, and again, this effect was reversed using an anti-CST6 antibody, but not by nonspecific mouse IgG. In contrast, BM serum from MM patients with low CST6 expression and from healthy donors did not influence osteoclast differentiation and bone resorption (Figure 3, A and B, and Supplemental Figure 5, A and B). These data demonstrate that MM serum with high CST6 can inhibit RANKL-induced osteoclast differentiation.

Cystatin C, encoded by the *CST3* gene, has been shown to prevent bone resorption mainly by inhibiting bone matrix degradation (19, 21) by interfering with the RANKL/RANK signaling pathway in osteoclasts (20) and negatively regulating CTSK activity, which is necessary for bone resorption (22). We found that *CST3* mRNA is highly expressed in PCs derived from healthy donors and MGUS and MM patients (Supplemental Figure 6A). High levels of CST3 were also found in BM serum derived from healthy donors and MM patients (Supplemental Table 1). Using an in vitro assay, CST6 exhibited a 100-fold higher potency in inhibiting osteoclast differentiation and bone resorption compared with CST3 (19, 20) (Supplemental Figure 6, B and C). Our study also showed that an anti-CST6 antibody, but not an anti-CST3 antibody, reversed the effects of high-CST6/high-CST3 MM BM serum in inhibiting osteoclast differentiation and activity (Supplemental Figure 6, D and E), indicating that CST6, but not CST3, plays a critical role in MM osteolytic disease.

### CST6 protein inhibits MM cell–induced bone resorption in an ex vivo model.

To further determine the potential role for CST6 in bone biology, we also employed an ex vivo organ culture system (23, 24). MM cells cocultured with mouse calvarial bone cause bone resorption. Human MM cell lines ARP1 and H929 as well as the mouse MM cell line 5TGM1 were cocultured for 10 days with or without rmCst6, with calvarial bone derived from 10-day-old C57BL/6 mice. None of these cell lines express CST6. Both H&E and nitrate silver staining were utilized to evaluate the number of bone-resorption areas (Figure 4, A and B). Quantification of the mean resorption numbers and transparent bone-resorption areas showed that rmCst6 significantly decreased the number of calvarial bone-resorption areas when cocultured with MM cells (Figure 4C). These data demonstrate that CST6 inhibits bone resorption ex vivo.

### CST6 protein inhibits CTSK, an osteoclast-specific protease essential for bone resorption.

Cystatins are inhibitors of lysosomal cysteine proteases, such as cathepsin B, cathepsin L (CTSL), cathepsin V, and LGMN (Supplemental Figure 7, A and C) (25). CTSK is an osteoclast-specific cysteine protease involved in bone catabolism (26). We therefore tested to determine whether CST6 inhibited CTSK activity. An in vitro fluorometric assay showed that CST6 inhibited CTSK in a dose-dependent manner, with a 90% inhibition rate at a dose of 2.5 nM (Figure 4D). These data demonstrate that CST6 blocks the function of CTSK, the cathepsin involved in bone resorption of mature osteoclasts.

### CST6 protein suppresses the bone-resorptive activity of mature osteoclasts.

To determine the effect of CST6 protein on mature osteoclast bone-resorption activity, pre-osteoclast cells were induced to mature osteoclasts with M-CSF and RANKL for 4 days. Equal numbers of mature osteoclasts were seeded on bone slices with or without rmCst6 treatment for 3 days. TRAP staining showed that rmCst6 did not affect the number of mature osteoclasts on bone slices (Figure 5, A–C). Scanning electron microscopy (SEM) showed that 200 ng/mL (13.4 nM) and 500 ng/mL (33.4 nM) rmCst6 did not suppress osteoclast function (Supplemental Figure 8, A–C). However, rmCst6 at a dose of 3.75 μg/mL (0.25 μM) or higher doses significantly suppressed the development of eroded surfaces in a dose-dependent manner, comparable to that seen with the CTSK inhibitor (Figure 5, A–C) (27). These data demonstrate that, at high doses, CST6 blocks the function of mature osteoclasts in vitro.

### CST6 protein attenuates polarization of precursors of osteoclasts and suppresses osteoclast differentiation.

We next performed single-cell RNA-Seq (scRNA-Seq) on BM mononuclear cells from tumor-bearing mice treated with and without CST6. Three groups of mice were included in this study: C57BL/KaLwRij without MM cell injection, C57BL/KaLwRij injected with 5TGM1 cells, and C57BL/KaLwRij injected with 5TGM1 cells and treated with rmCst6 protein for 3 weeks. After removing 5TGM1-GFP^+^ MM cells, BM cells were subjected to scRNA-Seq (Figure 6A). Based on expression profiles, we identified 17 cell populations with differentially expressed cell-specific gene markers (Figure 6B, Supplemental Figure 9B, and Supplemental Table 2). The distribution of these cell types captured by scRNA-Seq was analyzed in control mice and MM mice with or without CST6 protein treatment (Figure 6C). The proportion of BM B cells was dramatically decreased in tumor-bearing mice with or without CST6 treatment (Supplemental Figure 9C), while macrophages were notably decreased in MM mice treated with CST6 protein (Figure 6C and Supplemental Figure 9C).

Because macrophages are precursors of osteoclasts, we further analyzed the population of BM macrophages and identified 8 subclusters using genes variably expressed in macrophages (Figure 6D). Two clusters were dramatically decreased in CST6-treated mice. The cells in one cluster, M0, annotated as early precursors of osteoclasts, exhibited elevated expression of genes of OCPs (*Csf1r* and *Cx3cr1*) (28) (Figure 6E and Supplemental Table 3). The other cluster, M4, mainly appeared in tumor-bearing mice and was dramatically decreased after CST6 protein treatment. Markers of OCPs (*Csf1r*) and early osteoclast differentiation regulators (*c-Fos* and *Jun*) (Supplemental Table 4) are characteristics of M4 (Figure 6E). The osteoclast differentiation pathway was enriched in cluster M0 based on KEGG signaling pathway analysis (Figure 6F). KEGG analysis (https://www.genome.jp/kegg/pathway.html#:~:text=KEGG%20PATHWAY%20is%20a%20collection,Amino%20acid%20Other%20amino%20Glycan) revealed that cluster M4 was enriched for genes in preosteoclast and osteoclast differentiation pathways (Figure 6G) and that cluster M1, M2, M5, and M7 genes were enriched in neurologic disorders and viral infections, but not with osteoclastogenesis (Supplemental Figure 10 and Supplemental Tables 5–8). However, of the M3 gene set, we observed that only 1 gene was differentially expressed when calculating the log-fold change (Supplemental Table 9). This made it impossible to perform a gene-set analysis and interpret gene expression data. With a standard FDR of 0.05, the M6 gene set did not show that signaling pathways were significantly enriched (Supplemental Table 10). Together, these data indicate that CST6 protein suppresses the emergence of OCPs induced by MM cells in the BM.

### CST6 protein selectively suppresses the noncanonical NF-κB signaling pathway in osteoclast differentiation induced by RANKL.

RANKL interacting with its cognate receptor RANK leads to the activation of the NF-κB– and MAPK signaling pathways, which are required for osteoclast formation. To determine whether CST6 protein regulates NF-κB– and MAPK signaling pathways, we preincubated mouse BM macrophages with rmCst6 for 30 minutes and then stimulated these macrophages with RANKL at different time points from 15 minutes to 1 hour. RANKL treatment induced phosphorylation of p65 (p-p65) and induced Iκbα protein degradation after 15 minutes. The presence of rmCst6 protein did not alter p-p65 and Iκbα protein levels, suggesting that Cst6 does not affect the canonical NF-κB pathway (Figure 7A and Supplemental Figure 11). However, rmCst6 inhibited the proteolytic processing of p100 to p52 at 8 hours; rmCST6 also suppressed Traf3 degradation induced by RANKL stimulation (13) (Figure 7B). However, CST6 did not decrease the phosphorylation of Erk1/2, p38, and Akt (Figure 7A and Supplemental Figure 11), suggesting that CST6 does not act on the MAPK signaling pathway. The data suggest that rmCst6 protein prevents RANKL-induced osteoclastogenesis by suppressing the noncanonical NF-κB signaling pathway.

To further determine how CST6 regulates osteoclast differentiation, healthy mouse BM macrophages were isolated and stimulated with RANKL in the presence or absence of rmCst6 protein for 48 hours. RNA-Seq was employed to identify significantly differentially expressed genes between macrophages with and without RANKL induction with or without rmCst6 treatment. 

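Bulk expression values covered 9 libraries of cultured C57BL/6 mouse BM macrophages, the cells from which osteoclasts form. There were 3 libraries from control macrophages without RANKL, 3 from macrophages given RANKL for 48 hours and 3 from macrophages given RANKL plus rmCst6 for 48 hours. M-CSF, a survival and growth factor for macrophages, had been added at 10 ng/mL during the first 3 days of culture. The Supplemental Methods for the RNA-Seq also name M-CSF beside RANKL for the 48 hours of differentiation. Whether the control macrophages were cultured over the same 48 hours, and whether in M-CSF, is not stated there. Differences from control may therefore not all come from RANKL or rmCst6. The mice were 8 weeks old by the sample labels and 6 to 8 weeks old by the Supplemental Methods for mouse cultures. The paper's text does not name the RANKL or rmCst6 dose of these cultures. Mouse osteoclast cultures in the Supplemental Methods received 10 ng/mL RANKL, and the Western blots of Figure 7, A and B, used 200 ng/mL rmCst6. RNA was made into stranded mRNA libraries and read from both ends at 100 bases per read. The authors deposited log2 normalized expression for 13526 genes, of which 13486 are annotated as protein coding in GENCODE M21. The submitters' processing notes name Salmon 1.2.1, a tool that estimates transcript abundance, DESeq2 and the GRCm38.p6 build, without their order. The lowest deposited value is exactly 0, as it would be for log2 of a normalized count plus 1. On the linear scale, the values summed to 2.77e+07 to 2.88e+07 per control library (median 2.84e+07), 2.77e+07 to 2.80e+07 per RANKL library (median 2.78e+07) and 3.04e+07 to 3.14e+07 per RANKL plus rmCst6 library (median 3.09e+07). These totals follow the authors' normalization. Only 38.2% to 54.7% of the low linear values per library (those under 12) lay within 0.02 of a whole multiple of a fitted step, so whole reads were not recovered and the sequencing depth of each library is not known. Genes were tested where at least 3 of the 9 libraries reached a normalized value of 10, which kept 12932 genes and left out 594. limma was fitted to the deposited log2 values of all 9 libraries together, with Benjamini-Hochberg adjustment over the genes tested. Fold changes are on the log2(value + 1) scale, which understates the change of genes with low values. Across genes, which are not independent replicates, libraries of the same group had correlations of 0.989 to 0.991 and libraries of different groups 0.859 to 0.903. Neither the paper nor the labels say whether the replicates were separate cultures or animals, so p-values measure only the spread between these samples, which may be technical.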

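Most genes of the macrophages differed in expression between RANKL alone and control. Mst1r, the receptor for macrophage-stimulating protein, went from a mean log2 expression of 1.25 ± 1.12 (SD, n = 3) in control to 12.14 ± 0.19 (SD, n = 3) with RANKL. The other genes with the largest rises were Rufy4, with a log2 fold change of 10.77, Oscar, the osteoclast-associated receptor, with 10.59, Akap6 with 10.51 and Scin, an actin-severing protein, with 10.50. These genes, Mst1r included, had low mean log2 values in control, from 0.53 (Oscar) to 2.22 (Akap6). Their order therefore holds only on the log2(value + 1) scale. Ctsk, at 6.08 in control, had a log2 fold change of 10.49. The largest falls were in the organic anion transporter gene Slco2b1, with a log2 fold change of -6.83, Fcrls with -6.42, the coagulation factor XIII subunit gene F13a1 with -6.07, the IgM heavy chain gene Ighm with -5.54 and the Notch target Hes1 with -5.54. In total 9373 of 12932 genes differed between RANKL and control at an adjusted p under 0.05 from limma, 4729 higher and 4644 lower with RANKL.

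Among gene lists fixed before the data were examined, all 22 genes of oxidative phosphorylation rose with RANKL, with a median log2 fold change of 1.52 (camera, adjusted p = 7.81e-11; adjusted p = 0.250 with an estimated correlation). Uqcrc2, a subunit of respiratory complex III, had a log2 fold change of 1.67 (standard error 0.042, adjusted p = 5.73e-12 from limma). Of 18 V-ATPase subunits, which pump protons into lysosomes and the resorption space, 17 rose and 1 fell (camera, adjusted p = 6.18e-08; adjusted p = 0.239 with an estimated correlation). Of 22 proliferation genes, 18 rose, 2 fell and 2 did not pass the test (camera, adjusted p = 5.02e-04; adjusted p = 0.523 with an estimated correlation). In the opposite direction, 16 of 19 monocyte and macrophage identity genes fell, 2 rose and 1 did not pass (camera, adjusted p = 1.26e-06; adjusted p = 0.239 with an estimated correlation). They included the Fc receptor gene Fcgr1, which fell by 3.22 on the log2 scale, and the complement genes C1qa, which fell by 2.27, and C1qc, which fell by 2.28. Markers of several other BM cell types fell, and those of others did not. Of 12 neutrophil markers, 11 fell and 1 did not pass (camera, adjusted p = 5.02e-04; adjusted p = 0.471 with an estimated correlation), and all 5 measured megakaryocyte markers fell, among them Pf4, which fell by 3.55 (camera, adjusted p = 0.0295; adjusted p = 0.314 with an estimated correlation). All 3 measured B-cell markers fell (camera, adjusted p = 0.0397; adjusted p = 0.239 with an estimated correlation), as did 8 of 11 stromal and osteoblast markers, with 3 not passing (camera, adjusted p = 0.0427; adjusted p = 0.471 with an estimated correlation). Dendritic cell, mast cell and endothelial markers moved both ways, and their lists were not called (camera, adjusted p = 0.856, 0.994 and 0.643; adjusted p = 0.886, 0.996 and 0.684 with an estimated correlation). The counts for these lists were the same when adjusted over the list alone. The balance of directions depends on the scaling: median centring of the libraries shifts the median log2 fold change of all genes from -0.014 to -0.12 and gives 4125 higher and 5433 lower genes.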

As shown in Figure 7C, RNA-Seq analysis identified 1796 genes that were differentially expressed in BM macrophages treated with RANKL plus rmCst6 protein compared with RANKL alone. 

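The 10 genes with the largest falls with RANKL plus rmCst6 included Ctsk, Oscar and Calcr, and the 10 with the largest rises included 4 chemokine genes. The gene with the largest fall was Itga2, the integrin α2 subunit, from a mean log2 expression of 11.31 ± 0.25 (SD, n = 3) with RANKL to 1.74 ± 0.67 (SD, n = 3) with RANKL plus rmCst6. The next were Msln, Mst1r, Oscar, Kbtbd11, Kazn, Calcr, which encodes the calcitonin receptor, Serpind1, Mt3 and Ctsk. All but Ctsk had low mean log2 values with RANKL plus rmCst6, from 0 (Serpind1) to 3.45 (Kbtbd11), against 8.46 for Ctsk. Their order therefore holds only on the log2(value + 1) scale. Serpind1 was listed at 0 in all 3 RANKL plus rmCst6 libraries and had a log2 expression of 8.27 ± 0.12 (SD, n = 3) with RANKL. The largest rise was in Saa3, an acute-phase protein gene, with a log2 fold change of 12.14 (standard error 0.14, adjusted p = 6.37e-15 from limma). The chemokine genes Ccl5, Cxcl11, Ccl8 and Ccl12 had log2 fold changes of 11.50, 9.63, 9.34 and 8.14. GENCODE M21 annotates Cxcl11 as a polymorphic pseudogene, so its RNA need not yield a functional chemokine. Cxcl11 and Ccl8 had mean log2 values of only 1.42 and 0.62 with RANKL, so their place in the order depends on the scale too. Also among the 10 largest rises were Slfn4, Slfn1, H2-Q6, Ms4a4c and Gbp10. Gbp10 was listed at 0 in all 3 libraries of both other groups and had 8.17 ± 0.31 (SD, n = 3) with RANKL plus rmCst6. Slfn1, Slfn4, H2-Q6 and Gbp10 have near-identical family members that may share reads with them, so their values are uncertain.

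All 25 interferon-stimulated genes fixed as a list before the data were examined rose with rmCst6, with a median log2 fold change of 4.80 (camera, adjusted p = 5.62e-18; adjusted p = 0.401 with an estimated correlation). Irf7, a transcription factor of the interferon response, rose 67.4-fold (log2 fold change 6.07, standard error 0.056, adjusted p = 9.04e-16 from limma). The antiviral GTPase gene Mx1 rose 60.3-fold, Bst2 21.1-fold and Stat2, a subunit of the interferon-activated transcription complex, 23.2-fold. Of 18 measured genes of the response to LPS, 14 rose, 3 fell and 1 did not pass the test (camera, adjusted p = 0.00101; adjusted p = 0.455 with an estimated correlation). Marco, a scavenger receptor, and Acod1, which makes itaconate, had log2 fold changes of 5.68 and 5.40. The 3 that fell were Cxcl1 (-2.94), Cxcl2 (-1.93) and Socs3 (-0.99), named after their values were seen. Neutrophil markers rose beside these groups: 11 of 12 were higher with rmCst6, none was lower and 1 did not pass, with a median log2 fold change of 2.92 (camera, adjusted p = 4.47e-05; adjusted p = 0.467 with an estimated correlation). These counts were the same when adjusted over the list alone. Markers of several other cell types also rose. Of 11 stromal markers 7 rose (6 over the list alone) and none fell, and of 5 megakaryocyte markers 4 rose and 1 fell. Of 4 endothelial markers 3 rose and 1 fell, and of 3 B-cell markers 2 rose and none fell. Of 3 mast cell markers 2 rose and 1 fell, and of 7 dendritic cell markers 2 rose and 3 fell. None of these lists was called (camera, adjusted p from 0.200 for megakaryocyte to 0.830 for dendritic cell markers).

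In limma, 9407 of 12932 genes (72.7%) differed between RANKL plus rmCst6 and RANKL at an adjusted p under 0.05, 4499 higher and 4908 lower with rmCst6. Of these, 1653 were at least 2-fold higher and 1938 at least 2-fold lower, 669 at least 4-fold higher and 825 at least 4-fold lower, and 158 at least 16-fold higher and 254 at least 16-fold lower. The 3 libraries of one group lay apart from the 3 of the other in 9810 genes, where chance gives 10% of genes. The balance of directions depends on the scaling, with 4721 higher and 4702 lower genes after median centring and 4775 higher and 4752 lower after quantile normalization.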

We found that Cst6 protein inhibited gene expression at different stages of osteoclast differentiation, such as *Csf1r* from monocyte to preosteoclast; *Nfatc1*, *Atp6v0d2*, and *Acp5* (*Trap*) from preosteoclast to mature osteoclast; *Src* from mature osteoclast to resorbing osteoclast; and *Ctsk*, *Ostm1*, *Car2*, *Tcirg1*, *Slc4a2*, and *Mmp9* in resorbing osteoclasts (Figure 7, D and E) (29). 

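Each gene named for a stage was lower with RANKL plus rmCst6 than with RANKL alone. Csf1r, the receptor for M-CSF, had a mean log2 expression of 17.27 ± 0.038 (SD, n = 3) in control, 16.11 ± 0.10 with RANKL and 14.46 ± 0.091 with RANKL plus rmCst6, so that it was already lower with RANKL than in control. The genes named for the step to the mature osteoclast rose with RANKL and fell with rmCst6. Nfatc1, the transcription factor that drives osteoclast differentiation, lies on chromosome 18 from 80606205 to 80713071 of GRCm38. Its log2 fold change between RANKL plus rmCst6 and RANKL was -3.11 (standard error 0.075, adjusted p = 1.71e-12 from limma), which placed it below control, with a log2 difference of -0.71. Atp6v0d2, a V-ATPase subunit needed for the fusion of preosteoclasts, lies on chromosome 4 from 19876841 to 19922605 and was 238-fold lower with rmCst6 (log2 fold change -7.90, standard error 0.069, adjusted p = 9.04e-16 from limma). Acp5, which encodes TRAP, was 51.3-fold lower but still 15.1-fold above control. Src, a kinase of the resorbing cell's cytoskeleton, was 11.9-fold lower and 9.44-fold above control.

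Among the genes named for resorbing osteoclasts, Ctsk, the collagen-degrading cathepsin, lies on chromosome 3 from 95499256 to 95509362 and went from 6.08 ± 0.062 (SD, n = 3) in control to 16.57 ± 0.15 with RANKL and 8.46 ± 0.13 with RANKL plus rmCst6. This was a 275-fold fall with rmCst6 (adjusted p = 1.88e-15 from limma). Car2, the carbonic anhydrase that supplies protons, was 234-fold lower, the gelatinase gene Mmp9 39.7-fold lower and Slc4a2, a chloride-bicarbonate exchanger, 6.75-fold lower. The falls in Tcirg1, a V-ATPase subunit, and Ostm1, a partner of the lysosomal chloride channel ClC-7, were smaller, at 1.46-fold (adjusted p = 3.04e-06 from limma) and 1.51-fold (adjusted p = 2.90e-08 from limma). Ostm1 then differed from control by a log2 value of 0.0056 (adjusted p = 0.907 from limma).

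**Figure D1:**
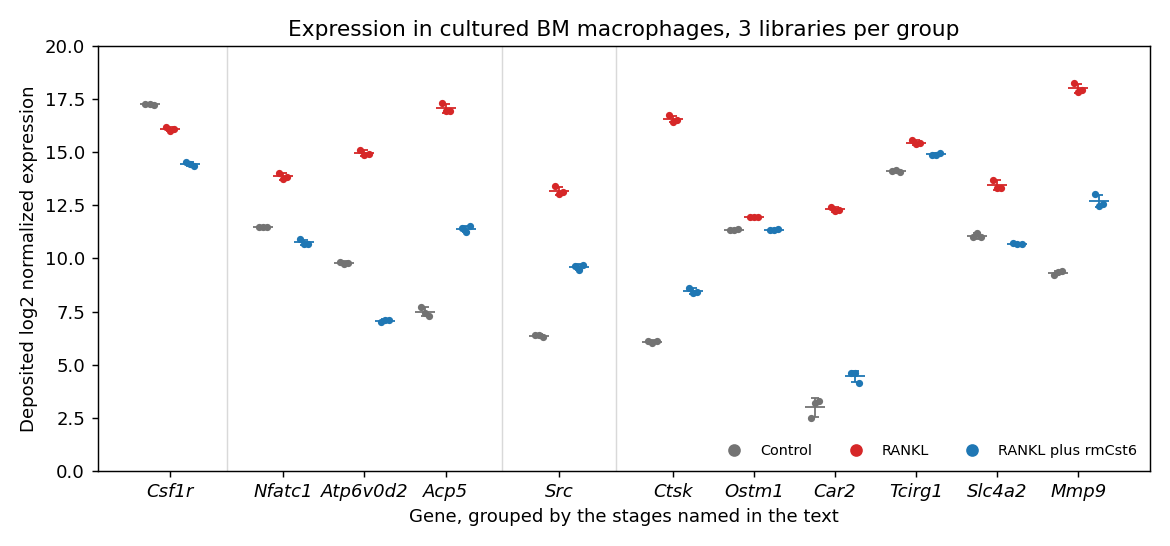
Deposited log2 normalized expression (y axis) of the genes named for each stage (x axis) in control (gray), RANKL (red) and RANKL plus rmCst6 (blue) libraries; points are the 3 libraries per group, and bars are the mean ± SD. Blue points (RANKL plus rmCst6) lie below red points (RANKL) for each gene, from a small gap for Tcirg1 and Ostm1 to the largest gap, a log2 fold change of -8.11, for Ctsk.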

We also verified that rmCst6 indeed suppresses protein expression of Nfatc-1, Ctsk, and c-fos in RANKL-treated macrophages (Figure 7F). These data show that CST6 affects the molecular program of osteoclast differentiation.

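Genes of acid secretion and resorption and of oxidative phosphorylation, most of them raised by RANKL, were mostly lower with rmCst6. Of 14 measured genes of the resorption and acid secretion machinery, 13 fell and none rose (camera, adjusted p = 2.23e-06; adjusted p = 0.401 with an estimated correlation). The sodium-proton exchanger gene Slc9b2 was 188-fold lower. Plekhm1, named after its values were seen, did not pass the test, with a log2 fold change of 0.089 (adjusted p = 0.226 from limma). Of the 18 V-ATPase subunits, 17 fell, including Atp6v1b2 (3.85-fold lower), Atp6v1d (3.48-fold lower) and Atp6v1c1 (2.88-fold lower), and Atp6v0a2, named after its values were seen, rose 1.86-fold (camera, adjusted p = 2.23e-06; adjusted p = 0.401 with an estimated correlation). Of the 22 oxidative phosphorylation genes, 21 fell, including the ATP synthase subunit Atp5a1 (3.49-fold lower), and Cycs, named after its values were seen, did not pass (camera, adjusted p = 2.93e-09; adjusted p = 0.440 with an estimated correlation).

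Of 12 transcription factors of osteoclast differentiation, 7 fell, 2 rose and 3 did not pass, and the list was not called (camera, adjusted p = 0.123; adjusted p = 0.495 with an estimated correlation). Jdp2, Prdm1 and Fosl2 were 36.5-fold, 33.4-fold and 17.7-fold lower. Of 10 genes of preosteoclast fusion, 7 fell, among them the tetraspanin gene Cd9 (22.5-fold lower), and 3 rose, among them the metalloprotease gene Adam8 (5.50-fold higher; camera, adjusted p = 0.0715; adjusted p = 0.401 with an estimated correlation). Of 10 negative regulators of osteoclastogenesis, 5 rose, including Bcl6 (6.00-fold higher) and Lilrb4a (5.16-fold higher), 2 fell, including Id3 (4.80-fold lower), and 3 did not pass (camera, adjusted p = 0.297; adjusted p = 0.745 with an estimated correlation). Cathepsins other than Ctsk mostly went the other way. Of the 12 genes of cathepsins and legumain, 9 rose with rmCst6 and 3 fell, Ctsk and, named after their values were seen, Ctsf and Ctsa (camera, adjusted p = 0.0189; adjusted p = 0.401 with an estimated correlation). Ctsl, Ctss, Ctsb and Lgmn were 2.41-fold, 5.64-fold, 3.07-fold and 4.73-fold higher. The serine protease gene Prtn3, taken here from the neutrophil list and used in the paper's single-cell data as a marker of monocyte progenitors, was 21.1-fold higher beside this group. Adjusted over the list alone, the counts were the same, except that 3 transcription factors rose.

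Over all genes, rmCst6 lowered 3000 (63.4%) of the 4729 genes that RANKL had raised, and raised 775 of them. It raised 2555 (55.0%) of the 4644 genes that RANKL had lowered, and lowered 958 of them. Independent lists of these sizes would share 1795 and 1616 genes. With thresholds of at least 2-fold in both comparisons, 994 of 1737 genes raised by RANKL were lowered and 603 of 1666 lowered by RANKL were raised. The comparisons share the RANKL libraries, which alone produces opposite signs. The fold changes had a correlation of -0.568 across genes, which are not independent replicates. Unchanged groups, simulated by redrawing all 9 libraries around 1 mean per gene, gave -0.503. Signs were opposite in 67.8% of genes in the data and in 66.6% in the simulation. The covariance was -1.10 against -0.0238 in the simulation, which produced 0 genes raised by RANKL and lowered by rmCst6 at the same thresholds. The 0 follows from its setting, in which the groups do not differ. The covariance of -0.0238 reflects only the shared spread of the RANKL libraries, which is small beside -1.10. RANKL plus rmCst6 also differed from control in 9278 genes, and groups that differ in unrelated ways would give opposite signs through the shared RANKL group. Neither the simulation nor the independent lists can therefore show how many of the 3000 genes are a reversal. With 3 RANKL libraries, the shared group could not be divided into parts of at least 2, but division would remove only that small shared spread. The mean of the RANKL group would still enter both comparisons, and part of the excess over independent lists may come from it. From the lower expression of the genes of successive stages, together with Western blots of Nfatc-1, Ctsk and c-fos (Figure 7F), the paper concludes that CST6 acts on the molecular program of osteoclast differentiation.

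**Figure D2:**
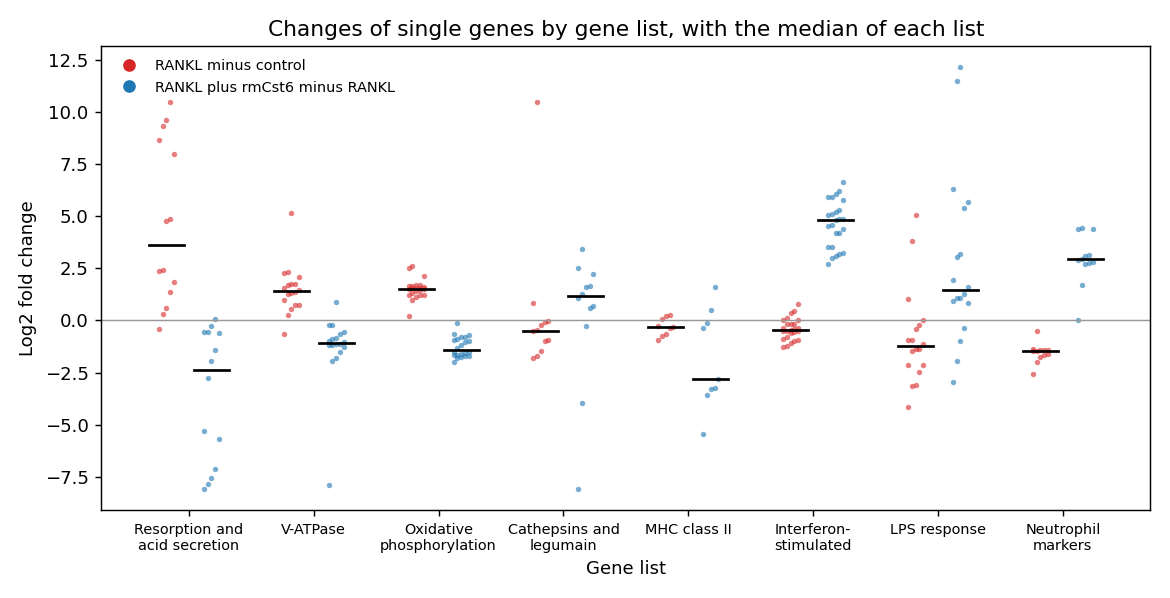
Log2 fold changes (y axis) of the measured genes of 8 lists (x axis), RANKL minus control in red and RANKL plus rmCst6 minus RANKL in blue, with a point per gene and a black line at the median of each list. Resorption, V-ATPase and oxidative phosphorylation genes lie mostly above 0 with RANKL and below 0 with rmCst6, with medians of 3.61 and -2.36 for resorption genes, and all interferon-stimulated genes lie above 0 with rmCst6.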

### CST6 protein suppresses CTSL-induced proteolytic cleavage of p100 and TRAF3.

Because we found that CST6 stabilizes p100 and TRAF3 proteins, and since CST6 is a natural inhibitor of lysosomal cysteine proteinases and asparaginyl endopeptidases (25), we hypothesized that CST6 protein might suppress lysosomal proteolytic cleavage of p100 and TRAF3 by interacting with its substrates. We performed an in vitro cleavage assay by incubating 10 known substrates of CST6 (cathepsins A, B, C, D, H, K, L, S, and V and LGMN) with p100 or TRAF3 protein, respectively. After 30 minutes of incubation, full-length p100 and TRAF3 proteins were cleaved by CTSL, cathepsin S (CTSS), and CTSK, while other cathepsins and LGMN did not cleave p100 and TRAF3 proteins (Figure 8A). Because CTSK is only expressed in mature osteoclasts, but not in precursors of osteoclast (26), we excluded CTSK being responsible for p100 cleavage in macrophages. To characterize the role of CTSL and CTSS in osteoclastogenesis, mouse BM macrophages were induced to differentiate into cathepsin K–expressing, bone-resorbing osteoclasts by the addition of M-CSF and RANKL with or without 10 μM CTSL and CTSS inhibitors. TRAP staining showed that CTSL inhibitors SID26681509 and calpeptin, but not a CTSS inhibitor, significantly suppressed the formation of TRAP-positive multinuclear osteoclasts (Figure 8, B and C). 10 μM CTSL inhibitors also blocked the p100 and TRAF3 processing induced by RANKL for 8 hours (Figure 8D). CST6 binds and inhibits cathepsins and LGMN through specific binding sites. To verify whether the specific effect of CST6 on p100 and TRAF3 stabilization was through inhibition of CTSL, we cloned and purified human CST6 protein with either a N64A or W135A point mutation, resulting in a selective loss of its suppression function on LGMN and cathepsin activity, respectively (Supplemental Figure 12, A and B). The in vitro cleavage assay of p100 and TRAF3 showed that the W135A mutant CST6 protein did not suppress CTSL activity, while the WT CST6 protein and N64A mutant blocked CTSL cleavage activity (Figure 8E). We also determined the effect of human WT and mutant CST6 protein on human BM osteoclast differentiation; WT and N64A CST6 proteins, but not W135A mutant CST6 protein, blocked osteoclast formation (Figure 8, F and G).

Because p100 and TRAF3 are located in the cytoplasm and ubiquitinated TRAF3 can be degraded in both the cytoplasm and lysosome, we hypothesized that RANKL stimulates the release of CTSL from the lysosome to induce cytoplasmic cleavage of the p100 protein. RAW264.7 cells were treated with RANKL for 48 hours, and cytosolic protein was collected for the CTSL Western blot and activity assays. We found that both the cytosolic CTSL protein levels and activity were increased after RANKL induction (Figure 8, H and I). The data confirm that CTSL protein is released from the lysosome of OCPs following RANKL stimulation.

The secretory CST6 protein can be internalized into lysosomes of melanoma, breast cancer, and lung cancer cells (30). To determine whether MM-derived CST6 protein might be endocytosed into macrophages to suppress CTSL activity and osteoclastogenesis, mouse BM macrophages were isolated and incubated with Alexa Fluor 488–conjugated rmCst6 protein for 8 hours. Fluorescence-labeled rmCst6 protein was detected in the lysosome as well as in the cytoplasm of BM macrophages, as visualized under confocal microscope. To further identify the localization of internalized CST6, BM macrophages were costained with LysoTracker (a unique lysosomal marker; Abcam) and CTSL. We observed a colocalization of CST6 with the LysoTracker and CTSL (Figure 9A). Of note, intracellular CTSL activity of BM macrophages was also inhibited after incubation with rmCst6 protein for 8 hours (Figure 9B). These results demonstrate that CST6 protein can be internalized by macrophages through endocytosis to inhibit CTSL activity and osteoclast differentiation.

## Discussion

Cancer-mediated hyperactivation of genes coding for secreted molecules can have profound effects on the tumor microenvironment. Osteolysis, a hallmark of MM and a severe complication seen in nearly 80% of cases, is strongly linked to the secretion of DKK1 by MM tumor cells (31). In this study, we found that 34% of 512 NDMM patients did not exhibit OL bone disease. To better understand the molecular basis of this difference in tumor behavior, we correlated the presence of PET-CT–defined bone lesions in 512 NDMM patients with global gene expression data derived from CD138-selected BM PCs at diagnosis. These data showed that the absence of bone disease was markedly associated with elevated expression of *CST6*, a cysteine protease inhibitor. Consistent with our previous studies (2), *CST6* was strongly inversely correlated with *DKK1* in the current cohort. *CST6* gene expression levels are correlated with CST6 protein in serum of MM patients. Recombinant CST6 protein or BM serum from MM patients with high CST6 expression inhibits osteoclast differentiation and bone resorption in vitro, and recombinant CST6 suppresses bone loss induced by MM cells as seen in an in vivo MM mouse model. BM serum levels of CST6 in MM can be remarkably high. The highest levels of DKK1 we observed in our previous published studies was 400 ng/mL (2). Most patients with high expression of CST6 were found to have concentrations greater than 400 ng/mL, with the highest being 6913 ng/mL. Based on our extensive clinical experience, patients with MM and high levels of serum CST6 do not exhibit any toxicities that might be linked to elevated CST6, such as skin and hair dysplasias.

Osteolytic bone metastases are common in several solid tumors, including lung and breast cancers, and are a direct cause of morbidity and mortality (32). CST6 is primarily expressed in mammary epithelium, the stratum granulosum of skin epidermis, sweat glands, hair follicles, and nails (25). CST6 has been shown to be downregulated in metastatic breast cancers, and ectopic expression of CST6 prevents bone metastases (25, 33). It is therefore possible that downregulation of CST6 in solid tumors may be a key requirement of the osteolytic metastatic phenotype.

CST6 is a cysteine protease inhibitor that regulates lysosomal cysteine proteases and the asparaginyl endopeptidase LGMN. It is known that CST6 controls the activity of the cysteine proteases cathepsin B (*CTSB*), *CTSL*, cathepsin V (*CTSV*), and transglutaminase-3 (*TGM3*) (34–38). The interaction of CST6 with osteoclast-specific CTSK has, to our knowledge, never been studied. Our in vitro assays demonstrate that CST6 protein inhibits 90% of CTSK activity at 2.5 nM, suggesting that CST6 prevents bone resorption by inhibiting CTSK activity within the ruffled border of the osteoclast.

Whether there is a physiological role for CST6 in normal PC biology is unknown. scRNA-Seq has shown that *CST6* can be expressed in normal PCs (39). The mechanism of *CST6* hyperactivation in MM is unknown. It is not a target of gene-activating, immunoglobulin heavy chain–mediated (IGH-mediated) translocations or copy number changes or point mutations. DNA hypomethylation of the *CST6* promoter may upregulate *CST6* expression in MM cells, but this needs to be studied. MM is characterized by extensive mutations of TRAF3 and other components of the NF-κB signaling cascade (40–42). The LB and MAF/MAFB (MF) molecular subtypes, exhibiting the highest levels of an 11-gene NF-κB gene signature in MM (40), also have the highest expression of *CST6*. Given its potent ability to modulate NF-κB signaling, CST6 may indeed have an NF-κB–related function in MM.

Autocrine CST6 might prevent non–caspase-induced cell death mediated by lysosomal proteases (43). Paracrine CST6 may promote tumor escape from immune surveillance by preventing the protease-dependent presentation of MHC class II molecules on the cell surface (44) or preventing T cell lysosomal protease-mediated cell death (43, 45). We have not observed that CST6 regulates MM cell growth in vitro and in the 5TGM1-C57BL/KalwRij mouse model. Since CST6 blocks RANKL signaling, which is a key pathway for osteoclastogenesis, it may well contribute to the dormancy of tumor cells (46).

Osteoclasts originate from the monocyte-macrophage lineage. RANKL binding to its cognate receptor RANK leads to recruitment of adaptor proteins, such as TNF receptor–associated factors (TRAFs), through which it activates both the canonical and noncanonical NF-κB signaling pathways. The conversion of p105 to p50 is predominantly constitutive, while the processing of p100 to p52 is tightly regulated by a TRAF3/NIK/IKKα axis (12). Ubiquitinated TRAF3 has been reported to be degraded in both the lysosome and proteasome after RANKL stimulation (13). However, it is not clear which protease or proteases degrade TRAF3 protein in the lysosome. In our study, we found that CTSL activated by RANKL directly cleaves not only TRAF3 but also p100, a major suppressor of noncanonical NF-κB signaling. CTSL-knockout mice show increased resistance to osteoporosis following ovariectomy (47). We further demonstrate that RANKL-induced CTSL leakage from the lysosome results in direct cleavage and degradation of p100 protein, initiating osteoclastogenesis. In agreement with our observation, Li et al. have reported that RANKL stimulates the release of cathepsin B from the lysosome to the cytoplasm (33). Although cathepsin B could not directly cleave p100 and TRAF3 proteins, CST6 can suppress cathepsin B cleavage of SPHK1, which prevents osteoclastogenesis (33).

Recently, single-cell transcriptome analysis has been employed to define the comprehensive cellular makeup of tumor and tumor microenvironmental cells (48–51). We used this technology to dissect the BM microenvironment alterations influenced by CST6 protein, especially in macrophages, precursors of osteoclasts. We observed that MM cells induced polarization of precursors of osteoclasts and this effect was blocked by CST6 protein. In combination with RNA-Seq data, we further determined that CST6 protein inhibited gene expression at different stages of osteoclast differentiation, such as pre-, mature, and resorbing osteoclasts.

Not all MM patients with osteolytic bone disease express high levels of *DKK1*. Likewise, elevated *CST6* is not seen in all cases lacking osteolytic bone lesions. This could reflect the stage of disease at the time of diagnosis or heterogeneity in tumor cell gene expression in a systemic disease and/or could point to the existence of other mechanisms underlying the development or suppression of OL in MM. Nevertheless, the experimentally validated results of our correlative studies integrating both imaging and genomics in MM strongly suggest that CST6 represents a potent regulator of bone biology and potentially a new biological anti–bone-resorptive agent for the treatment of disease associated with osteoclast-mediated bone loss.

## Methods

### Patients.

We analyzed 512 NDMM patients who had Affymetrix U133Plus2.0 microarray and PET-CT data at diagnosis. Table 1 shows the characteristics of the patients with MM.

### PC isolation and GEP.

GEP and sample preparation were performed as previously described (52). The results of GEP were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE2658).

### Bone imaging.

Fluorodeoxyglucose-PET/CT (FDG-PET/CT) was performed as previously described (53). All imaging studies were interpreted by a team of experienced radiologists and nuclear medicine physicians well versed in myeloma diagnostics who had no prior knowledge of the gene expression data.

### 5TGM1/KaLwRij mouse model.

Six- to eight-week-old female C57BL/KaLwRij mice were injected with either 100 μL PBS or 1 × 10^6^ 5TGM1-GFP cells i.v. via the tail vein and randomized into 3 groups (*n* = 6/group). After 5 days of injection of tumor cells, mice were treated with either PBS or rmCst6 (50 μg/kg) via i.p. injection every day. On day 25 after tumor cell inoculation, when most mice had started to develop paraplegia, the experiment was terminated and mice were sacrificed. Blood samples were collected every week.

### μCT.

Mouse tibiae were dissected and fixed in 10% neutral-buffered formalin for 2 days. μCT of mouse tibia was performed by using SkyScan1272 scanner (Bruke). Scans were acquired at 60 kV and 166 μA, Al 0.5 mm filter,10 μM pixel size. After scanning, tibia images were reconstructed using the Skyscan NRecon program, version 2.0, with a beam-hardening correction of 40. Trabecular and cortical bone microarchitecture were analyzed using the Skyscan CT Analyzer program, version 2.0. OLs on the curved medial tibial surface that completely penetrated the cortical bone and were greater than 100 μm in diameter were counted (54).

### Bone histomorphometry.

Following μCT, the same tibiae were decalcified in 5% EDTA solution (pH 7.0) for 7 days at room temperature and embedded in paraffin. Bone sections (5 μm thickness) were stained with H&E and TRAP using a Leukocyte Acid Phosphatase Kit (Sigma-Aldrich). Histomorphometric analyses were performed using OsteoMeasure software, version 7.0 (OsteoMetrics), with a Zeiss Axioskop2 microscope (Carl Zeiss).

Further details are available in Supplemental Methods and Supplemental Table 11.

### Data availability.

Bulk RNA-Seq data and scRNA-Seq data have been deposited in the GEO database (GSE191187 and GSE191258, respectively).

### Statistics.

Results are presented as mean ± SEM, as indicated in figure legends. Statistical analysis was done using GraphPad Prism, version 7.0. All other comparisons were analyzed by unpaired, 2-sided, independent Student’s *t* test, unless otherwise described in the figure legends. One-way ANOVA or 2-way ANOVA was used to determine the statistically significant difference for multiple group comparisons. A *P* value of less than 0.05 was considered to indicate statistical significance (55).

### Study approval.

The animal studies were performed according to guidelines of the Institutional Animal Care and Use Committee (IACUC) at the University of Arkansas for Medical Sciences under an approved protocol (IACUC 3991). The Institutional Review Board of the University of Arkansas for Medical Sciences approved these research studies, and all subjects provided informed consent approving use of their samples for research purposes. Deidentified primary samples were obtained from myeloma patients during clinic visits at the University of Arkansas for Medical Sciences. Signed Institutional Review Board–approved informed consent forms are kept on record at the University of Arkansas for Medical Sciences Tissue Biorepository and Procurement Service (TBAPS) under approved protocols IRB 262254 and 260887. Peripheral blood from healthy donors was collected using UARK protocol 2009-88 under IRB 5455.

## Author contributions

DG and JRC performed the experiments, collected and analyzed the data, generated the figures, and wrote and edited the manuscript; IN analyzed the scRNA-Seq data. CA analyzed the RNA-Seq data. JPS, FS, YC, CL, HX, BP, TKG, CS, ST, MZ, FC, BB, and FVR reviewed the data and provided clinical data and relevant interpretation. HH guided biochemical experiments for functional studies of CST6 and cathepsins. GT analyzed and interpreted data and contributed to the writing of the manuscript. JDS and FZ conceptually developed this project, designed and supervised this study, collected and analyzed data, and wrote and edited the manuscript. All authors discussed the results and commented on the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supplemental table 7

Supplemental table 8

Supplemental table 9

Supplemental table 10

## Figures and Tables

**Figure 1:**
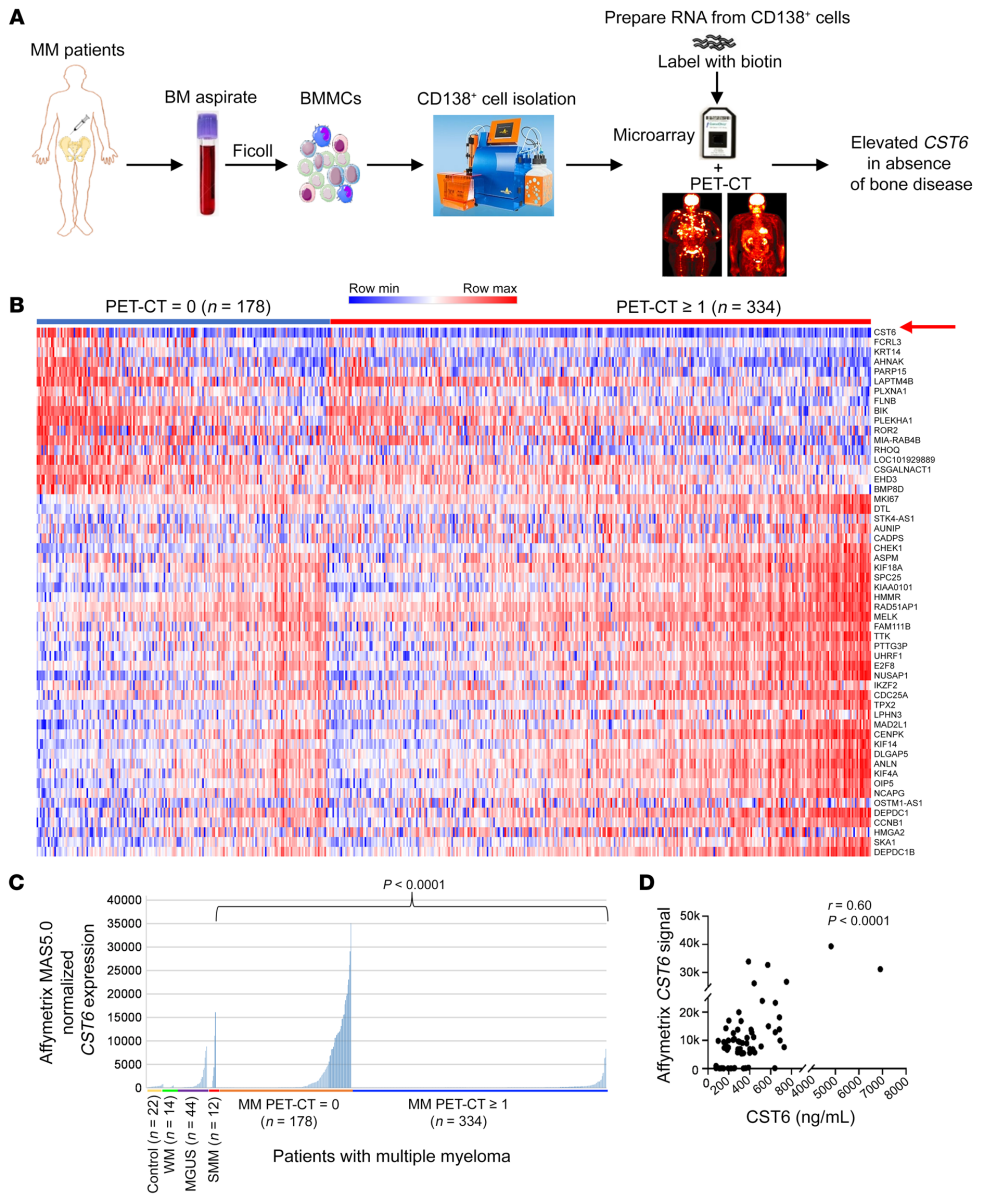
High expression of *CST6* is linked to the absence of bone lesions in MM. (**A**) Workflow of the study. BMMC, BM mononuclear cells. (**B**) Heatmap showing that 54 genes were significantly differentially expressed in MM cells from patients with no (*n* = 178) or 1 or more focal lesions (*n* = 334) on PET-CT (*P* < 0.0001). Shown are 17 genes with elevated levels of expression in MM cells from patients with no lesions on PET-CT and ranked from top to bottom by significance; and 37 genes with significantly upregulated expression in tumor cells with 1 or more lesions on PET-CT and ranked from bottom to top by significance. Gene symbols are listed on the right. (**C**) Affymetrix MAS5.0 normalized mRNA expression signal is indicated on the *y* axis. Expression level of *CST6* in each sample is indicated by the height of the bar. Samples are ordered from the lowest to highest level of expression of *CST6* from left to right on the *x* axis. *P* value was obtained using 2-tailed, unpaired Student’s *t* test. (**D**) Dot plot shows the correlation between *CST6* mRNA in purified MM tumor cells and BM serum CST6 levels. The level of expression of *CST6* mRNA was quantified by microarray analysis, and CST6 protein was measured by ELISA in 75 NDMM patients. Each spot indicates the relative relation of *CST6* mRNA and protein expression levels for a patient. There was a significant correlation between the level of *CST6* mRNA in MM cells and the level of CST6 protein in MM BM serum/plasma (*r* = 0.60, *P* < 0.0001). *P* value was obtained by Pearson’s correlation and a linear regression analysis.

**Figure 2:**
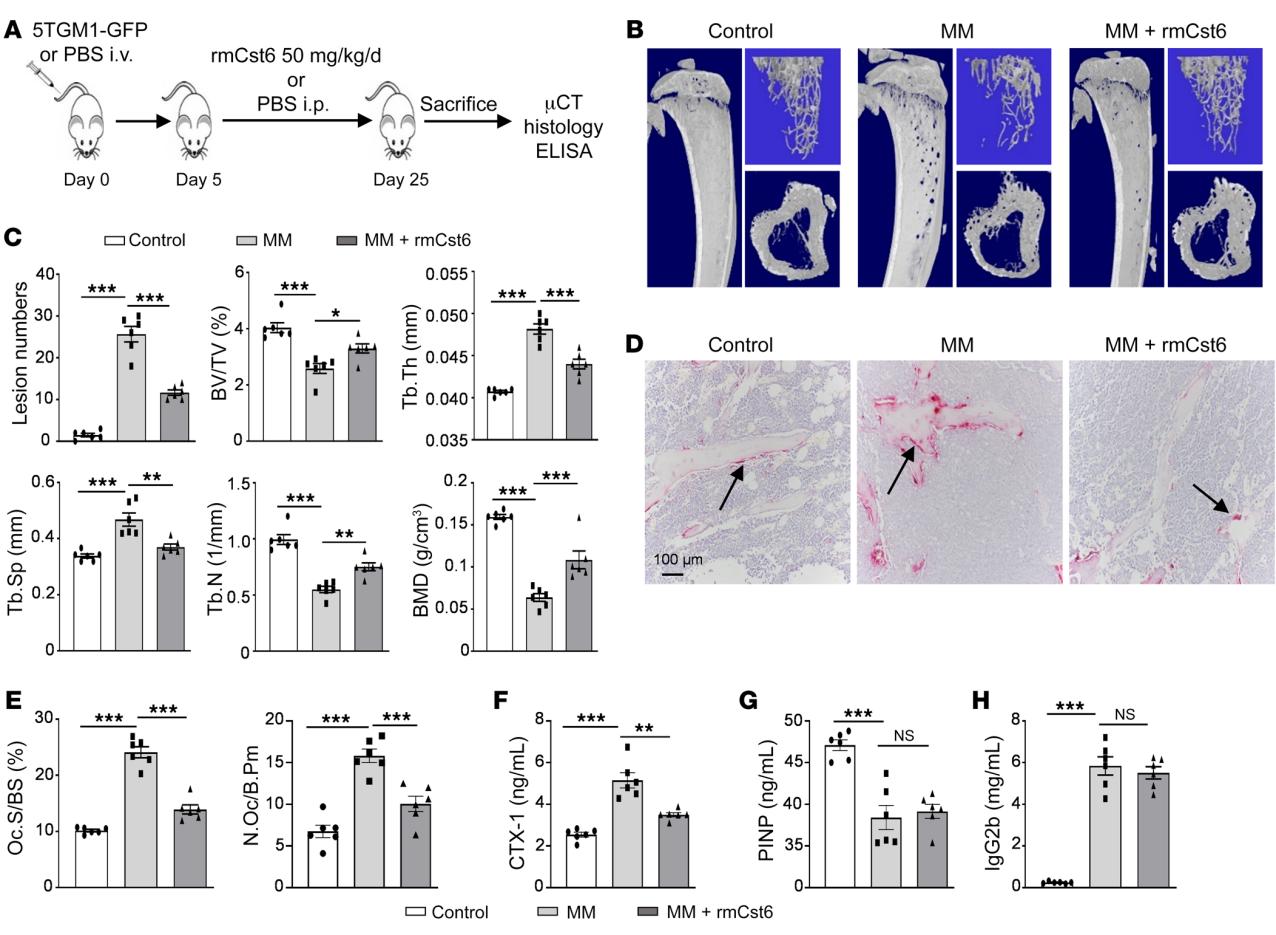
CST6 protein inhibits bone destruction in 5TGM1-C57BL/KaLwRij MM mice. (**A**) Schematic model for the MM mouse study. 5TGM1 murine MM cells were injected into 8-week-old C57BL/KaLwRij female mice via tail vein. rmCst6 protein was administered on day 5 after tumor inoculation. (**B**) Reconstructed μCT images of tibia sagittal sections show bone lytic lesions and trabecular architecture. (**C**) Bar plots present the number of bone lytic lesions on the right medial tibia surface and the trabecular bone parameters: BV/TV, Tb.N, Tb.Th, Tb.Sp, BMD. (**D**) TRAP staining shows osteoclasts (indicated with arrows) in tibiae derived from control C57BL/KaLwRij mice without injection of MM cells and C57BL/KaLwRij mice injected with 5TGM1 MM cells with or without rmCst6 treatment. Scale bar: 100 μm. (**E**) Bar plots represented histomorphometric analyses of TRAP-stained number of osteoclast per bone perimeter (N.Oc/B.Pm) and osteoclast surface per bone surface (Oc.S/BS). (**F** and **G**) Bar plots demonstrated serum levels of the bone-resorption marker CTX-1 and the bone-formation marker PINP detected by ELISA. (**H**) Tumor burden was assessed by measuring serum levels of IgG2b (mg/mL) by ELISA. Data are represented as mean ± SEM (*n* = 6 mice/group) and were analyzed by 1-way ANOVA with Tukey’s multiple comparisons (**C** and **E**–**H**). *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 3:**
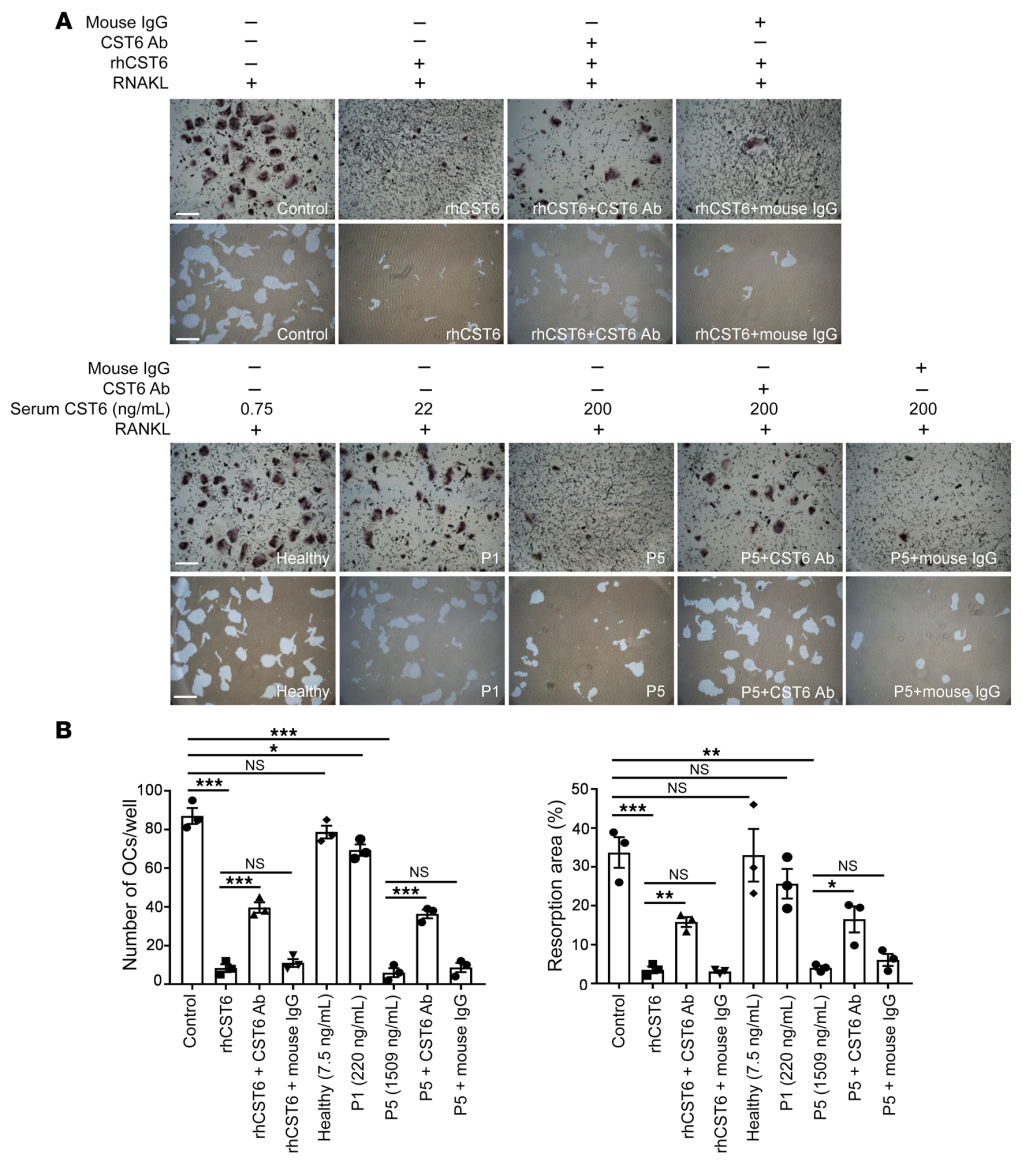
CST6 protein inhibits osteoclast differentiation and function. (**A**) Human OCPs were induced to differentiate into osteoclasts by addition of M-CSF and RANKL. 200 ng/mL rhCST6, 4 μg/mL anti-CST6 antibody, or nonspecific mouse IgG was added to the culture media (upper panels). BM serum from healthy donors and MM patients was added to the culture media with indicated CST6 concentrations (lower panels). On day 7, half of these wells in each group were stained with TRAP solution and the remaining wells were quantified resorption areas. Culture media containing high CST6 protein (final concentration 200 ng/mL) from patient 5 (P5) showed significant decreased TRAP^+^ osteoclasts and bone resorption, while culture media containing low CST6 protein from a healthy donor and patient 1 (P1) with low levels of CST6 did not show these effects. Anti-CST6 antibody or nonspecific mouse IgG (4 μg/mL) was also added to the culture media during human osteoclast differentiation. The CST6 level in each BM serum was determined by ELISA, as described in Supplemental Table 1. Control is represented for RANKL only and was the same as in Supplemental Figure 5 (*n* = 3). Scale bars: 500 μm. (**B**) Bar plots present quantifications of TRAP^+^ osteoclasts and bone-resorption areas. Numbers in parentheses represent CST6 concentrations in patient serum detected by ELISA. Data are represented as mean ± SEM and were analyzed by 2-way ANOVA (**B**). *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 4:**
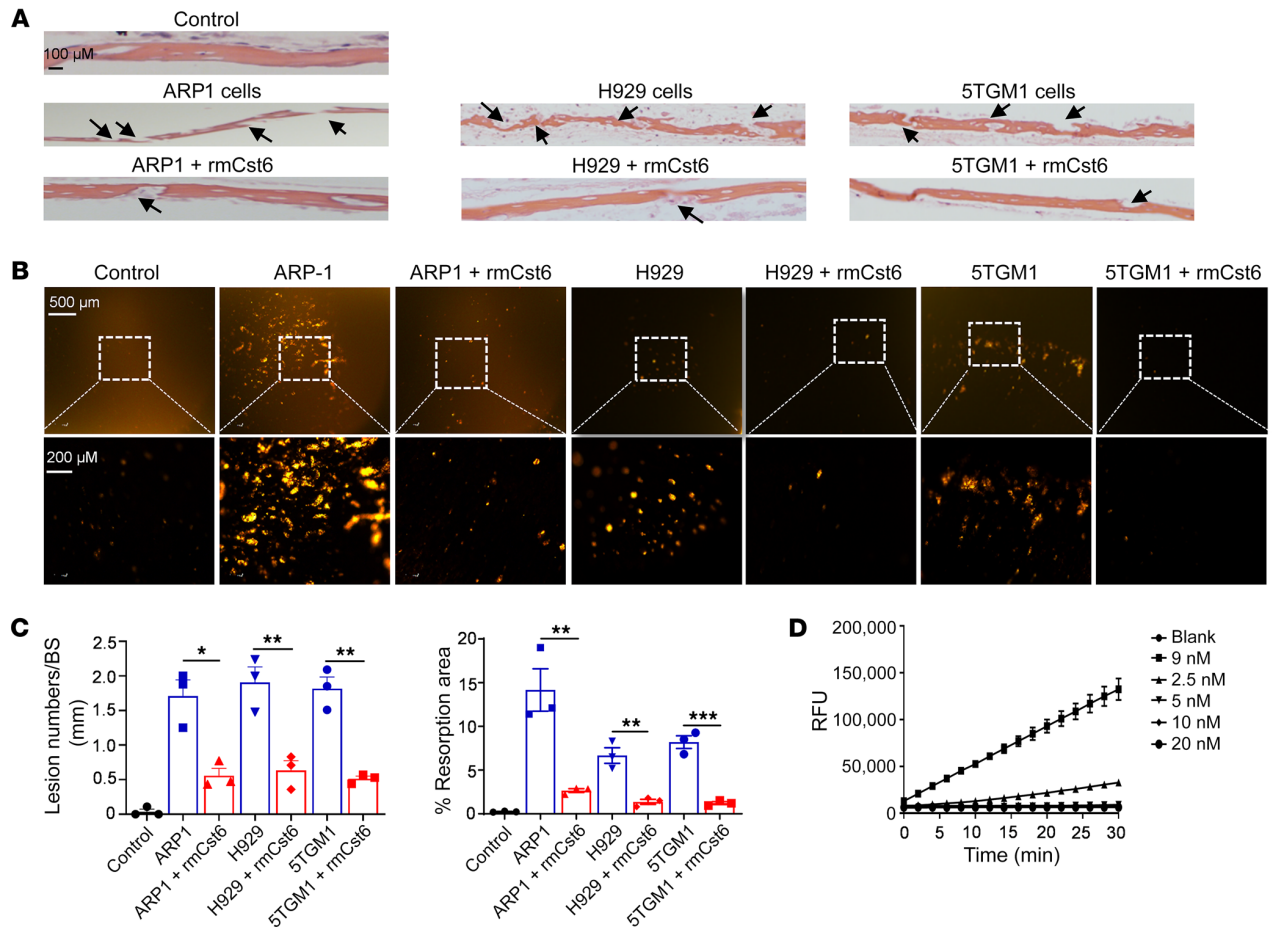
CST6 protein inhibits MM cell–induced bone resorption and CTSK activity. (**A**) Ex vivo organ culture assay was utilized to examine the effect of Cst6 protein on MM-induced bone lesions on calvarias. H&E sections of the parietal bone region showing osteoclastic bone-resorption areas (black arrows) (*n* = 3). Scale bar: 100 μm. (**B**) Silver nitrate staining of calvariae showed the areas with light transparency reflecting bone-resorption areas (*n* = 3). Scale bar: 200 μm. (**C**) Bar plots show the ratio of lytic bone area number to bone surface (left panel) and the percentage of resorption area (right panel) in each group. (**D**) CTSK activity was measured by the Cathepsin K Drug Discovery Kit (Enzo). The *y* axis represents the CTSK activity expressed as relative fluorescence units (RFU); the *x* axis shows time points for treatment with CST6 proteins at different doses (*n* = 3). Data are represented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Statistical analysis was performed using 2-tailed, unpaired Student’s *t* test (**C**).

**Figure 5:**
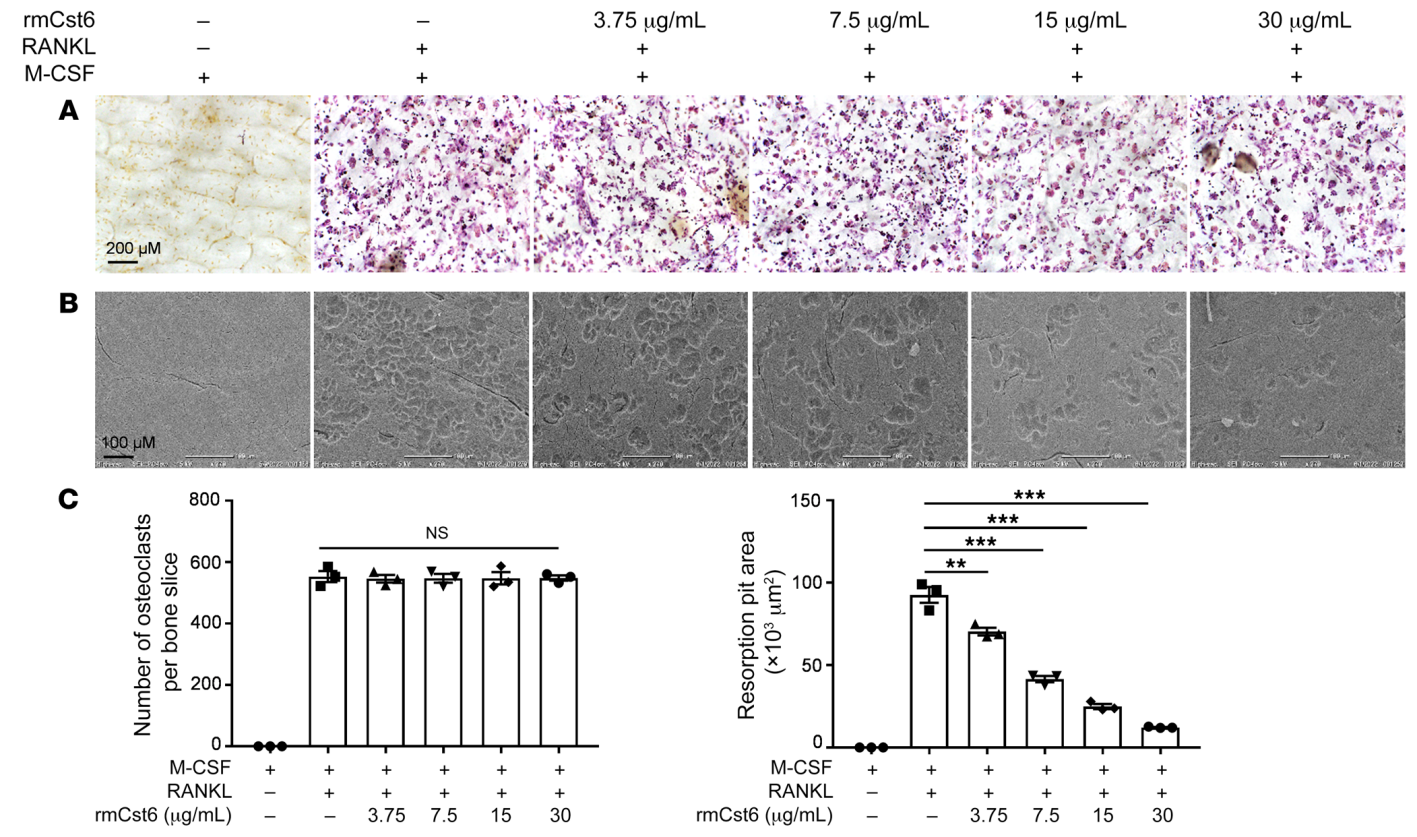
CST6 protein suppresses bone-resorptive activity of mature osteoclasts. (**A**) TRAP staining shows mature osteoclasts on bone slices (*n* = 3). Scale bar: 200 μm. (**B**) After a 3-day culture period, osteoclasts were removed from bone slices, resorption pits were visualized under the SEM, and resorption pit area was quantified (*n* = 3). Scale bar: 100 μm. (**C**) Bar plots show the quantification of TRAP^+^ osteoclasts and the bone-resorption area. Data are represented as mean ± SEM. **P < 0.01; ***P < 0.001. Statistical analysis was performed using 1-way ANOVA with Tukey’s multiple comparisons (**C**).

**Figure 6:**
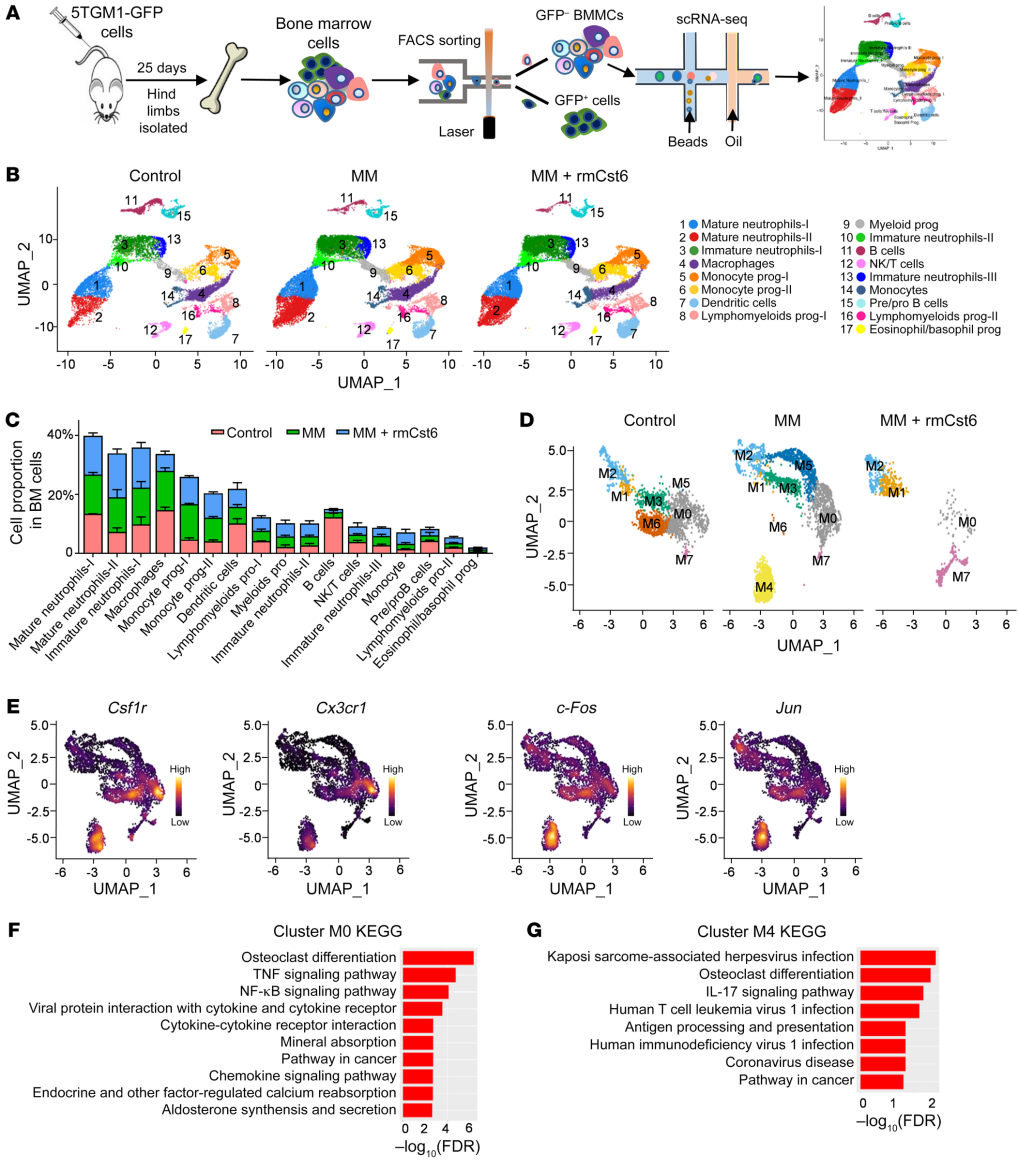
scRNA-Seq reveals that CST6 protein prevents osteoclast differentiation. (**A**) Experimental workflow for scRNA-Seq on BM mononuclear cells. 5TGM1-GFP^+^ MM cells were injected into 8-week-old C57BL/KaLwRij female mice via tail i.v. Hind limbs were extracted, and BM mononuclear cells from individual mice were sorted out by depleting 5TGM1-GFP^+^ MM cells. (**B**) Uniform Manifold Approximation and Projection (UMAP) plot of BM mononuclear cells derived from healthy controls (*n* = 3) and MM-bearing mice treated with PBS (*n* = 3) or rmCst6 protein (*n* = 3). (**C**) Bar plots show the proportion of various cell types in BM mononuclear cells of healthy control and MM-bearing mice treated with PBS or rmCst6 protein. (**D**) UMAP plots of BM macrophages from healthy control (*n* = 3) and MM-bearing mice treated with PBS (*n* = 3) or rmCst6 protein (*n* = 3). (**E**) UMAP plots show expression patterns of marker genes for all clusters collected from 3 groups of mice. (**F**) KEGG pathway analyses show most dysregulated signaling pathways in the cluster M0. (**G**) KEGG pathway analyses show most dysregulated signaling pathways in the cluster M4.

**Figure 7:**
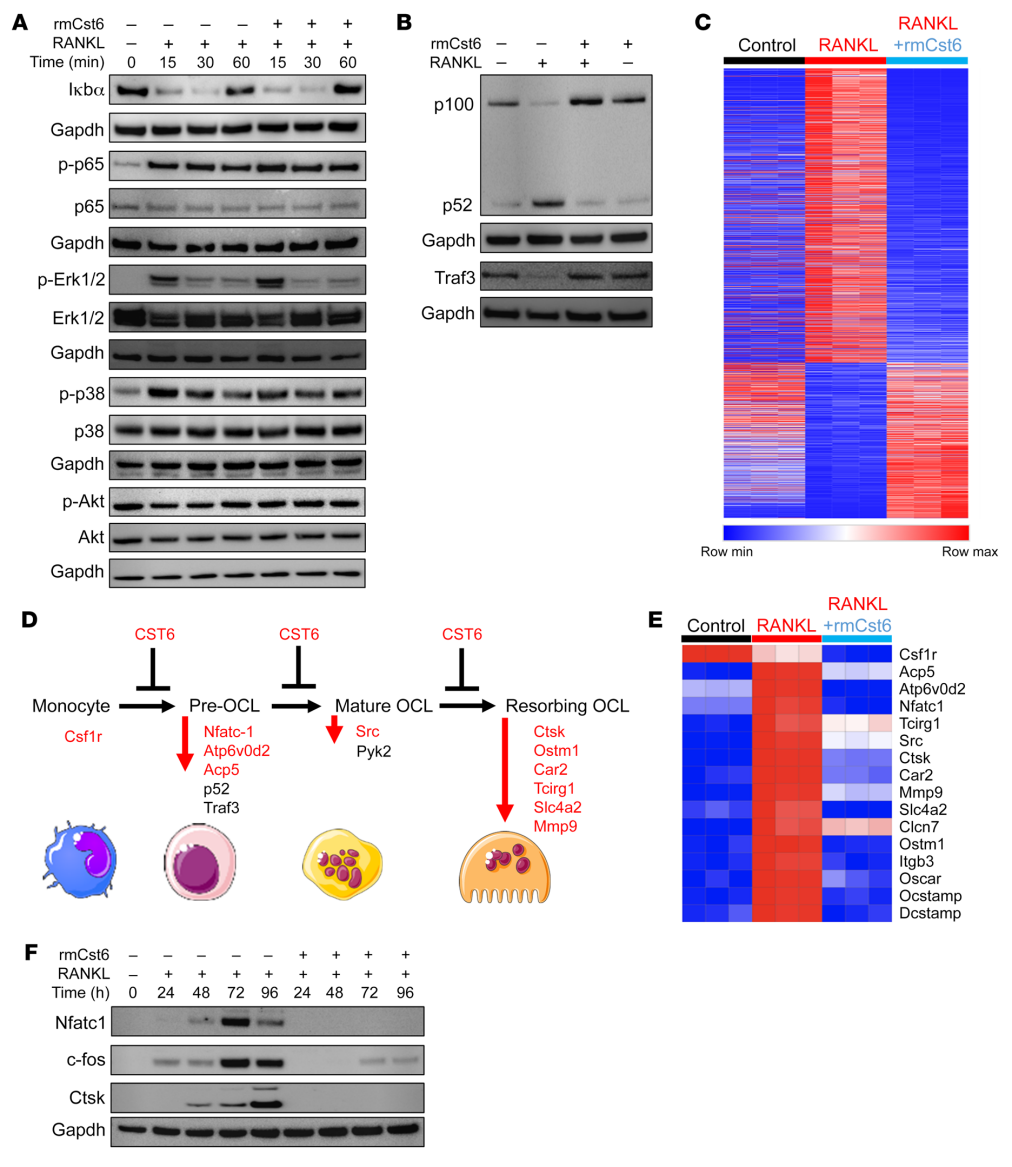
CST6 protein selectively inhibits the noncanonical NF-κB signaling pathway induced by RANKL. (**A**) Mouse OCP (OCP) cells preincubated with 200 ng/mL rmCst6 for 30 minutes were treated with RANKL for indicated times. Western blot shows the expression of Iκbα, p-p65, p65, p-Erk, Erk, p-p38, p38, p-Akt, and Akt (*n* = 3). (**B**) OCPs preincubated with 200 ng/mL rmCst6 for 30 minutes were treated with RANKL for 8 hours. Western blots show the expression of p100/p52 and Traf3 (*n* = 3). (**C**) Heatmap shows 1796 differentially expressed genes (DEGs) between OCPs (control) and OCPs treated with RANKL without or with rmCst6 for 48 hours. (*n* = 3). (**D**) A schematic model for osteoclast differentiation and CST6 functions. Red-labeled genes were significantly downregulated by CST6 protein and are shown in **E**. (**E**) Heatmap shows osteoclast differentiation–associated genes in OCPs (control) and OCPs treated with RANKL without or with rmCst6 for 48 hours. (**F**) Western blot shows the expression of c-fos, Nfatc-1, and CTSK after treatment with rmCst6 at indicated time points in the presence of RANKL (*n* = 3). See complete unedited blots in the supplemental material.

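Across the 3 groups of the heatmap, genes raised by RANKL ended above, below or near their control level when rmCst6 was added. Among the genes that RANKL raised most, Akap6, Scin and Rufy4 stayed above control with rmCst6, with log2 differences of 2.86, 3.26 and 2.73. Itga2, Kbtbd11 and Kazn, which RANKL had also raised, ended below control, with log2 differences of -1.19, -1.91 and -1.34. Itga2 and Kazn were near the floor in both groups, with mean log2 values of 1.74 and 0.73 against 2.93 and 2.07 in control. Their differences from control are therefore uncertain. The genes with the largest falls with RANKL stayed low with rmCst6. Slco2b1 was below control by a log2 difference of -8.33, Fcrls by -5.71, F13a1 by -5.44, Hes1 by -5.40 and Ighm by -4.94. Of the 3000 genes raised by RANKL and lowered by rmCst6, 1009 were still above control, 936 were below control and 1055 did not pass the test against control. In all, RANKL plus rmCst6 differed from control in 9278 of 12932 genes at an adjusted p under 0.05 from limma, 4740 higher and 4538 lower, a balance that turns to 4288 higher and 4996 lower with median centring. The moderated F-test over the 3 groups called 11476 genes (88.7%).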

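All 16 genes of the heatmap were lower with RANKL plus rmCst6 than with RANKL, and 15 of them were higher with RANKL than in control. The study chose these genes on the same samples, so the 16 falls (16 adjusted over the list alone) are not independent evidence of a direction (camera, adjusted p = 2.93e-09; adjusted p = 0.401 with an estimated correlation). Dcstamp and Ocstamp, which encode membrane proteins of preosteoclast fusion, were 159-fold and 179-fold lower with rmCst6, and neither passed the test against control (adjusted p = 0.221 and 0.0861 from limma). Itgb3, the integrin β3 chain that attaches osteoclasts to bone, went from 7.32 ± 0.17 (SD, n = 3) in control to 12.81 ± 0.27 with RANKL and 7.40 ± 0.32 with RANKL plus rmCst6. Oscar had a log2 fold change of -8.71 with rmCst6 (standard error 0.48, adjusted p = 4.62e-09 from limma) and was listed at 0 in 2 of the 3 control libraries. Clcn7, the lysosomal chloride channel gene, had a smaller log2 fold change of -0.55 (adjusted p = 4.58e-06 from limma). The schematic also names genes that are not in red. Ptk2b, which encodes Pyk2, a kinase of the osteoclast cytoskeleton, rose 2.87-fold with rmCst6. Nfkb2, which encodes p100, lies on chromosome 19 from 46304320 to 46312385 of GRCm38 and had mean log2 expression of 12.68 ± 0.083 (SD, n = 3) with RANKL and 12.71 ± 0.027 with RANKL plus rmCst6 (adjusted p = 0.666 from limma). Traf3 had a log2 fold change of 0.15 with rmCst6 (adjusted p = 0.0321 from limma), a call that was lost in 6 of 19 alternative settings. Both had risen with RANKL, with log2 fold changes of 1.04 and 1.17. Relb, the partner of p52, was 1.56-fold lower with rmCst6, and Map3k14, which encodes the kinase NIK, 1.65-fold higher. Of the 10 genes of the noncanonical NF-κB pathway, 6 rose, 3 fell and 1 did not pass, both over all genes and adjusted over the list alone (camera, adjusted p = 0.680; adjusted p = 0.827 with an estimated correlation).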

**Figure 8:**
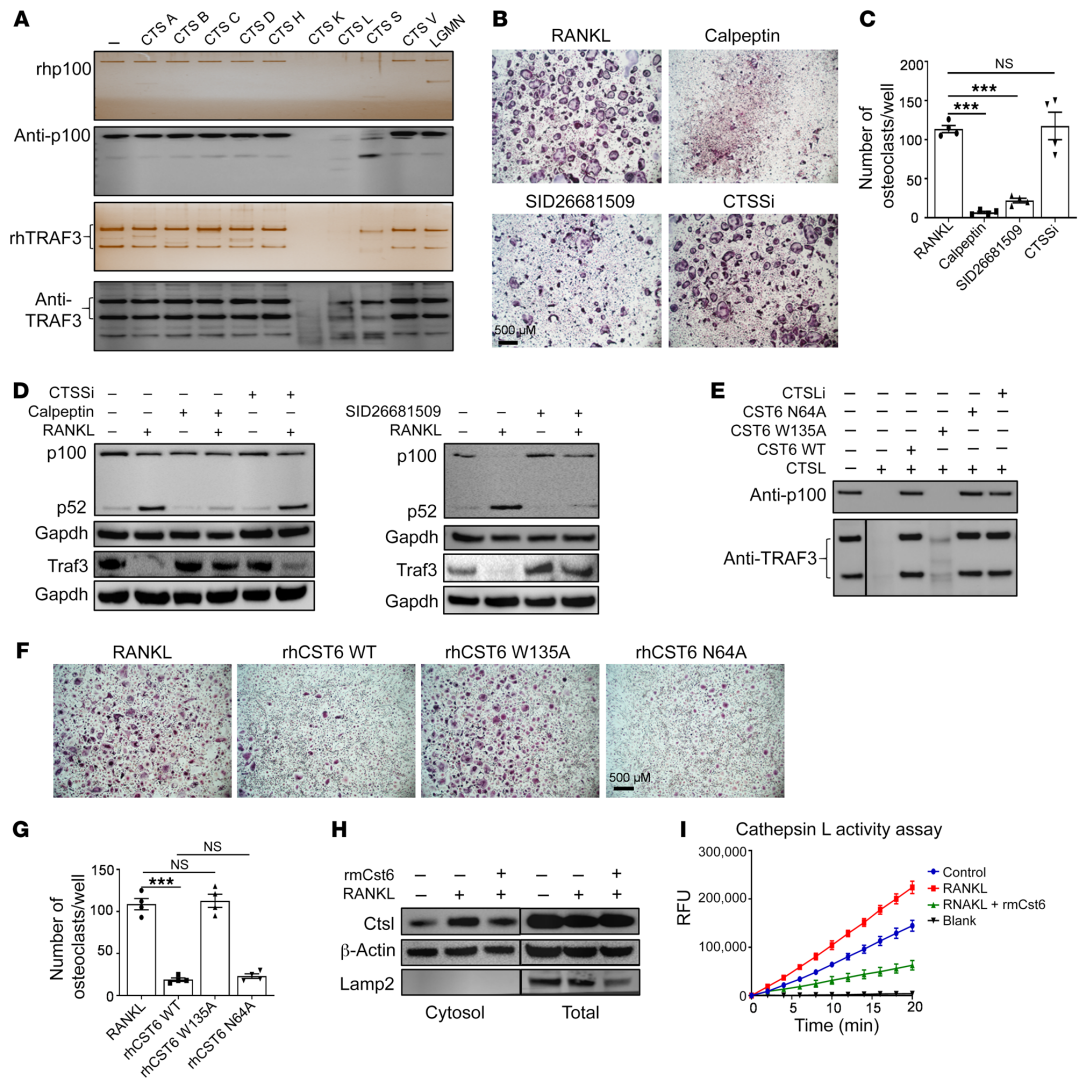
CST6 protein suppresses CTSL-induced proteolytic cleavages of p100 and TRAF3 during osteoclastogenesis. (**A**) Western blots and silver stain show cleaved p100 and TRAF3 proteins (*n* = 3). (**B**) TRAP staining shows osteoclastogenesis suppressed by CTSL inhibitors. Scale bar: 500 μm. (**C**) Bar plots show quantification of TRAP^+^ osteoclasts (*n* = 3). (**D**) OCPs preincubated with 10 μM CTSL inhibitors and CTSS inhibitor for 30 minutes were treated with RANKL for 8 hours. Western blots show the expression of p100, p52, and Traf3 (*n* = 3). (**E**) 20 ng CTSL protein premixed with 20 ng WT or mutant CST6 protein was loaded with recombinant p100 protein and TRAF3 protein in vitro for 30 minutes. Western blots detected the cleaved p100 and TRAF3 proteins (*n* = 3). CTSL inhibitor (CTSLi) was used as a positive control. (**F**) TRAP staining shows osteoclasts treated with 200 ng/mL WT or mutant rhCST6 (*n* = 3). Scale bar: 500 μm. (**G**) Bar plots show quantification of TRAP^+^ osteoclasts. (**H**) Western blots detected increased cytosolic CTSL protein after RANKL induction (*n* = 3). (**I**) CTSL enzymatic activity assay detected CTSL activity from cytosolic protein. The *y* axis represents the CTSL activity expressed as relative fluorescence units; the *x* axis shows time points treated with Cst6 proteins and different controls (*n* = 3). Lanes were run on the same gel, but were noncontiguous (**E** and **H**). Data are represented as mean ± SEM and were analyzed by 1-way ANOVA with Tukey’s multiple comparisons (**C** and **G**). ***P < 0.001. See complete unedited blots in the supplemental material.

**Figure 9:**
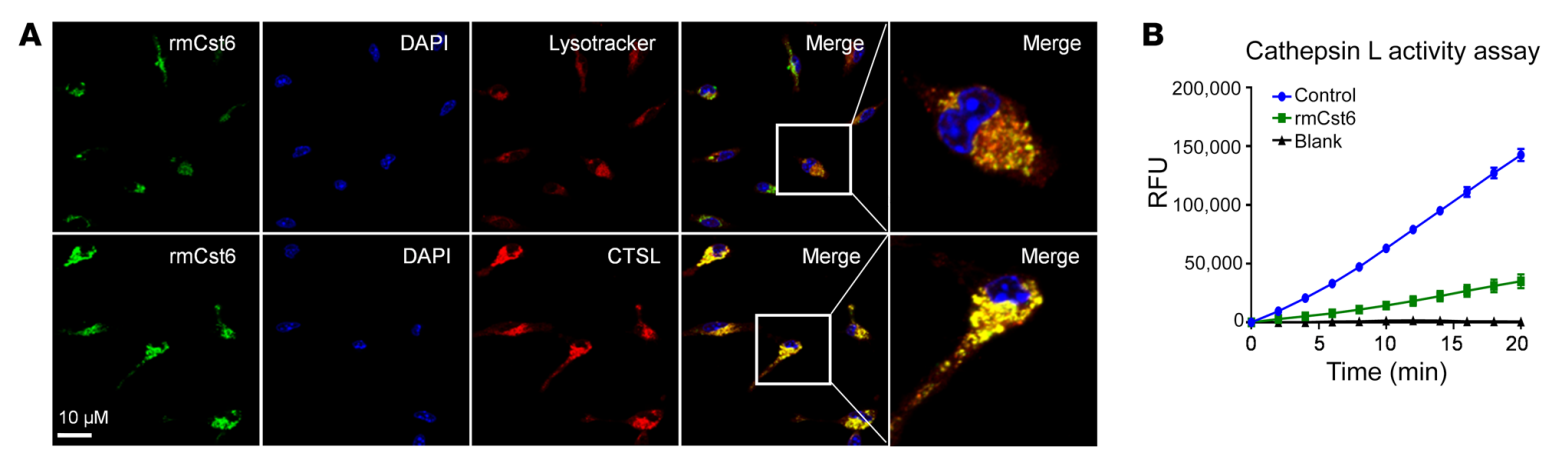
Internalized CST6 protein suppresses CTSL activity in macrophages. (**A**) Macrophages were treated with AF488-labeled rmCst6 for 8 hours and then were costained with CTSL and LysoTracker. Confocal microscope showed the localization of CST6, CTSL, and lysosome (*n* = 3). Scale bar: 10 μm. Original magnification, ×100 (far right panels). (**B**) CTSL enzyme activity assay detected CTSL activity from total protein after treatment with rmCst6. The *y* axis represents the CTSL activity expressed as relative fluorescence units; the *x* axis shows time points of treatment with Cst6 proteins and different controls (*n* = 3).

**Table 1:**
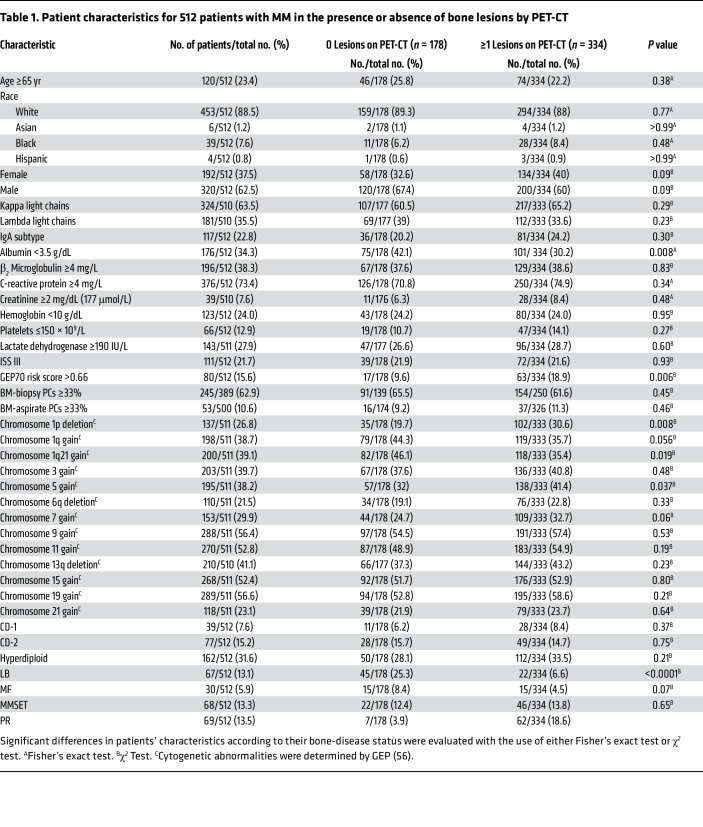
Patient characteristics for 512 patients with MM in the presence or absence of bone lesions by PET-CT

## Version 1 07/26/2022

In-Press Preview

## Version 2 09/15/2022

Electronic publication

## Version 3 09/21/2022

Update to acknowledgments

# Supplementary material for: CST6 suppresses osteolytic bone disease in multiple myeloma by blocking osteoclast differentiation
**Source:** J Clin Invest. 2022 Sep 15;132(18):e159527. doi: 10.1172/JCI159527

Supplemental Methods

Plasma cell isolation and gene-expression profiling

Gene expression profiling (GEP) and sample preparation were performed as previously described (1). Briefly, Plasma cell (PC) isolation from mononuclear cell fractions was performed by immunomagnetic bead selection with monoclonal mouse anti-human CD138 antibody with the use of the AutoMACS automated separation system (Miltenyi-Biotec). PC purity of > 95% homogeneity was confirmed by 2-color flow cytometry with the use of CD138+/CD45- criteria (Becton Dickinson), immunocytochemistry for cytoplasmic light-chain immunoglobulin, and morphology by Wright-Giemsa staining. RNA was extracted with the QIAGEN RNeasy kit. cDNA was prepared and biotinylated with the Affymetrix GeneChip HT 3' IVT Express Kit. Samples were hybridized to an Affymetrix U133Plus2.0 microarray according to the manufacturer's recommendations and then read on a GeneChip Scanner 3000 (Affymetrix). The results of gene-expression profiling were deposited in Gene Expression Omnibus (<http://www.ncbi.nlm.nih.gov/geo/>, opens in new tab) under the accession number GSE2658.

CST6 sandwich ELISA

Nunc™ MaxiSorp™ ELISA Plates (Biolegend) were coated with 50 µl of a monoclonal CST6 antibody (R&D, catalog # MAB1286) at a concentration of 2 µg/ml in ELISA coating buffer overnight at 4 °C. The plates were washed and blocked with 1% bovine serum albumin (100 µl/well) at room temperature for 1 h. Plates were washed prior to addition of recombinant CST6 protein (R&D, catalog # 1286-PI-010) for establishment of a standard curve (0-100 ng/ml in ELISA dilution buffer), conditional media of MM cell lines and patient serum/plasma (1:100) samples to each well of the plates and incubated at 4 °C overnight. Plates were washed before incubation with biotinylated polyclonal anti-CST6 antibody (50 µl/well, 0.2 µg/ml in PBS, pH 7.2) (R&D, catalog # BAF1286) at room temperature for 2 h. Plates were then washed prior to incubating each well with 50 µl of a 1:10,000 dilution of streptavidin-horseradish peroxidase (ThermoFisher, catalog # N100) at room temperature for 1 h. Color development was achieved with the substrate (R&D, catalog # DY999) according to manufacturer's instructions and the reaction was stopped by treatment of the plates with 2M sulfuric acid (50 µl/well, 0.5 mol/l). The absorbance values were measured at 450 nm.

CST3 sandwich ELISA

Nunc™ MaxiSorp™ ELISA Plates (Biolegend) were coated with 50 µl of a polyclonal CST3 antibody (R&D, catalog # AF1196) at a concentration of 2 µg/ml in ELISA coating buffer overnight at 4 °C. The plates were washed and blocked with 1% bovine serum albumin (100 µl/well) at room temperature for 1 h. Plates were washed prior to addition of recombinant CST3 protein (R&D, catalog # 1196-PI-010) for establishment of a standard curve (0-100 ng/ml in ELISA dilution buffer), conditional media of MM cell lines and patient serum/plasma (1:1000) samples to each well of the plates and incubated at 4 °C overnight. Plates were washed before incubation with biotinylated polyclonal anti-CST3 antibody (50 µl/well, 0.2 µg/ml in PBS, pH 7.2) (R&D, catalog # BAF1196) at room temperature for 2 h. Plates were then washed prior to incubating each well with 50 µl of a 1:10,000 dilution of streptavidin-horseradish peroxidase (ThermoFisher, catalog # N100) at room temperature for 1 h. Color development was achieved with the substrate (R&D, catalog # DY999) according to manufacturer's instructions and the reaction was stopped by treatment of the plates with 2 M sulfuric acid (50 µl/well, 0.5 mol/l). The absorbance values were measured at 450 nm.

Cell cultures

All cells were maintained at 37°C in a 5% CO₂ incubator. The myeloma cell line ARP-1 was generated in University of Arkansas for Medical Sciences, murine myeloma cell line 5TGM1 was provided by Claire M. Edwards. H929 and 293T cell lines were purchased from American Type Culture Collection (ATCC). ARP-1, 5TGM1 and H929 were cultured in RPMI1640 medium with 10% fetal bovine serum (FBS) in the presence of penicillin (100 U/mL) and streptomycin (100 mg/mL). RAW264.7 and 293T cell lines were maintained in Dulbecco's modified Eagle's medium (DMEM) with 10% FBS in the presence of penicillin (100 U/mL) and streptomycin (100 mg/mL).

Animal models

C57BL/KaLwRij mice used in this study were obtained from Harlan Laboratory Inc. (Harlan Mice, Netherlands) and 6-8 weeks female C57BL/KaLwRij mice were employed for 5TGM1-GFP cells injection or scRNA-seq experiments. All animals were housed under specific pathogen free conditions on a 12 h light/dark cycle with stable temperature (22 °C) and humidity (60%) at the University of Arkansas for Medical

Sciences. All animal procedures adhered to a protocol approved by the local Institutional Animal Care and Use Committee at University of Arkansas for Medical Sciences.

Evaluation of tumor burden and bone turnover markers

5TGM1/KaLwRij mice were bled every week to harvest serum for detecting IgG2b by ELISA according to the manufacturer's instructions (Bethyl Laboratories). The serum levels of CTX-1 and PINP were examined by ELISA using a CTX-1 ELISA kit (MyBioSource, catalog # MBS722404) and PINP ELISA kit (MyBioSource, catalog # MBS4501850) according to the manufacturer's instructions.

RNA isolation and RNA sequencing (RNA-seq)

BM monocytes obtained from C57BL6 mice were differentiated into osteoclasts in the presence of M-CSF and RANKL for 48 h. Cells were processed for RNA extraction using the Quick-DNA/RNA FFPE Miniprep Kit with on-column DNase digestion for the RNA preps (catalog # D7003; Zymo Research, Irvine CA, USA). RNA was assessed for mass concentration using the Qubit RNA Broad Range Assay Kit (catalog # Q10211; Invitrogen, Waltham MA, USA) with the Qubit 4 fluorometer (catalog # Q33238; Invitrogen, Waltham MA, USA). RNA integrity was assessed with a Standard Sensitivity RNA Analysis Kit (catalog # DNF-471-0500; Agilent, Santa Clara CA, USA) on the Fragment Analyzer System (catalog # M5310AA; Agilent, Santa Clara CA, USA). Sequencing libraries were prepared using TruSeq Stranded mRNA Library Prep (catalog # 20020595; Illumina, San Diego CA, USA) with the IDT for Illumina Unique Dual indices (catalog # 20022371; Illumina, San Diego CA, USA). Libraries were assessed for mass concentration using the Qubit 1X dsDNA HS Assay Kit (catalog # Q33231; Invitrogen, Waltham MA, USA) with the Qubit 4 fluorometer (catalog # Q33238; Invitrogen, Waltham MA, USA). Library fragment size was assessed with the High Sensitivity NGS Fragment Analysis Kit (catalog # DNF-474-0500; Agilent, Santa Clara CA, USA) on the Fragment Analyzer System (catalog # M5310AA; Agilent, Santa Clara CA, USA). Libraries were functionally validated with the KAPA Universal Library Quantification Kit (catalog # 07960140001; Roche, Basel CH). Sequencing was performed to generate paired-end (2X100) reads with a NovaSeq 6000 200-cycle SP flow cell (Illumina, San Diego CA, USA).

Single cell RNA sequencing (scRNA-seq)

At 25 days post-tumor cell inoculation in the 5TGM1/KaLwRij mice, BM mononuclear cells were isolated by Ficoll-Paque PLUS. BM microenvironmental cells were sorted out using fluorescence-activated cell sorting (FACS) by depleting 5TGM1-GFP⁺ MM cells. Sorted GFP negative cells with a purity greater than 95% and viability higher than 95% were used for 10 X genomics scRNA-seq. Cells were resuspended in Mg-free and Ca-free PBS with 0.04% BSA and counted using a light microscope under 10X magnification with Trypan Blue and diluted to the desired concentrations to target approximately 10,000 cells according to protocol recommendations. Single-cell emulsions were generated with the Chromium Controller (10X Genomics, Pleasanton, CA, USA) using the Chromium Next GEM Chip G (Part Number 1000120, 10X Genomics) with the Chromium NextGEM Single Cell 3' v3.1 kit (Part Number 1000121, 10X Genomics) following the standard protocol. Libraries were assessed for mass concentration using the Qubit 1X dsDNA HS Assay Kit (catalog # Q33231; Invitrogen, Waltham MA, USA) using the Qubit 4 fluorometer (catalog # Q33238; Invitrogen, Waltham MA, USA). Library fragment size was assessed with the High Sensitivity NGS Fragment Analysis Kit (catalog # DNF-474-0500; Agilent, Santa Clara CA, USA) on the Fragment Analyzer System (catalog # M5310AA; Agilent, Santa Clara CA, USA). Libraries were functionally validated with the KAPA Universal Library Quantification Kit (catalog # 07960140001; Roche, Basel CH). Initial low-pass “surveillance” sequencing was performed on an Illumina NovaSeq SP 100-cycle flow cell and data was assessed using the Cell Ranger Count output.

Bioinformatic analysis of scRNA-seq

The raw sequencing data (fastq files) were preprocessed using CellRanger software (10X Genomics) version 6 with reference genome of *Mus musculus* version mm10 to demultiplex for cell and transcript and generate count table. The count table was loaded into R through Seurat version 4 package (2) for further analysis. The cells that have number of gene lesser than 500, greater 5,000, and more than 10% of unique molecular identifiers stemming from mitochondrial genes were discarded out from the analysis. For individual sample, Principal component analysis (PCA) was then performed on significantly variable genes of the remained high-quality cells. The results of individual sample were used for data integration across samples using reciprocal PCA method to minimize technical differences between samples. Then the

nitration results were used as input for clustering using Louvain algorithm with multilevel refinement (3) and Uniform Manifold Approximation and Projection for Dimension Reduction (UMAP). The gene specific markers of each cluster were identified using the FindMarkersAll function with MAST method (4) test statistics. The expression patterns of selected gene markers across cell cluster were plotted as a heat map to assess the quality of cell clustering result. After quality control and filtering, we obtained high quality single-cell transcriptomes from ~8000 cells per mouse (**supplemental Figure 9A**). These cell populations and markers included mature neutrophils-I (*S100a8*, *Ly6g*), mature neutrophils-II (*Reth1g*, *MMP9*), immature neutrophils-I (*Chil3*, *Camp*), macrophages (*Adgre1*, *Mafb*), monocyte prog-I (*F13a1*, *Itga1*), monocyte prog-II (*Prtn3*, *Hsp90ab1*), dendritic cells (*Siglech*, *Bst2*, *Tcf4*), lymphomyeloids prog-I (*Irf8*, *Flt3*), myeloid prog (*Mpo*, *Cd63*), immature neutrophils-II (*Cenbf*, *Camp*), B cells (*Ighm*, *Cd79b*), NK/T cells (*Cd3e*, *Gzmb*), immature neutrophils-III (*Fcnb*, *Camp*), monocytes (*ly6c2*, *ccl2*), pre/pro B cells (*Pax-5*, *Vpreb3*), lymphomyeloids prog-II (*Atp2b4*, *Hlf*) and eosinophil/basophil prog (*Gata2*, *Cpa3*) (**supplemental Figure 9B and Table S2**).

To visualize some of gene markers simultaneously in kernel joint density estimation, the Nebulosa package was used (5). Based on the kernel joint density of *Adgr1* and *Fcgr3*, we sub-select cells that have high value of the kernel joint density for subclustering analysis to study the cellular heterogeneity of Macrophage cells. Gene-set enrichment analysis of marker genes was performed on Gene Ontology annotation using piano package (6).

Cathepsin K activity assay

The ability of CST6 (R&D, catalog # 1286-PI-010) to inhibit cathepsin K protease activity was assessed using the cathepsin K drug discovery kit (Enzo, catalog # BML-AK430-0001). Fluorimetric assays were done in triplicate in 96-well microtitre plates using cathepsin K, the fluorogenic synthetic substrate Z-Phe-Arg-AMC in the presence of the cathepsin K assay buffer. Recombinant CST6 was added to assays at various concentrations and the resultant fluorescence was measured using a Biotek Synergy Plate Reader (BioTec) with excitation at 380 nm and emission at 460 nm wavelengths. The initial rates from the cathepsin K progress curves in the presence of predetermined concentrations of recombinant CST6 protein were subjected to Graphpad software to allow determination of the inhibition rate.

Cathepsin B activity assay

The ability of CST6 (R&D, catalog # 1286-PI-010) to inhibit cathepsin B protease activity was assessed using the cathepsin B inhibitor screen kit (Abcam, catalog # ab185438). Recombinant CST6 was added to assays at various concentrations and the resultant fluorescence was measured using a Biotek Synergy Plate Reader (BioTec) with excitation at 400 nm and emission at 505 nm wavelengths in a kinetic mode for 30 min at 37 °C.

Cathepsin L activity assay

The ability of CST6 (R&D, catalog # 1286-PI-010) to inhibit cathepsin L protease activity was assessed using the cathepsin L inhibitor assay kit (Abcam, catalog # ab197012). Recombinant CST6 was added to assays at various concentrations and the resultant fluorescence was measured using a Biotek Synergy Plate Reader (BioTec) with excitation at 400 nm and emission at 505 nm wavelengths in a kinetic mode for 30 min at 37 °C.

Cathepsin V activity assay

Cathepsin V activity was measured by cleavage of the Z-LR-AMC fluorogenic peptide substrate (R&D Systems, catalog # ES008). Dilute the rhCathepsin V (R&D Systems, catalog # 1080-CY-010) to 1 µg/ml with assay buffer (25 mM Sodium Acetate, 0.1 M NaCl, 5 mM DTT, pH 5.5). 50 µL was loaded into a black well plate and treated with 10 µL rCST6 protein at various concentration. After incubating for 30 min at 37 °C, 50 µl substrate solution (final concentration to 40 µM) was added into each well. The fluorescence was monitored at 380 nm excitation/460 nm emission in kinetic mode for 30 min with the Biotek Synergy Plate Reader (BioTec).

Preparation of osteoclasts and osteoclast resorption assays

Human osteoclast precursor cells (Lonza, catalog # 2T-110) were re-suspended to a final concentration of 50,000 cells/mL, and 100 µL with 5,000 cells were plated per well in a 96 tissue culture plate and 96 well Corning® Osteo Assay Surface plate (Corning, catalog # 3988) in α -MEM medium include 10% FBS, 25 ng/ml M-CSF (Biolegend, catalog # 574804) and 50 ng/ml RANKL (R&D, catalog # 390-TN-010/CF) in the

absence or presence of CST6 for 7 days. Half-media changes were carried out every 3 days. The cells were then fixed in formalin and stained for TRAP using a TRAP staining kit. TRAP⁺ cells containing 3 or more nuclei were counted as osteoclasts. To analyze the surface for pit formation, the media was aspirated from the wells on day 7, and 100 μ L of 10% bleach solution was added. Cells were incubated with the bleach solution for 5 min at room temperature. The wells were washed twice with distilled water and allowed to dry at room temperature for 3 to 5 h. Resorption pits were photographed and analyzed by image J software (National Institutes of Health). For patient BM serum effects on osteoclast differentiation, the serum CST6 concentration in P4-P6 was normalized to 2000 ng/ml, then 10 μ l serum was added to the 100 μ l culture media (final concentration 200 ng/ml). For the healthy donor and MM patients P1-P3, 10 μ l serum from each sample was added to the 100 μ l culture media, and the final concentration was 0.75, 22, 29.6, and 8.4 ng/ml, respectively.

For mouse cell studies, primary mouse BM cells were collected from 6-8 week C57BL/6 mice, 4×10^4 cells were seeded into 96-well plates with α -MEM containing 10% FBS and 10 ng/ml M-CSF (PeproTech, catalog # 315-02) for 3 days to recruit macrophage and then induce osteoclast differentiation plus 10 ng/ml RANKL (R&D, catalog # 462-TEC-010/CF) with or without CST6 for 3-5 days. Half-media changes were carried out every 2 days. The cells were then evaluated for TRAP staining and pit resorptions as described above.

Preparation of osteoclasts from MM patients bone marrow cells

MM patients BM mononuclear cells (BMMCs) were positively selected using anti-human CD14 Microbeads (Miltenyi Biotec, catalog # 130-050-201). 4×10^4 cell were seeded into 96-well plates in α -MEM medium including 10% FBS, 25 ng/ml M-CSF (Biolegend, catalog # 574804) and 50 ng/ml RANKL (R&D, catalog # 390-TN-010/CF) for 14 days. Half-media changes were carried out every 2-3 days. The cells were then evaluated for TRAP staining and pit resorptions as described above.

Resorption pit assay

Primary mouse BM cells were collected from 6-8-week C57BL/6 mice, 4×10^4 cells were seeded into 96-well plates with α -MEM containing 10% FBS and 10 ng/ml M-CSF (PeproTech, catalog # 315-02) for 3 days

to recruit macrophage and then induce osteoclast differentiation plus 10 ng/ml RANKL (R&D, catalog # 462-TEC-010/CF) for 3-5 days. Mature osteoclasts were lifted by trypsin and 4×10^4 cells were seeded on the bone slices (Immunodiagnostic systems, catalog # DT-1BON1000-96) with or without CST6 treatment for 3 days. Then, TRAP staining was performed, and the TRAP⁺ multinucleated cells (nuclei ≥ 3) were quantified. After TRAP⁺ OCL counts were determined, bone slices were incubated in ddH₂O with 1% bleach and sonicated until cells were removed from the bone surface. The eroded area on the bone slices was visualized by scanning electron microscopy (JCM-6000; JEOL, Tokyo, Japan). Resorption pits were photographed and analyzed by image J software (National Institutes of Health).

Osteogenic differentiation assay

Osteoblast precursors MC3T3-E1 were seeded at 15,000 cells/cm² in 12-well or 24-well plates. At 80% confluence, the media were changed to osteogenic induction medium (α -MEM without ascorbic acid, supplemented with 10% FBS, 1% penicillin-streptomycin, 50 μ g/ml L-Ascorbic Acid (Sigma-Aldrich, catalog # A5960) and 5 mM β -Glycerophosphate (Sigma-Aldrich, catalog # 9422). The media were changed every 2–3 days during the culture period. On day 14, the activity of alkaline phosphatase (ALP) was evaluated. Cells were washed with PBS and fixed with 4% paraformaldehyde for 20 min at room temperature, and then stained with 1-step NBT-BCIP substrate solution (Thermo Scientific, catalog # 34042) for 20 minutes. On day 21, cells were fixed and stained with 2% Alizarin Red S (Sigma-Aldrich, catalog # A5533) at pH 4.2 to evaluate cell matrix mineralization.

Ex vivo organ culture assay

Calvariae from 10-day old neonatal C57BL/6 mice were dissected as described (7, 8). Half calvarial pieces were co-cultured with 2×10^5 MM cells in α -MEM/RPMI1640 (Invitrogen) 50/50 medium supplemented with 1% Penicillin/Streptomycin (Invitrogen) for 10 days in six-well plates, the upper well was loaded with a calvaria and the lower well was seeded with myeloma cells. The media were changed every 3 days. At the end of the experiment, half of the calvariae were fixed in 10% formalin for 24 h, decalcified for 48 h in 10% EDTA pH7.2, embedded in paraffin, sectioned and stained with H&E. The whole length of the slides was captured using the Olympus BX-61 microscope. The quantitative representation of the ex vivo organ culture

assay (EVOCA) was calculated bone lesion numbers and normalized with the whole bone length. Other half of the calvariae were fixed in 10% formalin overnight and counter stained with 2% silver nitrate (Sigma-Aldrich, catalog # S8157) for 1 h. The mineral loss and bone resorption areas were clearly apparent under the microscope where resorption regions were transparent to light. The transparent areas were quantified and calculated under 10x magnification.

CST6 expression and purification

Human and mouse CST6 cDNAs cloned into pcDNA3.1(+)-C-6His were purchased from GenScript (Piscataway, NJ). The constructs were transfected into HEK293T cells via Lipofectamine2000 (ThermoFisher, catalog # 11668500). Conditioned media was collected at 48 h and 72 h after transfection. The pH of the medium was adjusted to pH 7.5-8.0 with 0.05 M NaOH, then loaded into the HisTrap HP column (Cytiva, catalog # 17524801) using a peristaltic pump at 4 °C. The His tag proteins were washed with 50 ml of 50 mM Na-Phosphate, 300 mM NaCl, 10% glycerol, 5 mM Imidazole pH 7.5, and eluted with 50 mL 0-100% to 50 mM Na-Phosphate, 300 mM NaCl, 10% glycerol, 300 mM Imidazole pH 7.5 using the NGC column Chromatography System (Bio-Rad, Hercules, CA). After concentration by ultrafiltration, 5 ml samples were loaded onto a Superdex 75 100/300 GL column (Cytiva, catalog # 29148721) pre-equilibrated with 50 mM Na-Phosphate pH 7.5, 150 mM NaCl, at a flowrate of 0.75 ml/min. The protein purity was determined by silver stain according to the Pierce Silver Stain Kit protocol (ThermoFisher, catalog # 24612). The concentration of the purified protein was determined at 280 nm by nanodrop 2000 (Thermo Scientific). The purified protein was tested for functionality prior to use in *in-vivo* tests.

The CST6 mutants N64A and W135A were constructed with the QuickChange site-directed mutagenesis kit (ThermoFisher, catalog # F541) as previously described (9). The protein purification of CST6 mutants is the same as described above. The protein activity was tested and confirmed functionally prior to use.

In vitro cleavage reactions

100 ng recombinant human p100 protein (OriGene, catalog # TP313313) was incubated with vehicle or 20 ng recombinant human Cathepsin A, B, C, D, H, K, L, S, V and LGMN (R&D Systems) at 35°C for 30 min

in a buffer containing 20 mM Tris-HCl, pH 7.2, 100 mM NaCl, 3 mM MgCl₂, 0.1% Triton X-100, 5% Glycerol, 1 mM DTT. 100 ng recombinant human TRAF3 protein (OriGene, catalog # TP318682) was incubated with vehicle or 20 ng recombinant human Cathepsin A, B, C, D, H, K, L, S, V and LGMN (R&D Systems) at 35°C for 30 min in a buffer containing 20 mM Tris-HCl, pH 5.0, 100 mM NaCl, 3 mM MgCl₂, 0.1% Triton X-100, 5% Glycerol, 1 mM DTT. The reaction was stopped by immediately adding the SDS loading buffer and boiling. The cleavage of p100 and TRAF3 was then monitored by Western Blotting.

Cytosol protein isolation

20 x 10⁶ RAW264.7 cells were harvested and washed with ice-cold PBS. Washed pellets were homogenized with a dounce homogenizer (30-50 strokes) in 2 ml detergent -free isotonic homogenize buffer (20 mM Hepes-KOH pH 7.5, 1 mM EDTA, 0.25 M sucrose, 1 mM DTT) with Protease inhibitor (ThermoFisher, catalog # 32965), and checked for achieving 90% cell breakage under the phase contrast microscope. The cell debris was spin down at 15,000 g for 15 min, and the supernatant was used as cytosol fraction. The pellets (including nuclei, membrane, mitochondria and lysosome) were lysed on ice for 30 min in a lysis buffer containing 150 mM NaCl, 10 mM EDTA, 10 mM Tris pH 7.4, and 1% Triton X-100 supplemented with Protease inhibitor, followed by centrifugation at 13,500 rpm for 10 min at 4°C.

Cytosol cathepsin L activity assay

20 x 10⁶ RAW264.7 cells were harvested and washed with ice-cold PBS. Washed pellets were homogenized with Dounce homogenizer (30-50 strokes) in 2 ml detergent -free isotonic homogenize buffer (20 mM Hepes-KOH pH 7.5, 1 mM EDTA, 0.25 M sucrose, 1 mM DTT) and checked for achieving 90% cell breakage under the phase contrast microscope. The cell debris was spin down at 15,000g for 15 min, and the supernatant was used as cytosol fraction. The protein concentration was quantified by BCA Protein Assay Kit (ThermoFisher). Cathepsin L activity was measured by cleavage of the Z-LR-AMC fluorogenic peptide substrate (R&D Systems). 10 µl Cell lysate (20 µg) was added to black 96-well microplates (ThermoFisher). After the addition of 40 µl buffer (100 mM Sodium Citrate, 1 mM EDTA, 0.1% CHAPS, pH 5.8) and 50 µl substrate solution (final concentration to 40 µM). The fluorescence was monitored at 380 nm excitation/460nm emission in kinetic mode for 20min with Biotek Synergy Plate Reader (BioTec).

Western blot

Cells were treated with CST6 protein at indicated concentration and durations. Cells were lysed in 150 mM NaCl, 10 mM EDTA, 10 mM Tris pH 7.4, and 1% Triton X-100 supplemented with Protease inhibitor (ThermoFisher). Protein lysates were incubated on ice for 30 min and centrifuged at 13,500 rpm for 4°C for 10 min. Proteins were separated with NuPAGE 4% to 12% Bis-Tris Gel (Invitrogen) at 200 V, then transferred to a nitrocellulose membrane for 1 h at 400 mA at 4°C. The membrane was blocked for 60 min with 5% milk at room temperature. Primary antibodies IKB α (Cell Signaling Technology, catalog # 9242S,1:1000), p65 (Cell Signaling Technology, catalog # 8242S,1:1000), p-p65-Ser536 (Cell Signaling Technology, catalog # 3033S,1:1000), ERK-1/2 (Cell Signaling Technology, catalog # 4695S,1:1000), p-ERK1/2- Thr202/Tyr204 (Cell Signaling Technology, catalog # 4370S,1:1000), p38 (Cell Signaling Technology, catalog # 9212S,1:1000), p-p38-Thr180/Tyr182 (Cell Signaling Technology, catalog # 9211S,1:1000), p100/52 (Cell Signaling Technology, catalog # 4882S,1:1000), AKT (Cell Signaling Technology, catalog # 9272S,1:1000), p-AKT-T450 (Cell Signaling Technology, catalog # 9267S,1:1000), c-Fos (Cell Signaling Technology, catalog # 2250S,1:1000), NFATc-1 (Sant Cruz Biotechnology, catalog # sc7294,1:500), CathepsinK (Sant Cruz Biotechnology, catalog # sc48353,1:500), CathepsinL (Sant Cruz Biotechnology, catalog # sc390367,1:500), Lamp2 (Sant Cruz Biotechnology, catalog # sc20004,1:500), TRAF3 (Sant Cruz Biotechnology, catalog # sc6933,1:200), GAPDH(Sant Cruz Biotechnology, catalog # sc365062,1:1000), were incubated overnight. Secondary antibodies were incubated for 1 h at a concentration of 1: 10,000. For exposure, ECL Prime Western Blotting Detection Reagent (Cytiva, catalog # RPN2236) was used. Imaging was done with a Bio-Rad ChemiDoc XRS+ with Image Lab Software.

LysoTracker staining

5000 mouse primary macrophages coated on the cover slip were incubated with Alexa Fluor-488 conjugated mouse CST6 protein for 8 h. The macrophages were co-stained with LysoTracker (Abcam, catalog # ab112137) for 30 min at 37°C. The fluorescent signal was then visualized using a Zeiss LSM 880 confocal microscope.

Immunofluorescence staining

5000 primary mouse macrophages coated on the cover slip were incubated with Alexa Fluor-488 conjugated mouse CST6 protein (Alexa Fluor 488 Conjugation Kit, catalog # ab236553) for 8 h. The macrophages were fixed in 4% paraformaldehyde and permeabilized with 0.25% Triton X-100 in 1 x PBS. After blocking with 1% BSA in 0.25% PBST, the cells were stained with antibody against CTSL (R&D, catalog # AF1515-SP) at 4°C overnight. Alexa 594-labeled conjugated anti-goat secondary antibody (Abcam, catalog # ab150132) was used for detection. The fluorescent signal was then visualized using a Zeiss LSM 880 confocal microscope.

References:

1. Shaughnessy JD, Jr, Qu P, Usmani S, Heuck CJ, Zhang Q, Zhou Y, Tian E, Hanamura I, van Rhee F, Anaissie E, et al. Pharmacogenomics of bortezomib test-dosing identifies hyperexpression of proteasome genes, especially PSMD4, as novel high-risk feature in myeloma treated with Total Therapy 3. *Blood*. 2011;118(13):3512-24.
2. Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, Hao Y, Stoeckius M, Smibert P, and Satija R. Comprehensive Integration of Single-Cell Data. *Cell*. 2019;177(7):1888-902.e21.
3. Blondel VD, Guillaume J-L, Lambiotte R, and Lefebvre E. Fast unfolding of communities in large networks. *Journal of Statistical Mechanics: Theory and Experiment*. 2008;2008(10):P10008.
4. Finak G, McDavid A, Yajima M, Deng J, Gersuk V, Shalek AK, Slichter CK, Miller HW, McElrath MJ, Prlic M, et al. MAST: a flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. *Genome Biology*. 2015;16(1):278.
5. Alquicira-Hernandez J, and Powell JE. Nebulosa recovers single-cell gene expression signals by kernel density estimation. *Bioinformatics*. 2021;37(16):2485-7.
6. Våremo L, Nielsen J, and Nookaew I. Enriching the gene set analysis of genome-wide data by incorporating directionality of gene expression and combining statistical hypotheses and methods. *Nucleic Acids Res*. 2013;41(8):4378-91.

7. Mohammad KS, Chirgwin JM, and Guise TA. Assessing new bone formation in neonatal calvarial organ cultures. *Methods Mol Biol.* 2008;455(37-50).
8. Xu L, Mohammad KS, Wu H, Crean C, Poteat B, Cheng Y, Cardoso AA, Machal C, Hanenberg H, Abonour R, et al. Cell Adhesion Molecule CD166 Drives Malignant Progression and Osteolytic Disease in Multiple Myeloma. *Cancer Research.* 2016;76(23):6901-10.
9. Cheng T, Hitomi K, van Vlijmen-Willems IM, de Jongh GJ, Yamamoto K, Nishi K, Watts C, Reinheckel T, Schalkwijk J, and Zeeuwen PL. Cystatin M/E is a high affinity inhibitor of cathepsin V and cathepsin L by a reactive site that is distinct from the legumain-binding site. A novel clue for the role of cystatin M/E in epidermal cornification. *The Journal of biological chemistry.* 2006;281(23):15893-9.

Figure S1

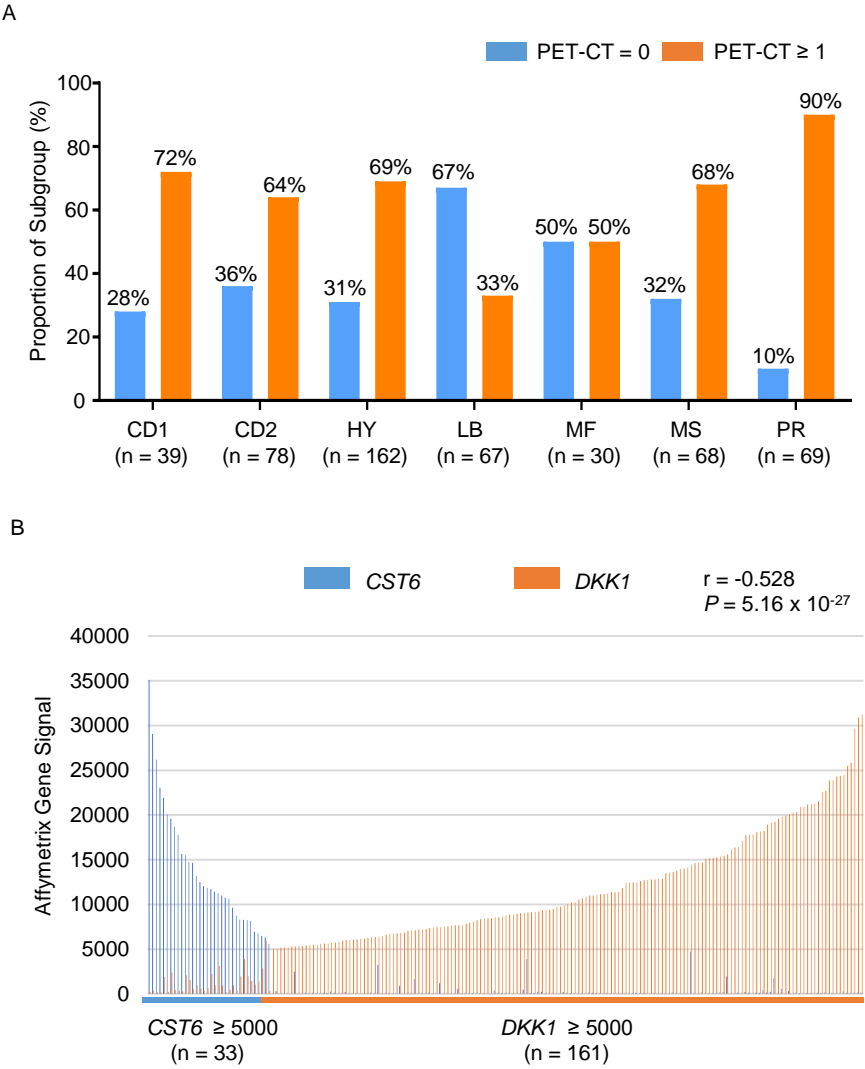

Figure S1. The expression correlation of *DKK1* and *CST6* in primary human MM samples. Related to Figure 1. (A) A bar-view presents the proportion of patients with no PET-CT lesions or with 1 or more PET-CT lesions for each MM subtype. (B) A bar-view shows *DKK1* and *CST6* expression. The expression of *CST6* and *DKK1* in each sample is indicated by the height of the bar. A negative correlation was showed between *CST6* and *DKK1* signal with a threshold at 5000. *P* value was obtained by Pearson's correlation and linear regression analysis.

Figure S2

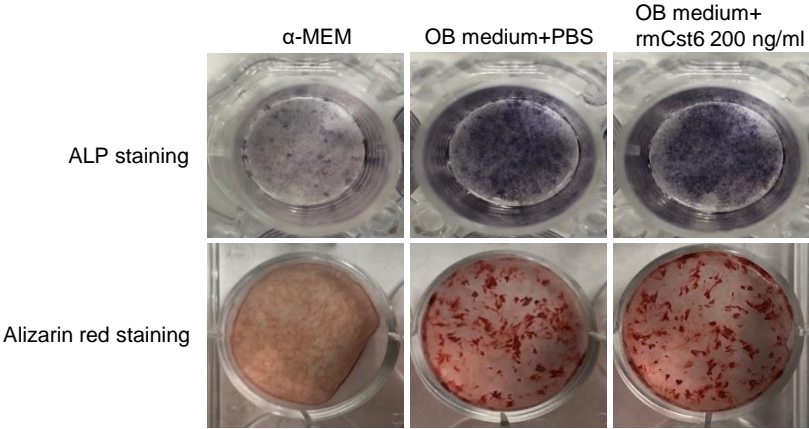

Figure S2. CST6 does not influence osteoblast differentiation of MC3T3-E1 cells. Related to Figure 2. Alkaline phosphatase staining and Alizarin red staining were performed on MC3T3-E1 cells treated with PBS or rmCst6 at the dose of 200 ng/ml for 14 days and 21 days (n = 3).

Figure S3

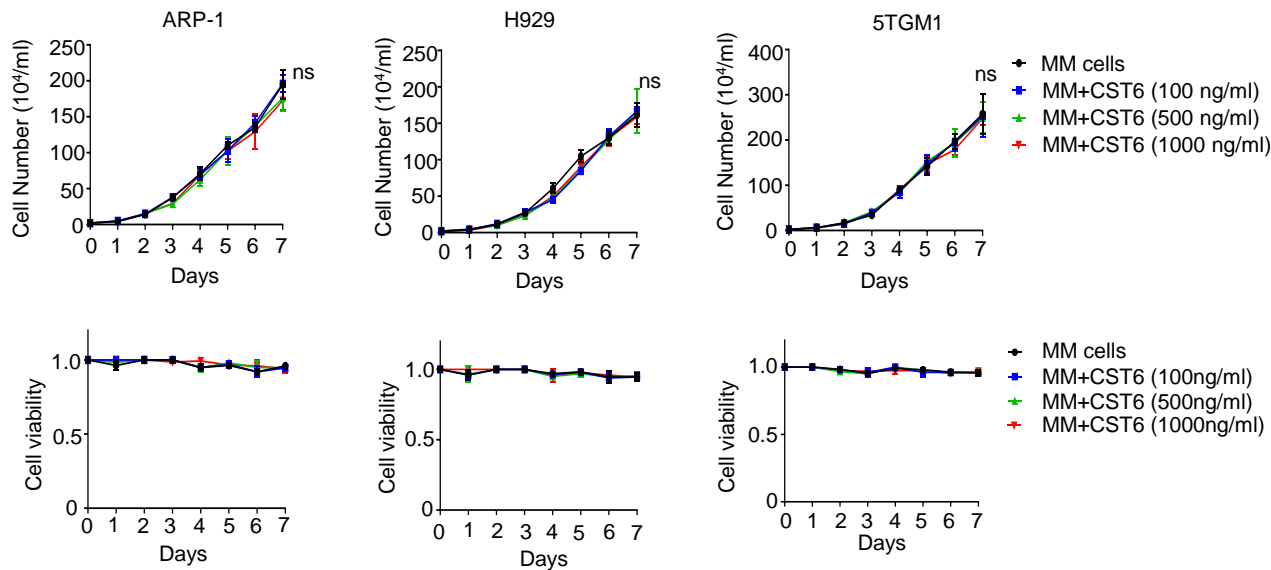

Figure S3. CST6 does not alter MM cell viability or proliferation. Related to Figure 2.

ARP-1, H929, and 5TGM1 MM cell lines were cultured with different doses of CST6 protein for 7 days, cell growth and viability were assessed by trypan blue ($n = 3$). Growth and survival curves show that recombinant CST6 doesn't influence the cell proliferation and viability. Results shown as mean $\pm$ SEM. Statistical analysis was performed using 2-way ANOVA, ns, not significant.

A

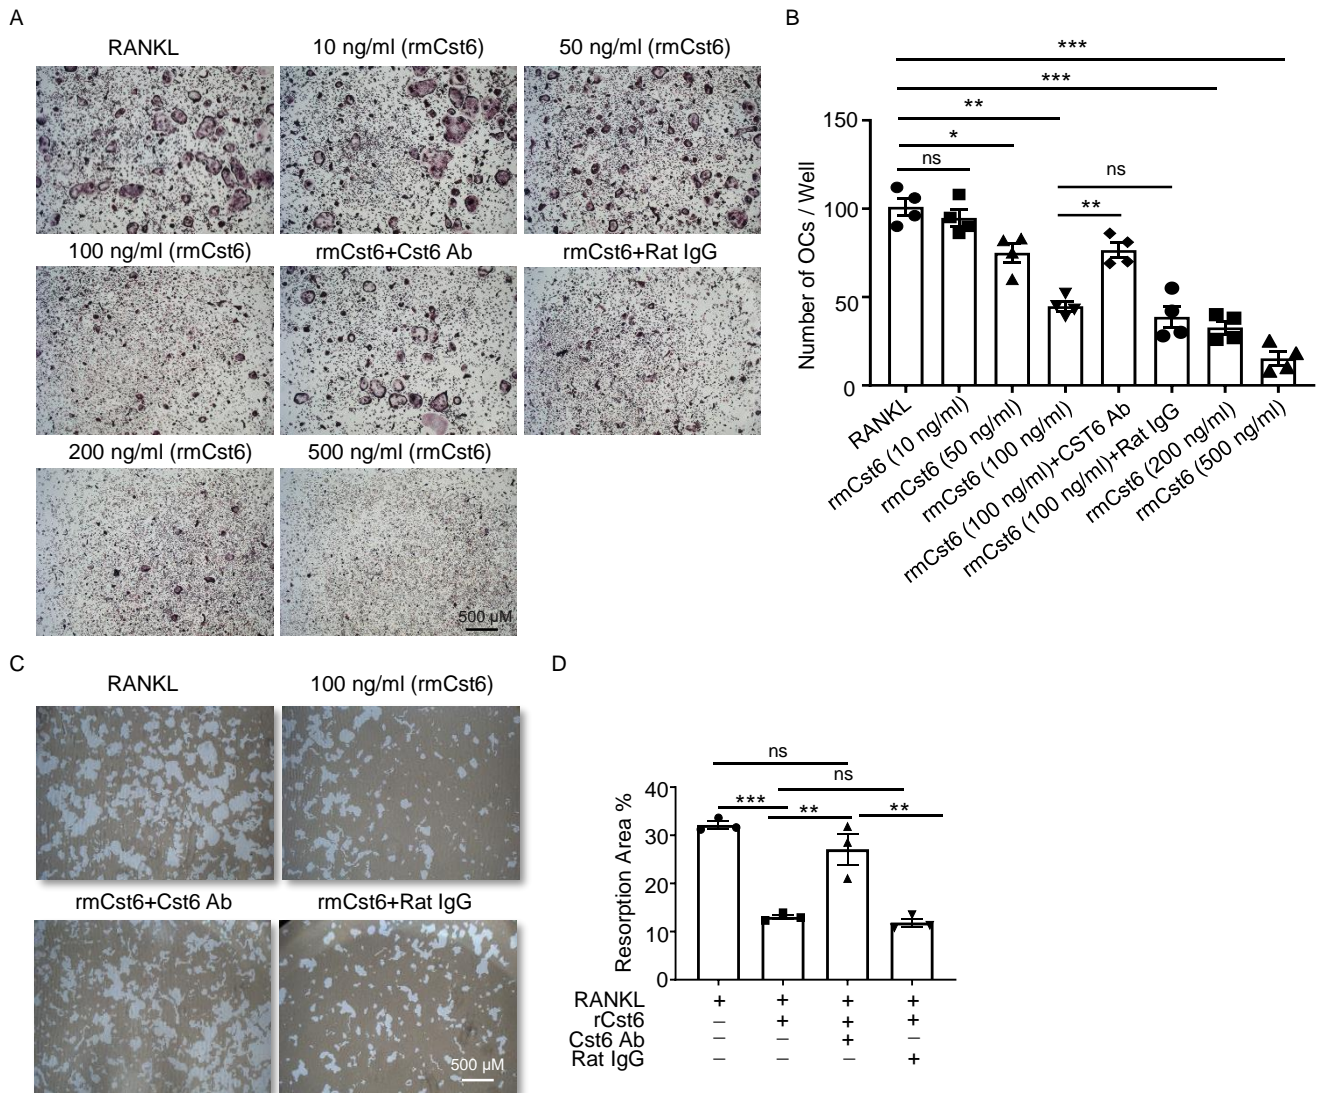

Figure S5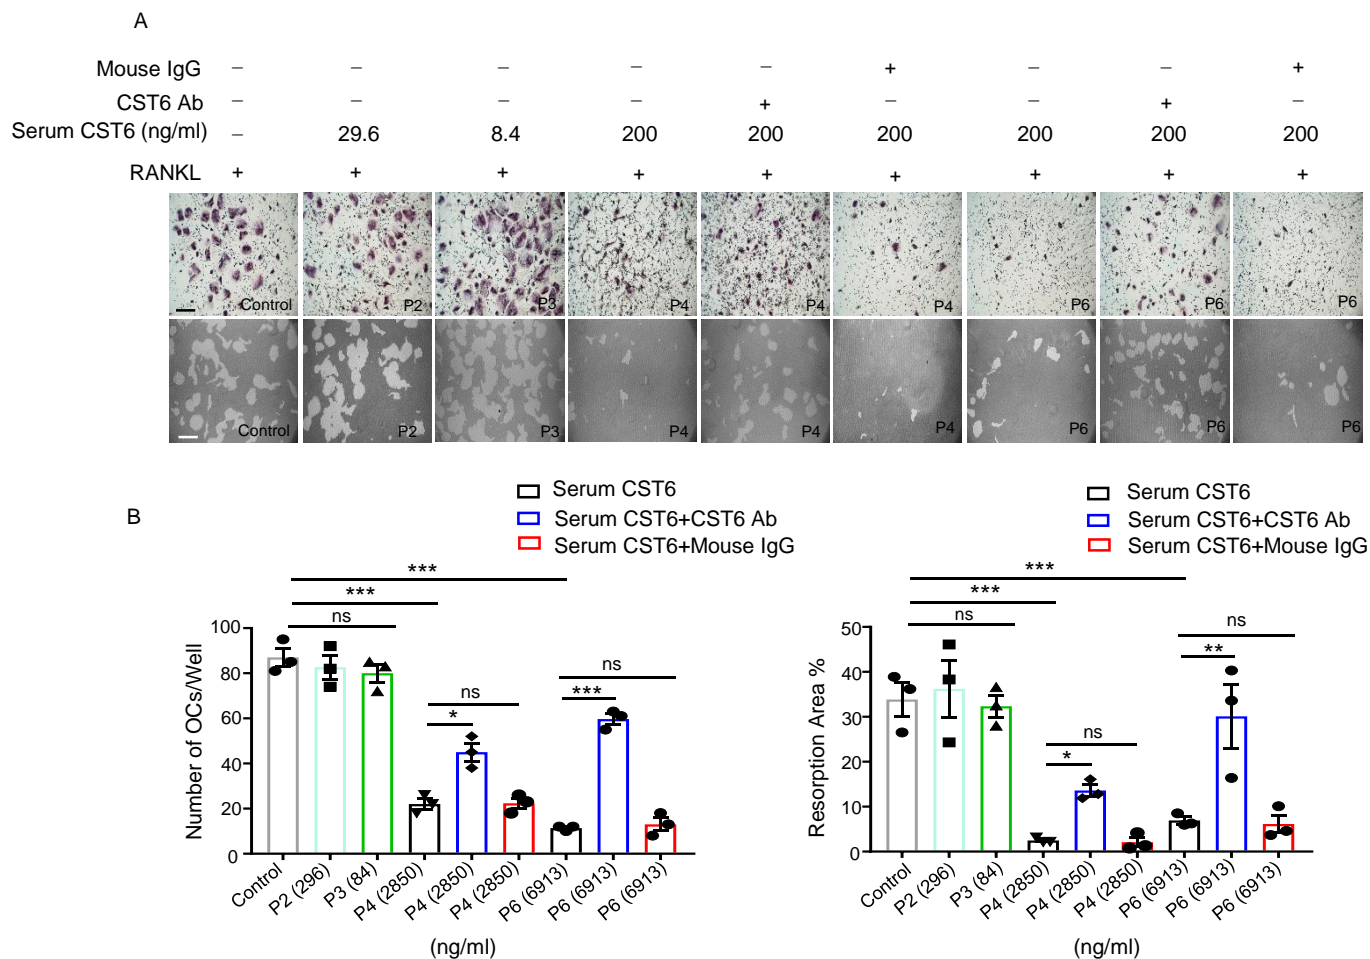**Figure S5. CST6 protein inhibits osteoclast differentiation and function. Related to Figure 3.**

(A) Human osteoclast precursors were differentiated into osteoclasts with M-CSF and RANKL. BM serum from MM patients were added into the culture media with indicated CST6 concentrations. Culture media containing high CST6 protein (final concentration 200 ng/ml) from Patient 4 (P4) and Patient 6 (P6) showed significantly inhibition of osteoclast differentiation and bone resorption, while culture media containing low CST6 protein from Patient 2 (P2) and Patient 3 (P3) with low levels of CST6 did not show this effect. 4 μ g/ml of anti-CST6 antibody or non-specific mouse IgG were also added to the culture media during human osteoclast differentiation. On day 7, half of the wells in each group were stained with TRAP solution and the remaining wells were quantified resorption areas. Scale Bar = 500 μ m. The CST6 level in each BM serum was determined by ELISA as described in Table S1. Control represented for RANKL only and shared the same control with Figure 3A. (B) Bar-plots presented the results of TRAP⁺ osteoclasts and the bone resorption area quantification (n = 3). Data were presented as mean $\pm$ SEM and analyzed by two-way ANOVA (B). The statistical analysis accounts for the total number of comparisons made in both Figure 3 and Figure S5A. *P < 0.05, **P < 0.01, ***P < 0.001; ns, not significant.

Figure S6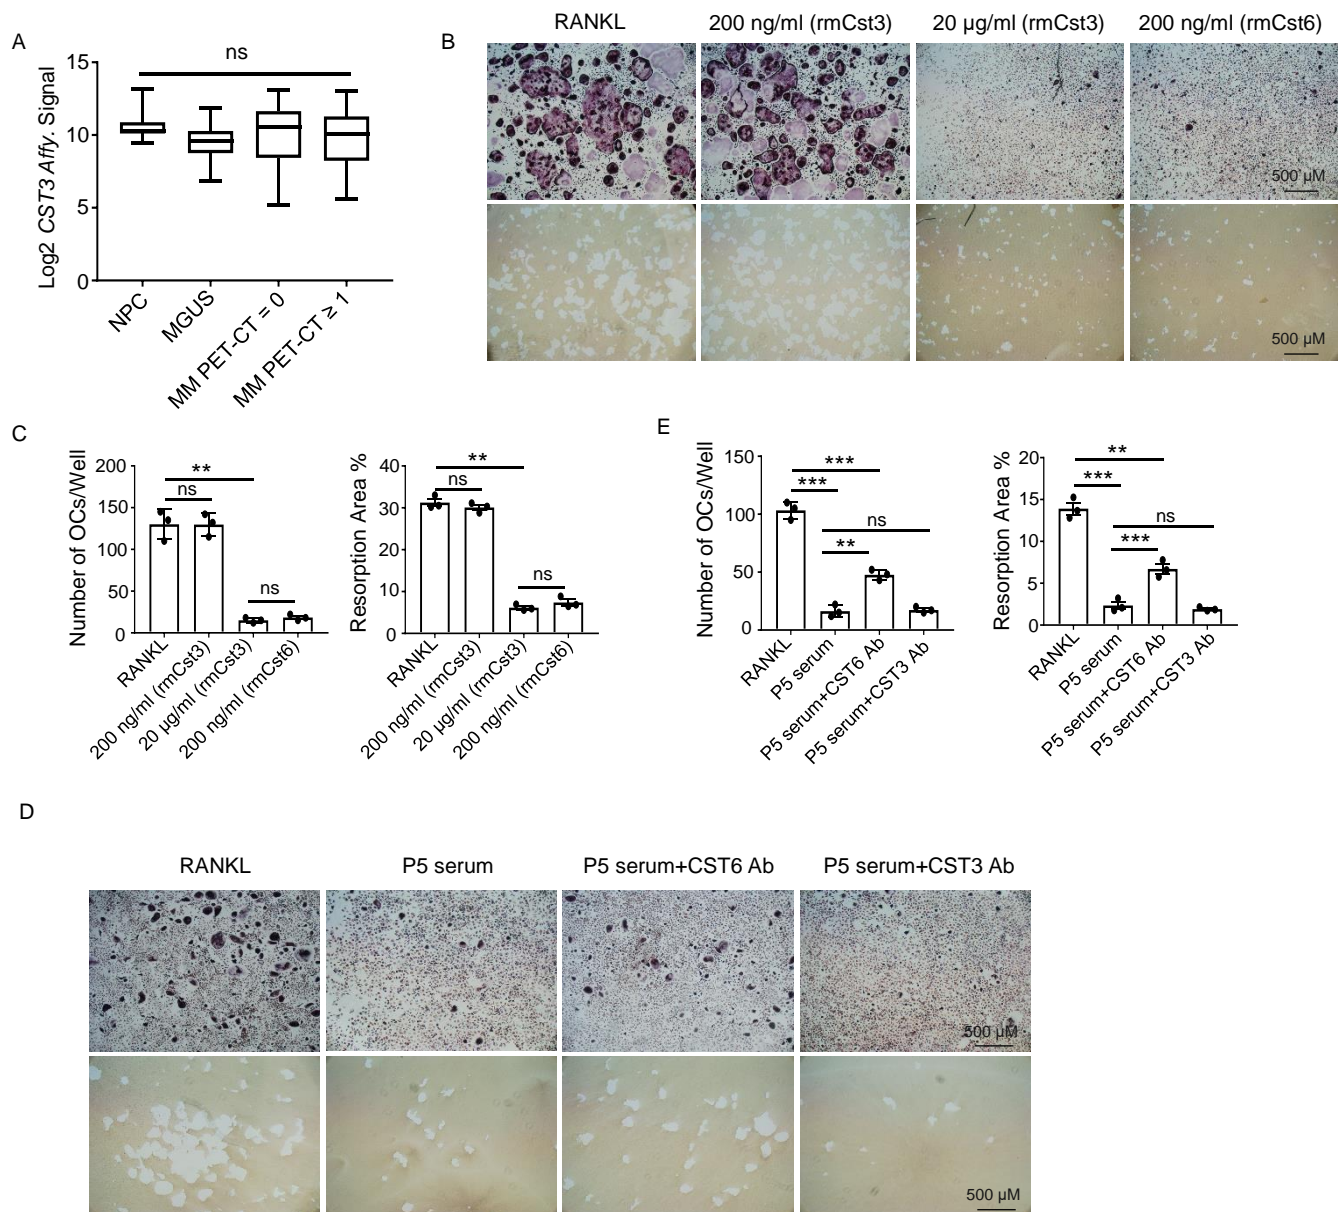**Figure S6. CST3 expression in PC and CST3 protein function in OC differentiation and function. Related to Figure 3.**

(A) A box plot shows the expression of *CST3* in NPC ($n = 22$), MGUS ($n = 44$) and MM patients with no PET-CT lesions ($n = 178$) or with 1 or more PET-CT lesions ($n = 334$). **(B)** Mouse BM monocytes (4×10^4 cells/well) were seeded into a 96-well plate and a Corning® Osteo Assay plate, TRAP staining and bone resorption assays were measured in mouse osteoclast precursors after culture in the presence of RANKL, +/-rmCst3 or rmCst6 for 4 days. **(C)** Bar-plots show the quantification of TRAP⁺ osteoclast and the bone resorption area ($n = 3$). Scale Bar = 500 µm. **(D)** Human BM CD14⁺ monocytes sorted from MM patient samples were differentiated into osteoclasts with M-CSF and RANKL. 10 µl BM serum from Patients 5 (P5) containing 200 ng/ml CST6 protein and 438 ng/ml CST3 protein was loaded into each well. 4 µg/ml of anti-CST6 antibody or 8 µg/ml of anti-CST3 antibody were also added to the culture media during human osteoclast differentiation. On day 14, half of the wells in each group were stained with TRAP solution and the remaining wells were quantified for resorption areas. The CST6 and CST3 level in each BM serum was determined by ELISA as described in Table S1. **(E)** Bar-plots show the quantification results of TRAP⁺ osteoclasts and the bone resorption area ($n = 3$). Scale Bar = 500 µm. Data were represented as mean $\pm$ SEM and analyzed by one-way ANOVA with Tukey's multiple-comparisons (**A**, **C** and **E**). ** $P < 0.01$, *** $P < 0.001$; ns, not significant.

Figure S7

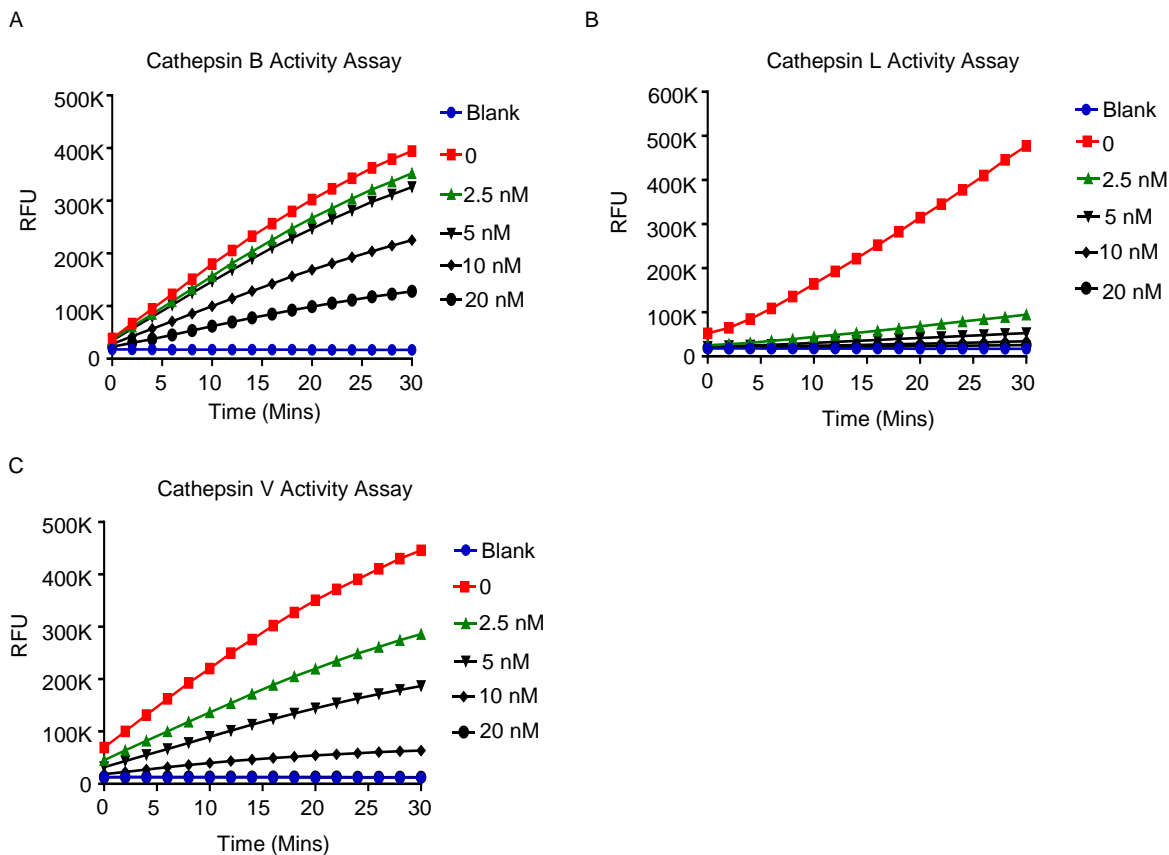

Figure S7. CST6 protein inhibits cathepsin B, L and V activity. Related to Figure 4.
(A-C) The cathepsin B, L, V activity were measured by the cathepsin B, L, V drug discovery kit (n = 3). The y axis represents the cathepsin B, L, V activity expressed as relative fluorescence units (RFU); the x axis is the time points treated by CST6 protein in multiple doses. Data are shown as mean $\pm$ SEM.

Figure S8

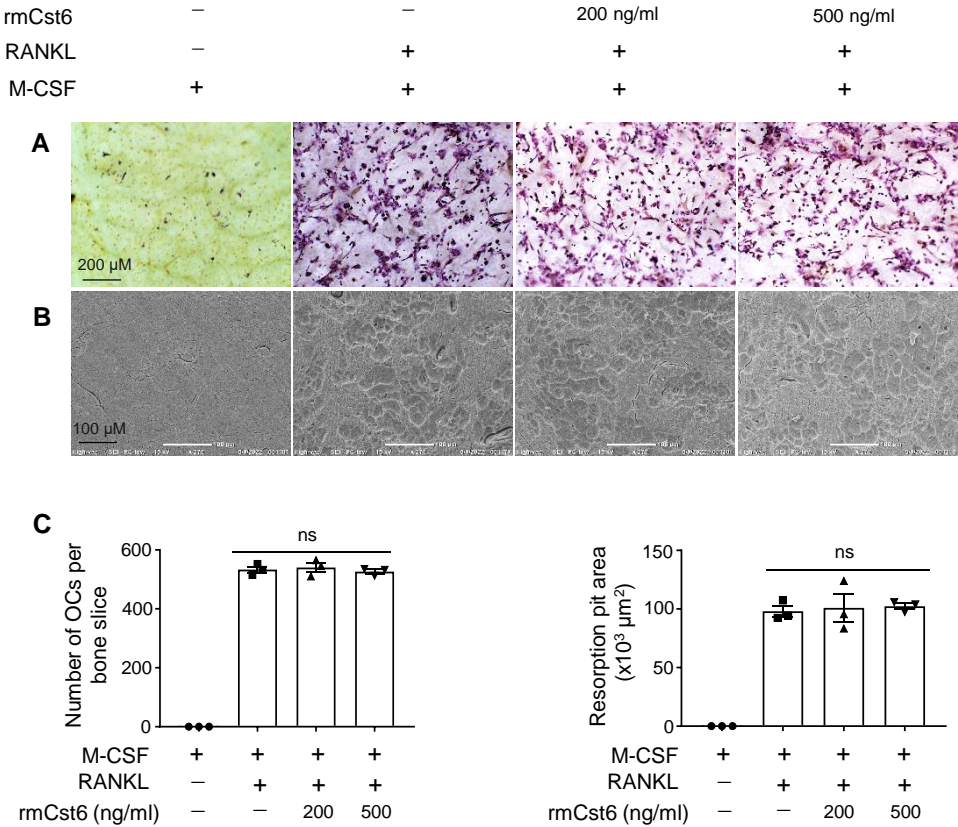

Figure S8. Low dose CST6 protein doesn't suppress the bone resorptive activity of mature osteoclasts. Related to Figure 5.
(A) TRAP staining showed the mature osteoclasts on the bone slices (n = 3). Scale bar = 200μm. (B) After a 3-day culture period, osteoclasts were removed from bone slices, resorption pits were visualized by SEM, and resorption pit area was quantified (n = 3). Scale bar = 100μm. (C) Bar-plots show the quantification of TRAP⁺ osteoclasts and the bone resorption area. Data represented as mean ± SEM. ns, not significant. Statistical analysis was performed using one-way ANOVA with Tukey's multiple-comparisons (C).

Figure S9

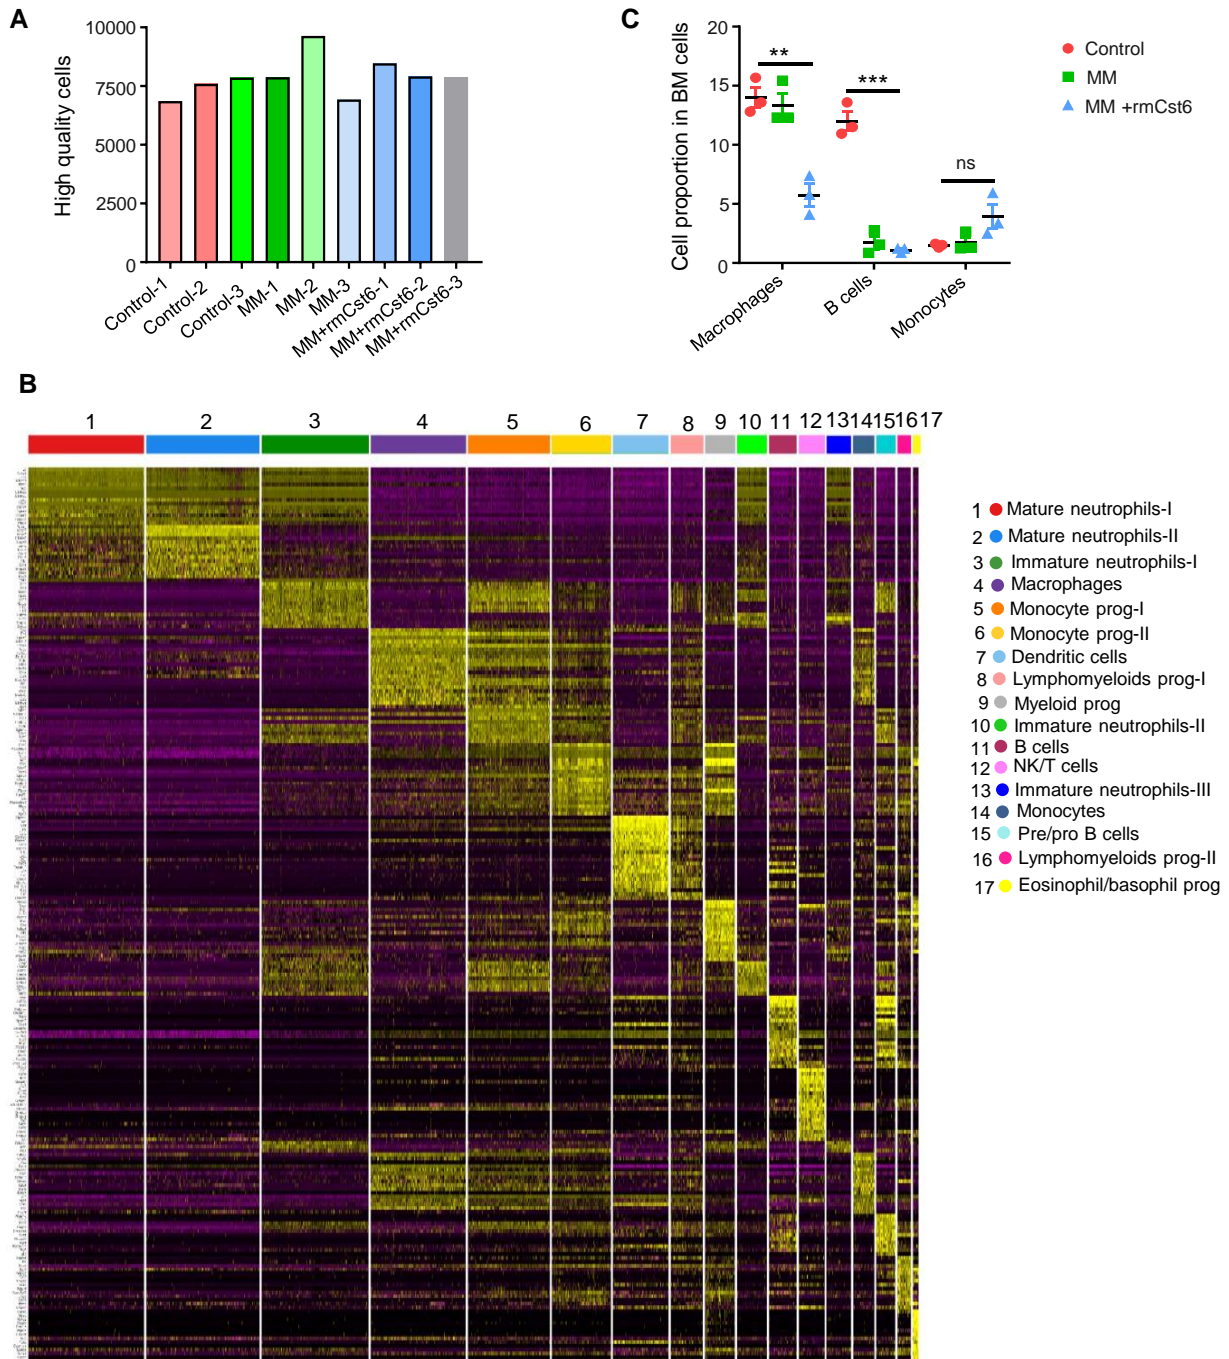

Figure S9. scRNA-seq identifies BM macrophage changes after treatment with CST6. Related to Figure 6.

(A) A bar-view shows the total cells sequenced in each group. (B) A heatmap showing the relative expression (log2 transformed) of marker genes across different immune cell types in mouse BM. (C) A bar-view shows subpopulation of macrophage, B cells and monocytes in each group. Data are represented as mean $\pm$ SEM. ** $P < 0.01$, *** $P < 0.001$. ns, not significant. Statistical analysis were performed using one-way ANOVA with Tukey's multiple-comparisons (C).

Figure S10

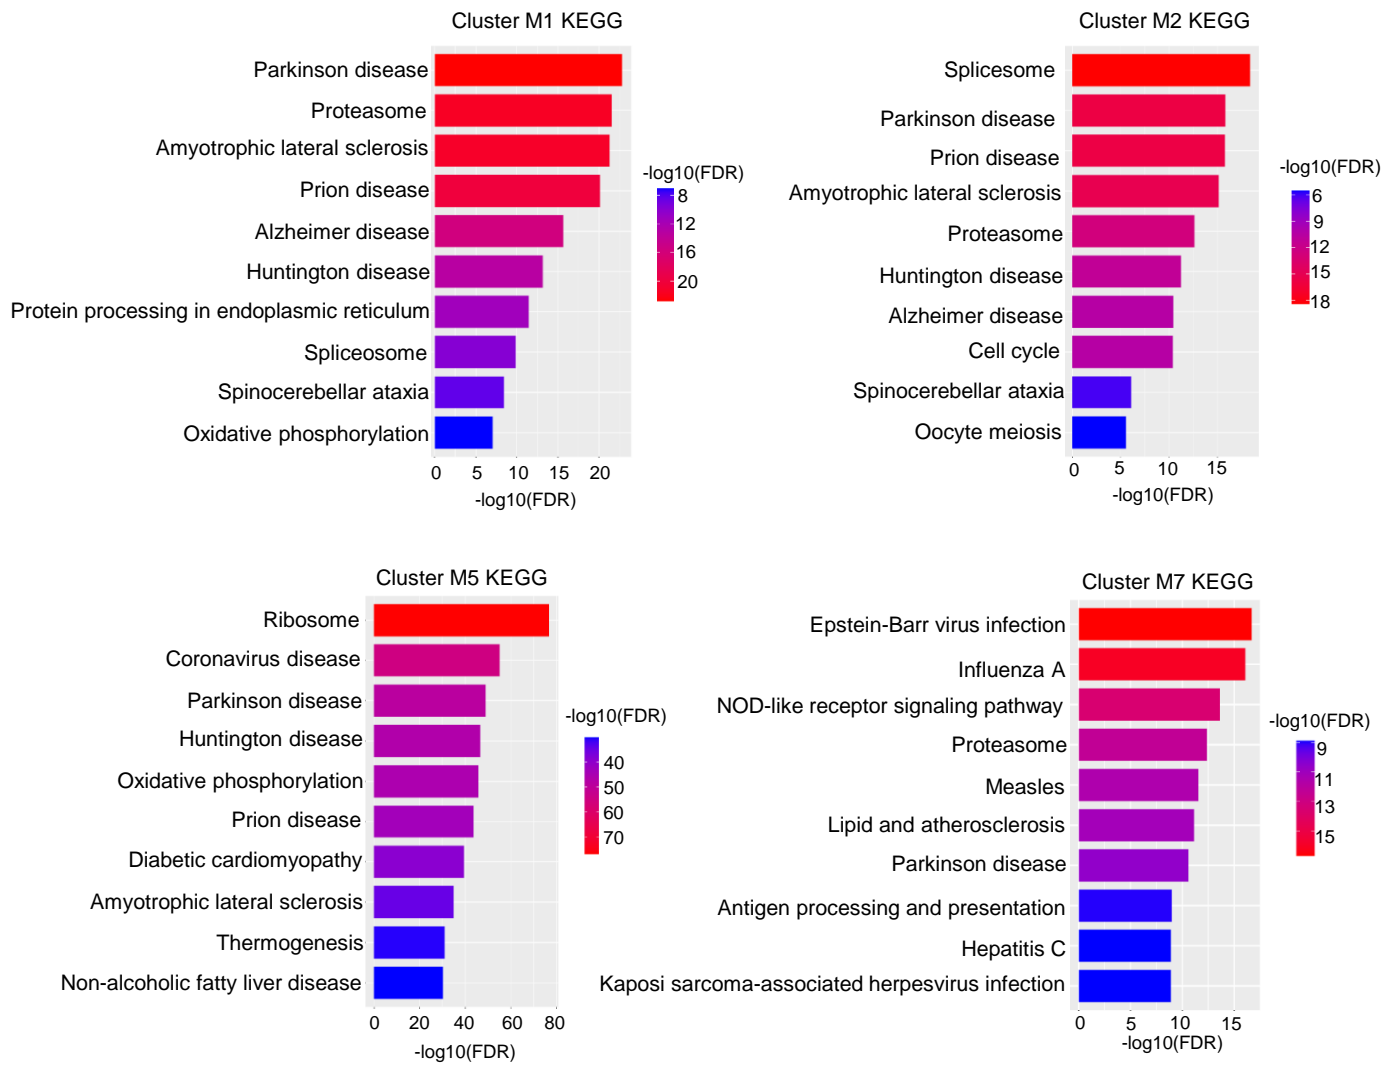

Figure S10. KEGG pathway analyses of genes upregulated in each cluster. Related to Figure 6. Bar-views showed the KEGG pathway analysis of upregulated genes in each cluster (M1, M2, M5 and M7).

Figure S11

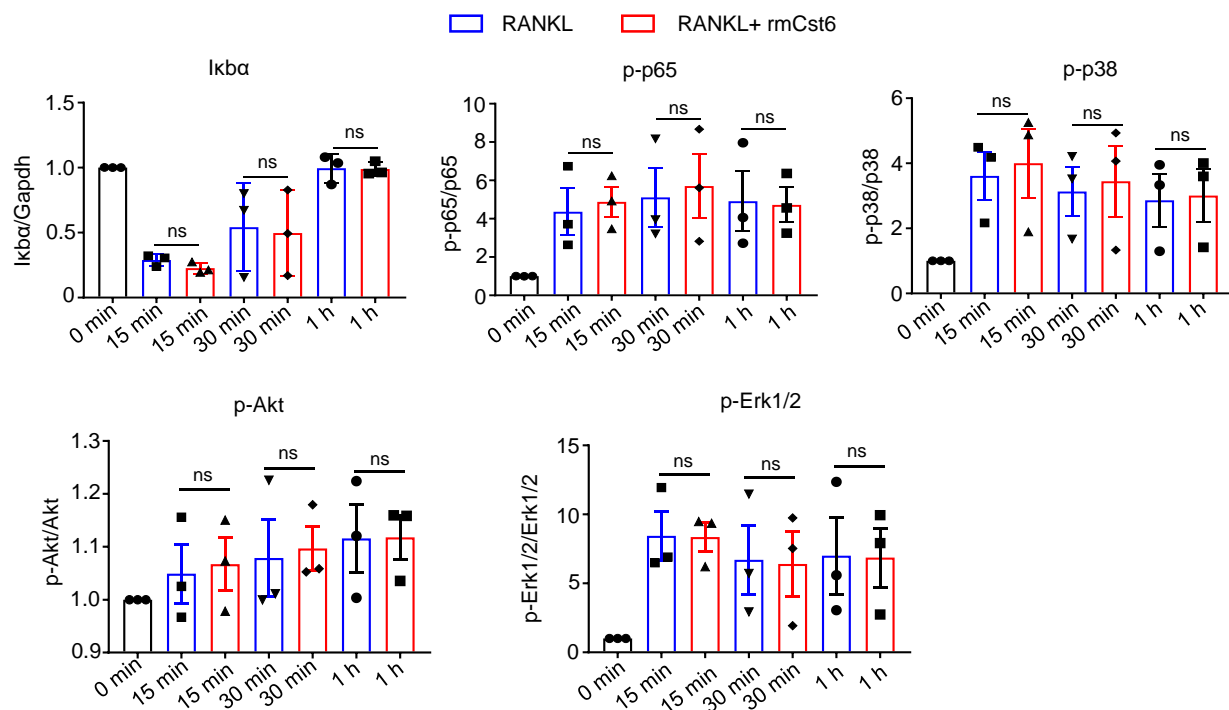

Figure S11. CST6 protein selectively inhibits the non-canonical NF- κ B signaling pathway induced by RANKL. Related to Figure 7. Bar-plots showed the quantification of the ratios of band intensity relative to Ikba, p-p65, p-p38, p-Akt and p-Erk1/2 (n = 3). Data are represented as mean $\pm$ SEM. ns, not significant. Statistical analysis was performed using unpaired, 2-sided, independent Student's t test.

Figure S12

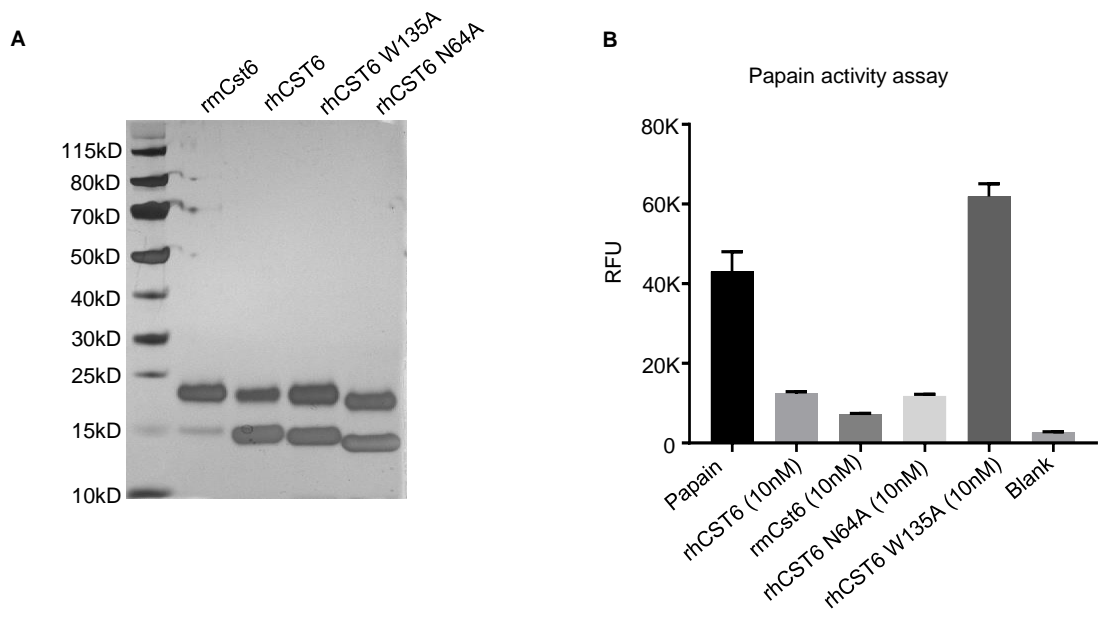

Figure S12. Purification of WT and mutant CST6 proteins and enzymatic activity assay. Related to Figure 8.

(A) Silver staining of WT and mutant CST6 proteins after over-expression and purification (n = 3). (B) A bar-view showed that the Papain activity was suppressed by WT and N64A CST6 proteins but not by W135A CST6 protein (n = 3).

Table S11. Oligonucleotides used in the study.	
For mutagenesis	
CST6 W135A variant F	5'-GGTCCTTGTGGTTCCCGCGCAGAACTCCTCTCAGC-3'
CST6 W135A variant R	5'-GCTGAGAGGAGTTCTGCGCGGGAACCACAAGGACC-3'
CST6 N64A variant F	5'-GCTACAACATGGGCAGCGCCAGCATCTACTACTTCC-3'
CST6 N64A variant R	5'-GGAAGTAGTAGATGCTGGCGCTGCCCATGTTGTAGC-3'

Figure 7A

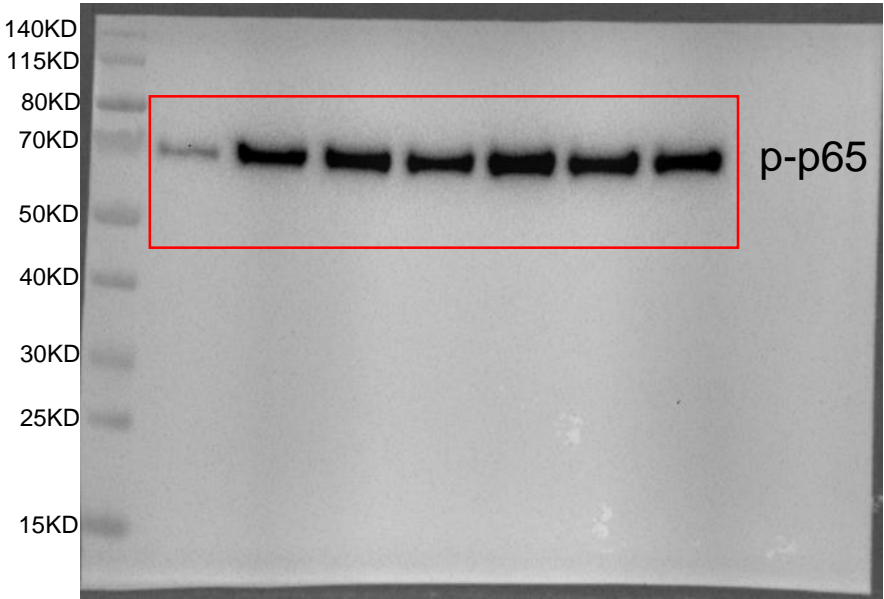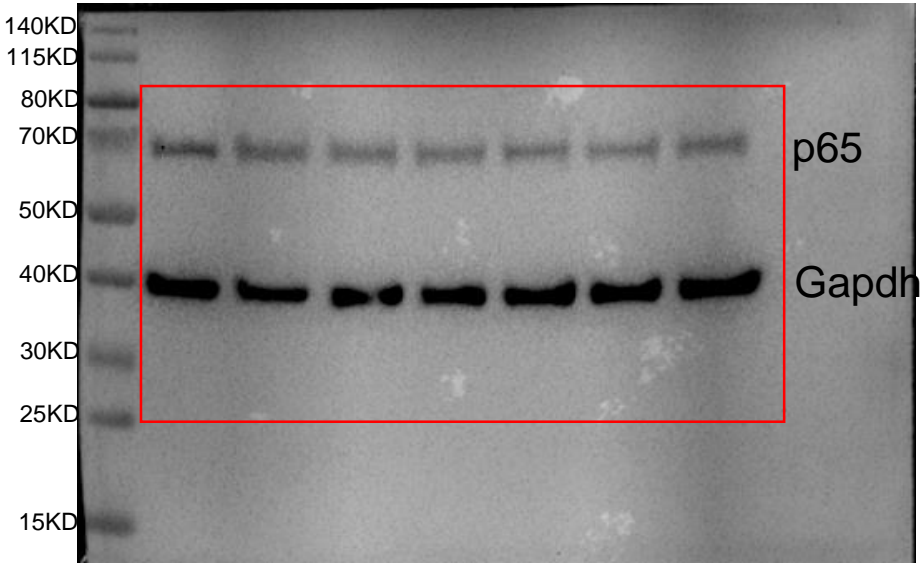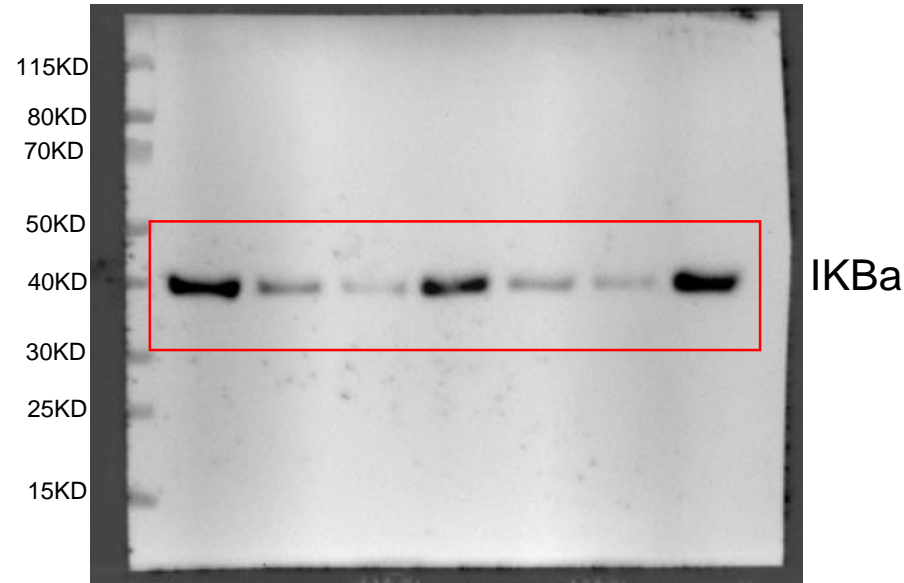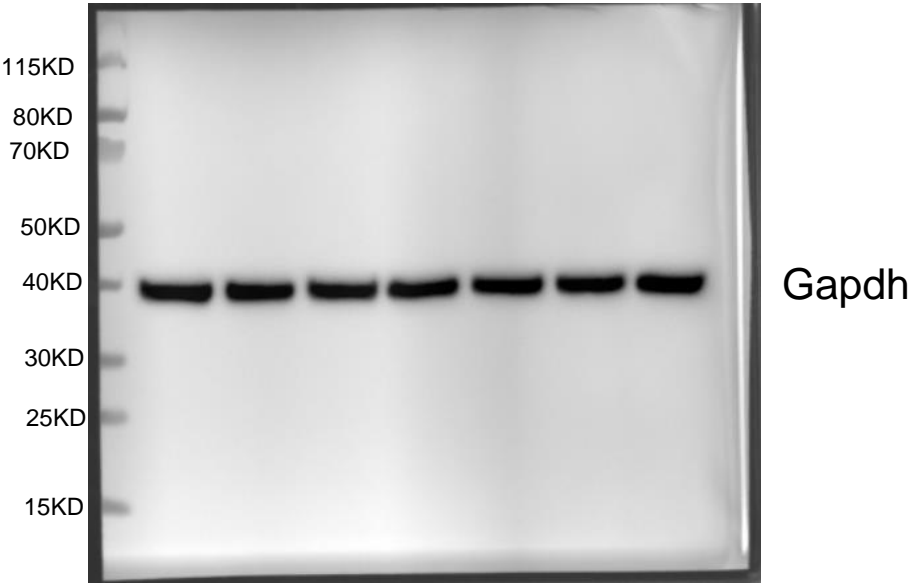

Figure 7A

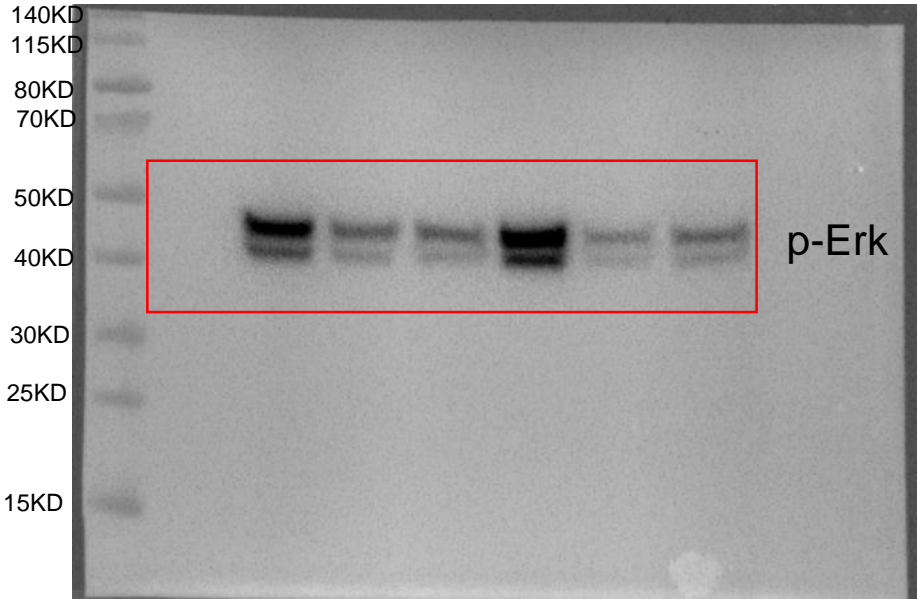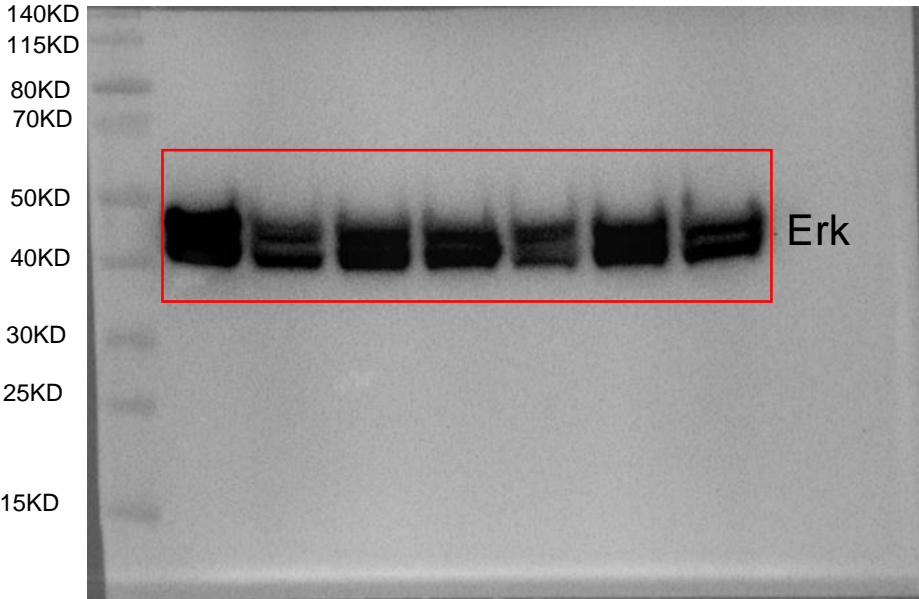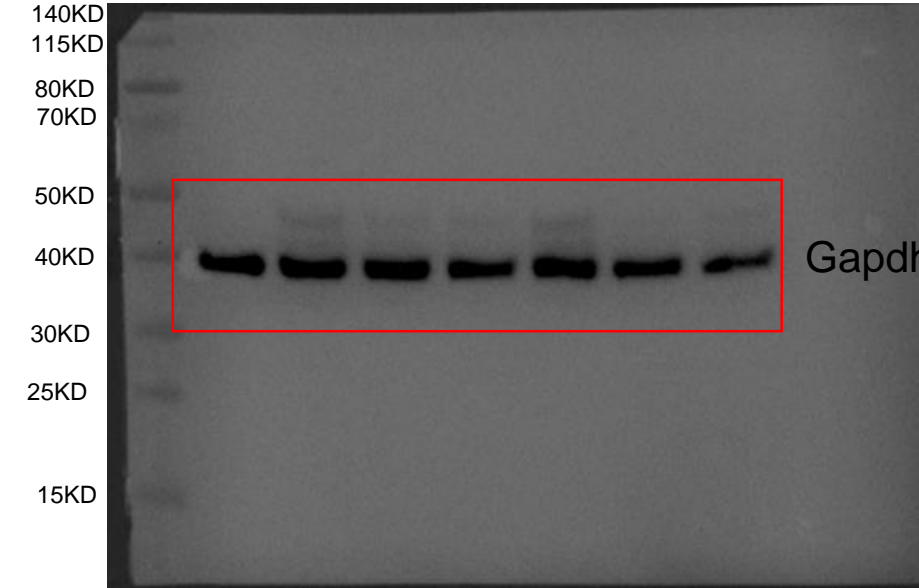

Figure 7A

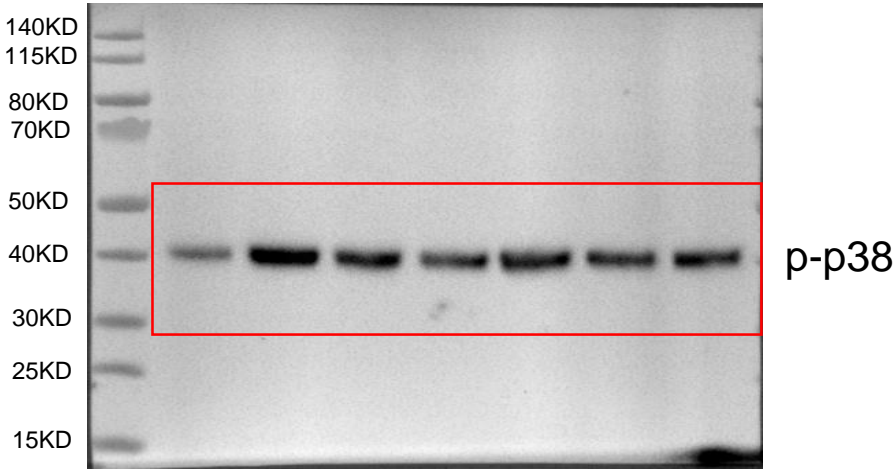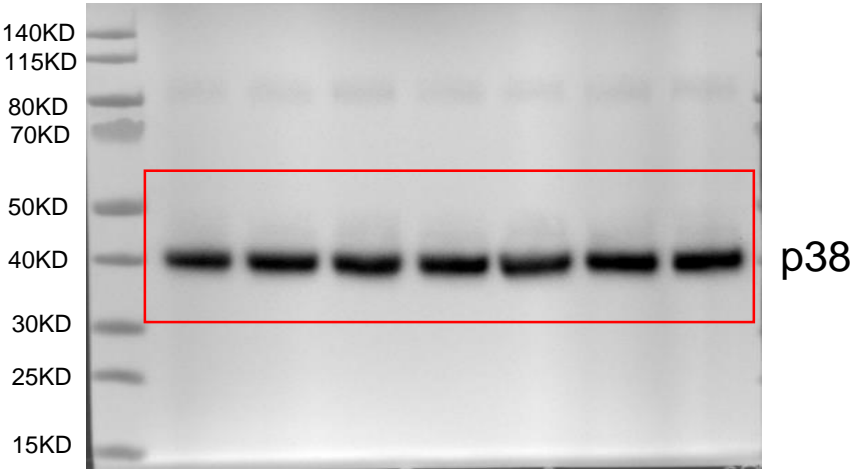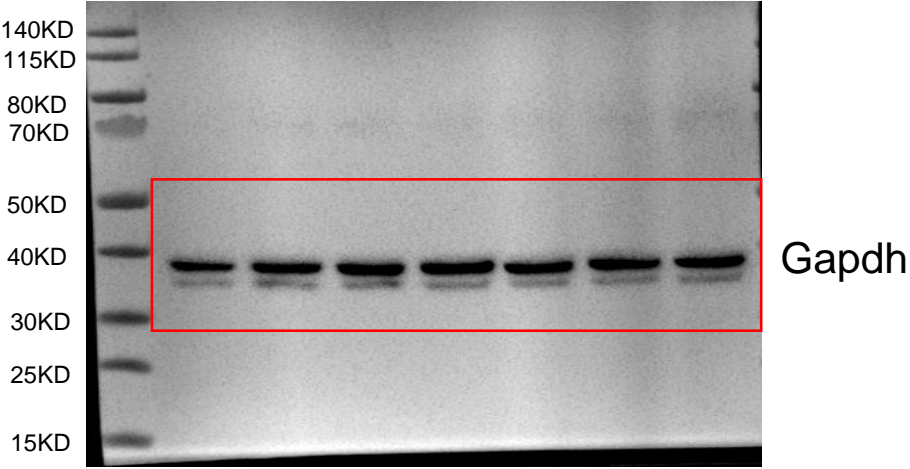

Figure 7A

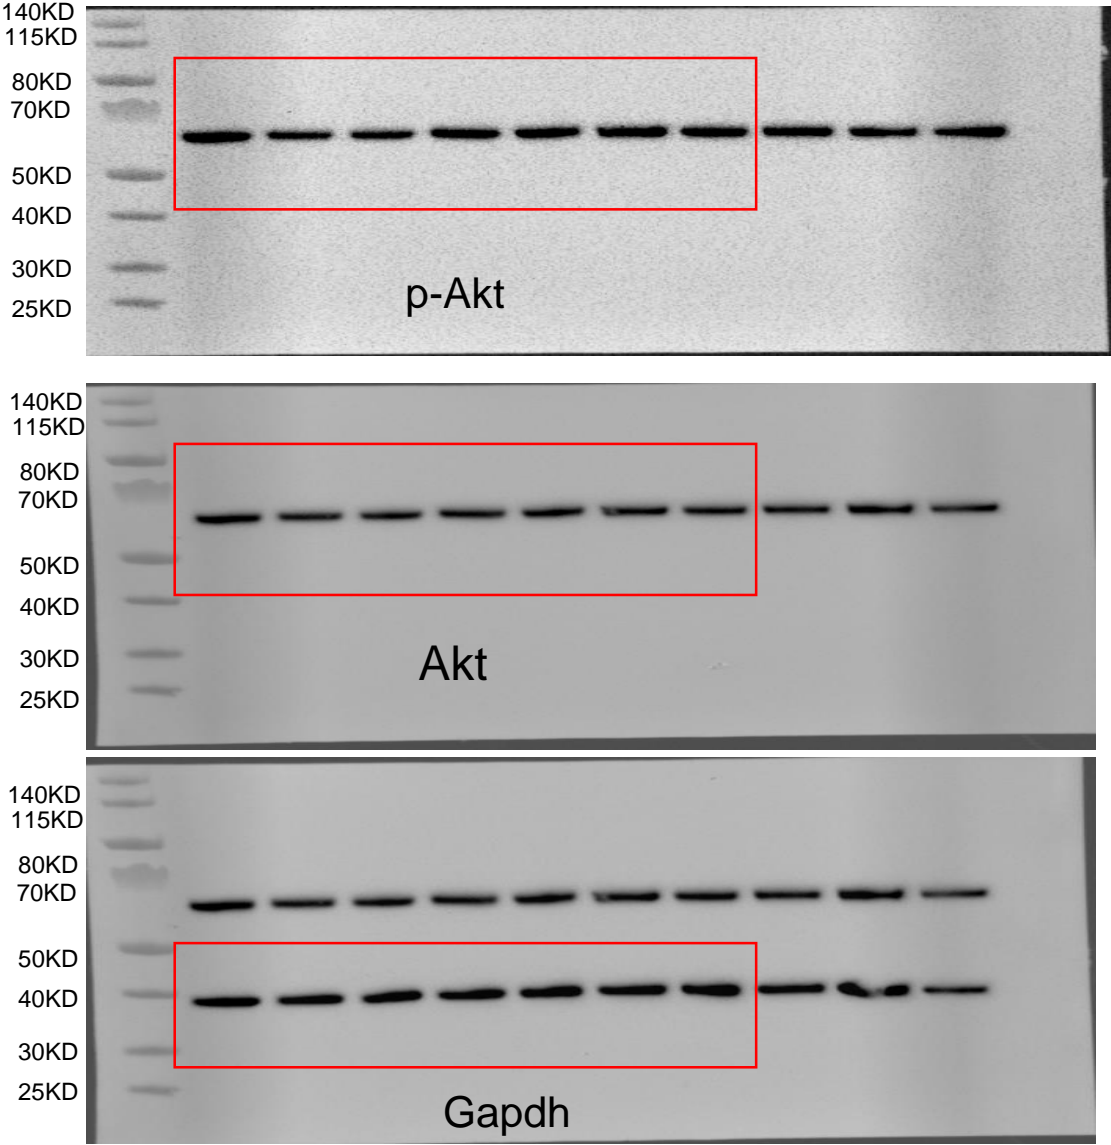

Figure 7B

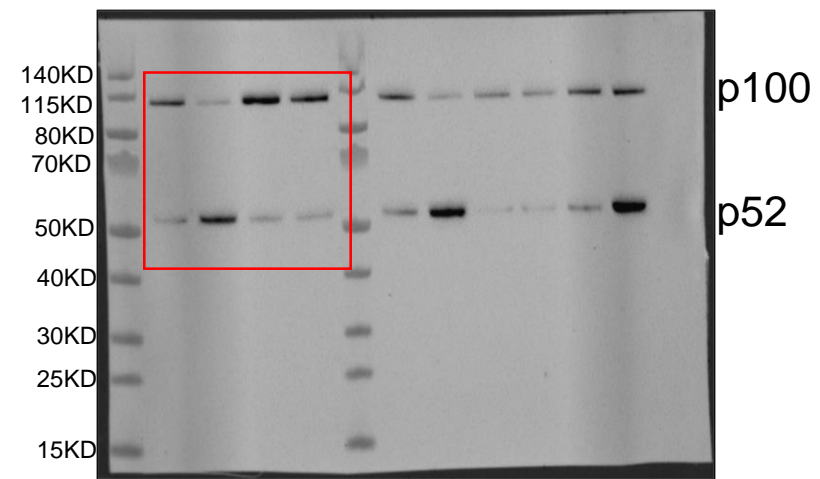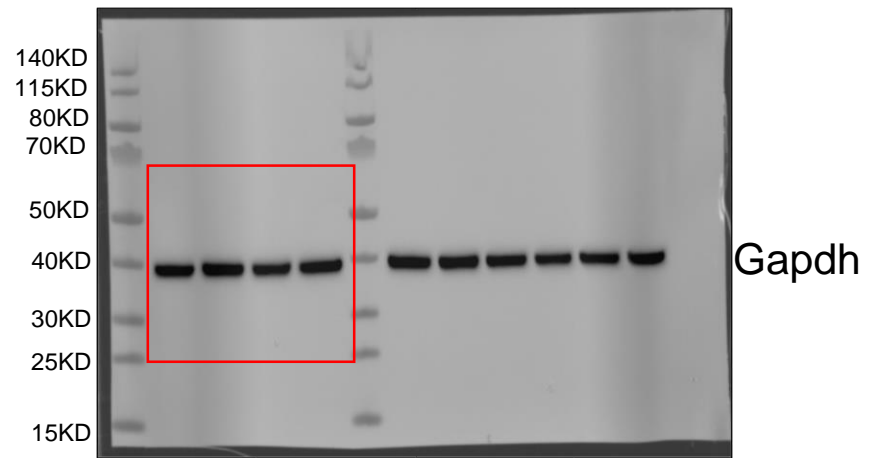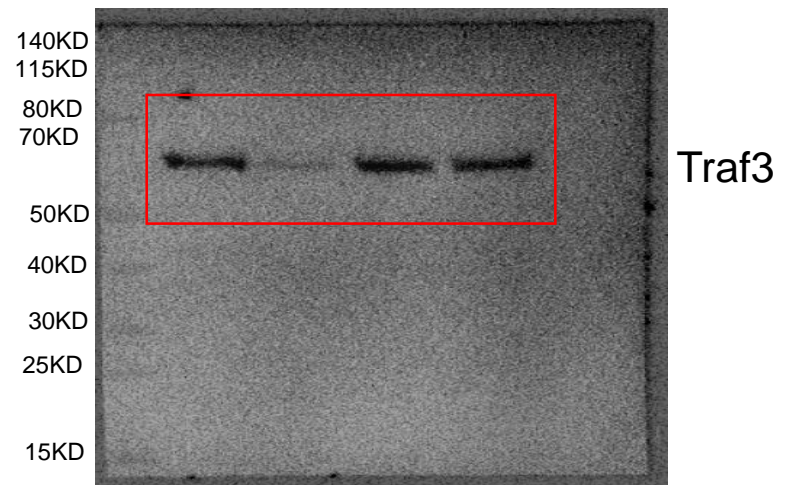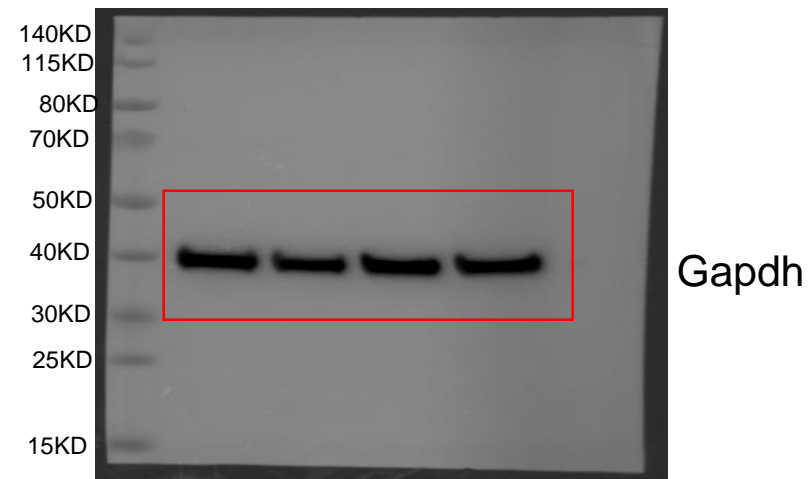

Figure 7F

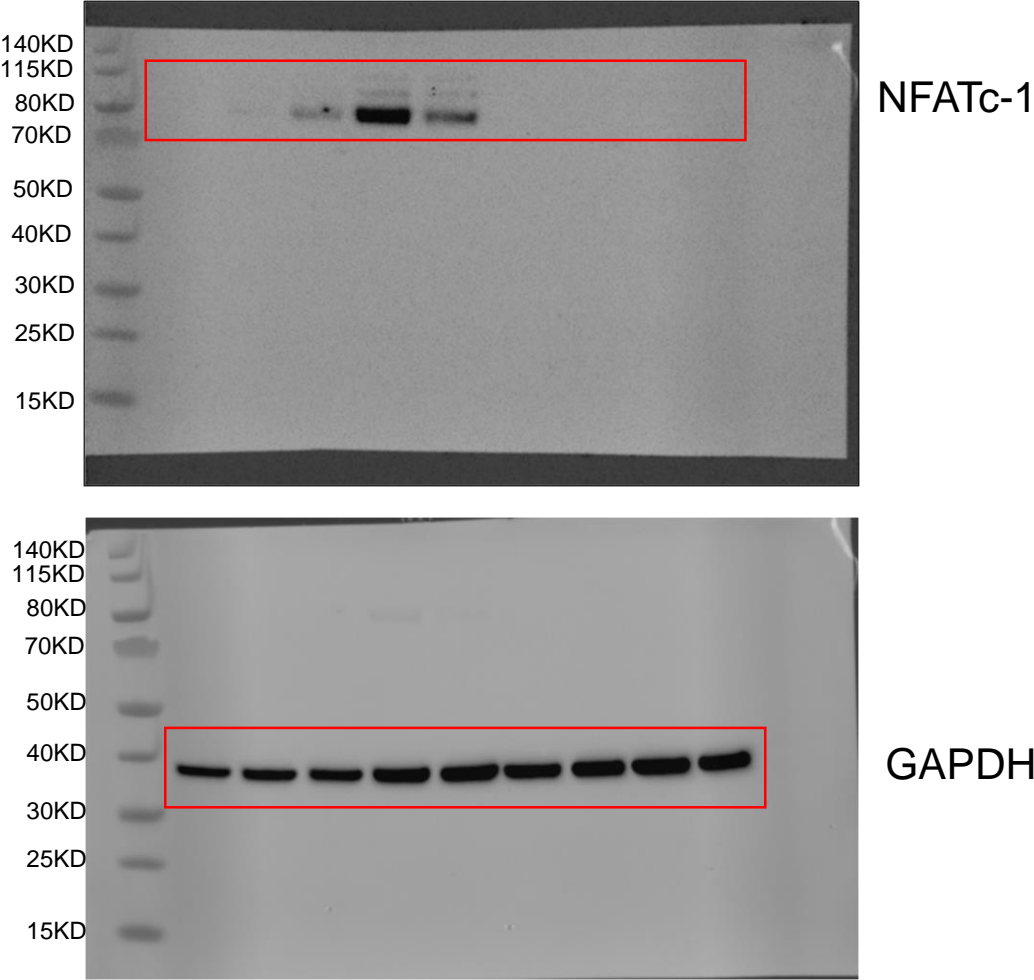

Figure 7F

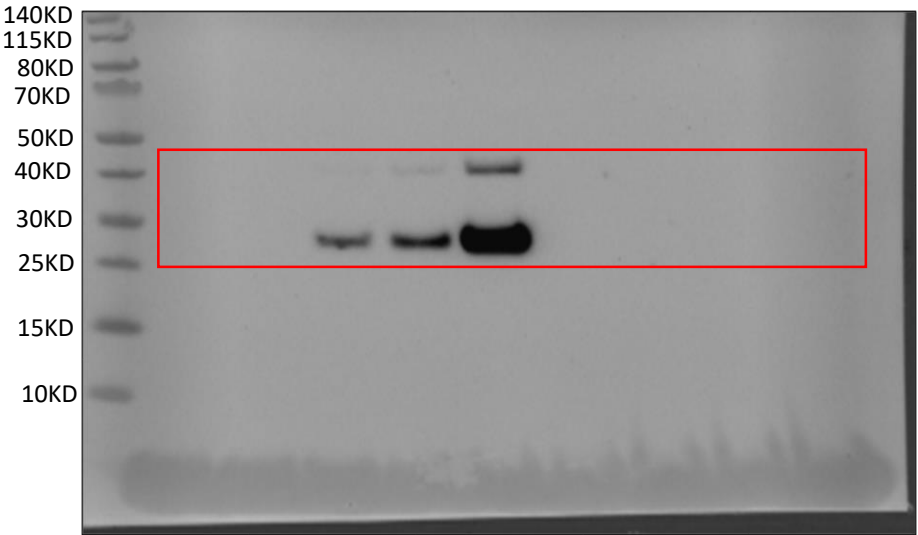

CTSK

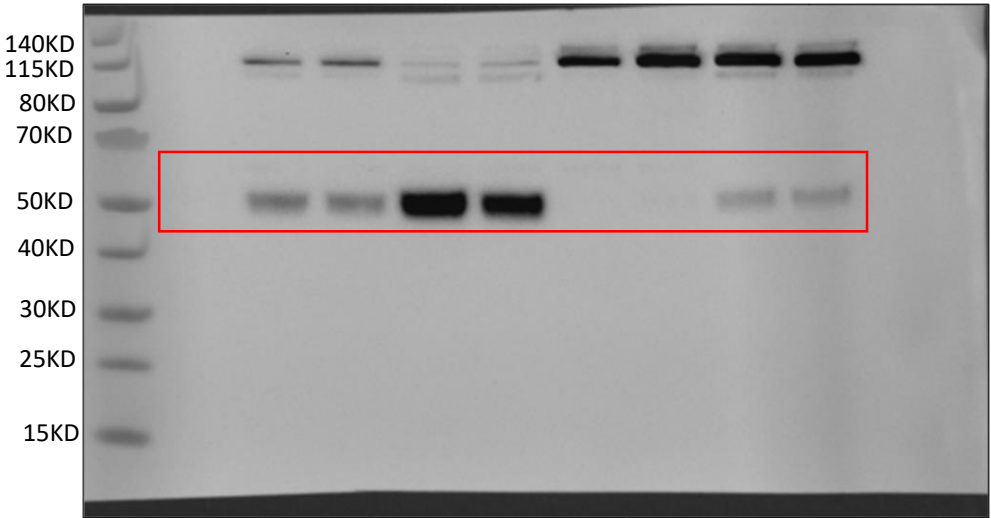

c-fos

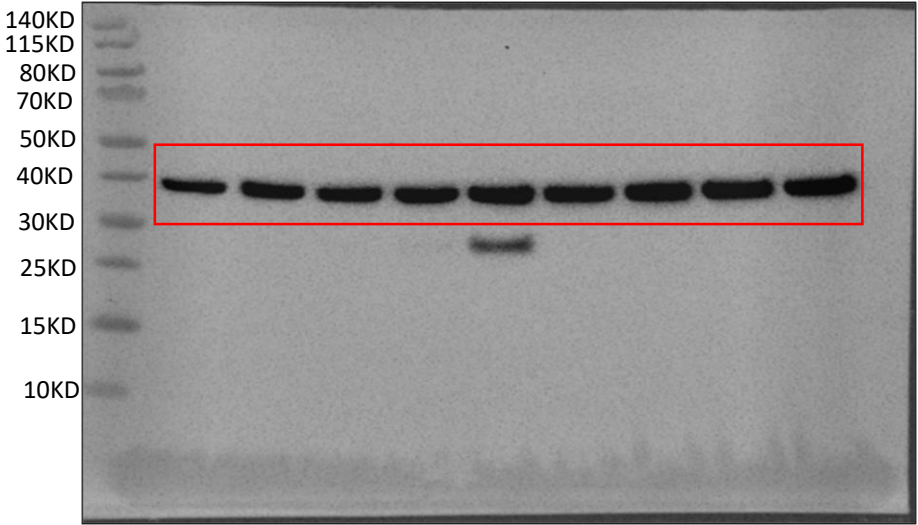

GAPDH

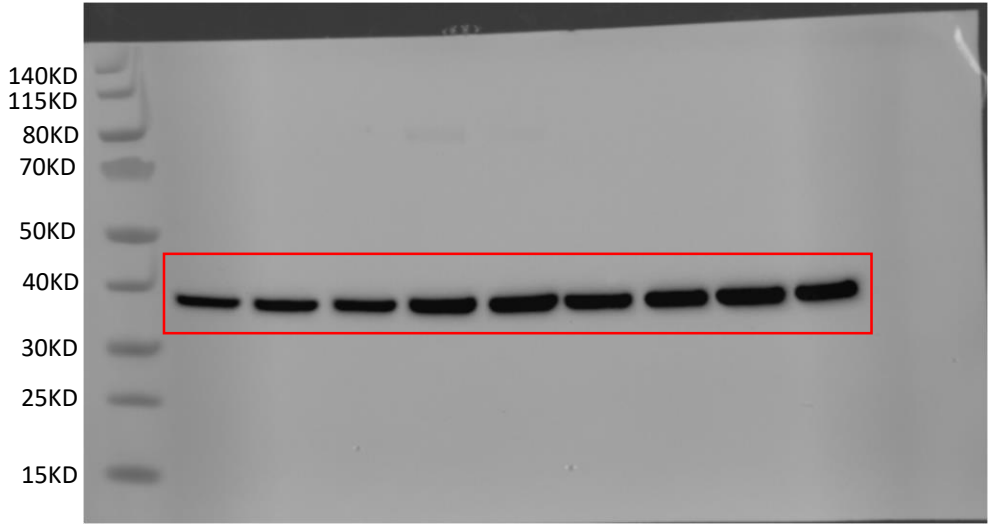

GAPDH

Figure 8A

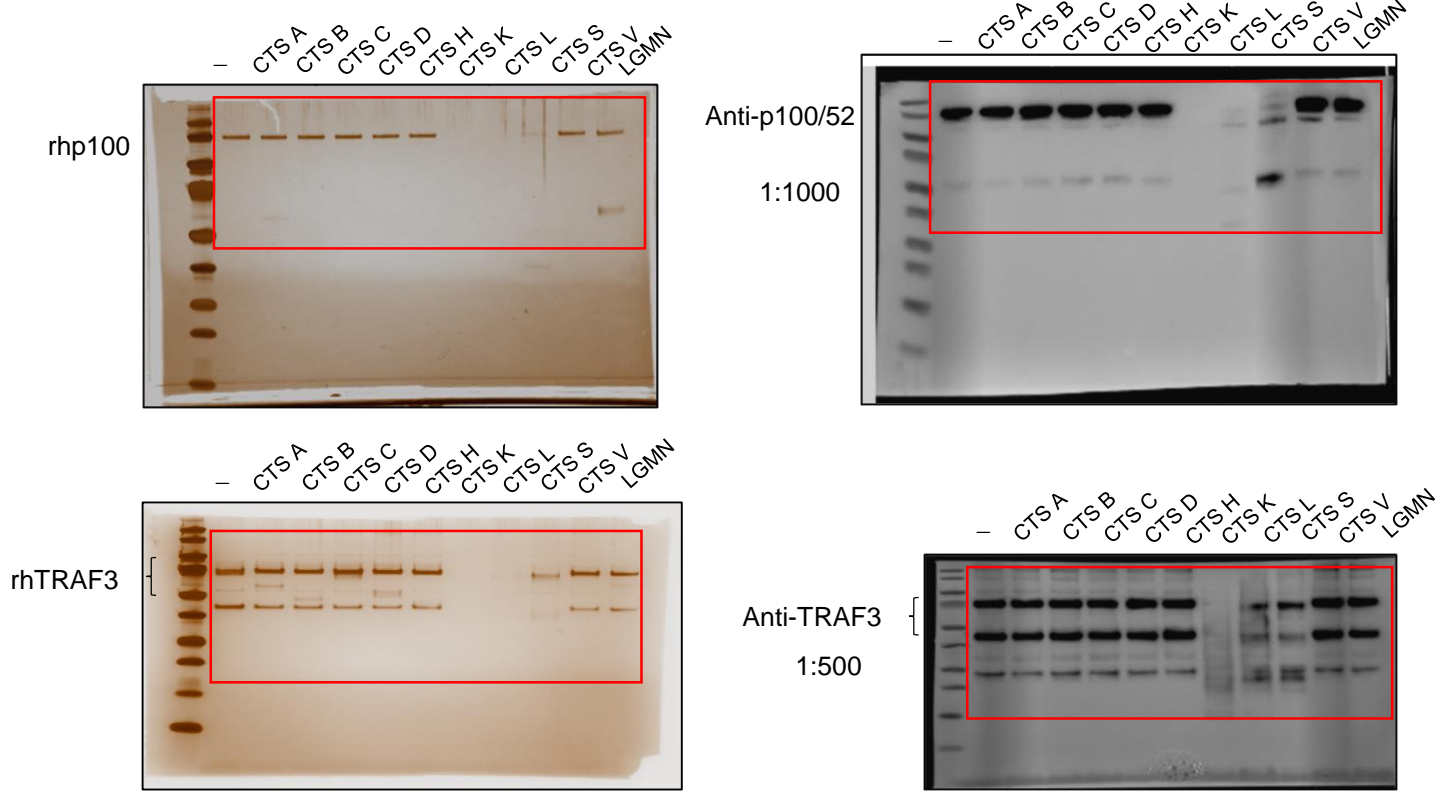

Figure 8D

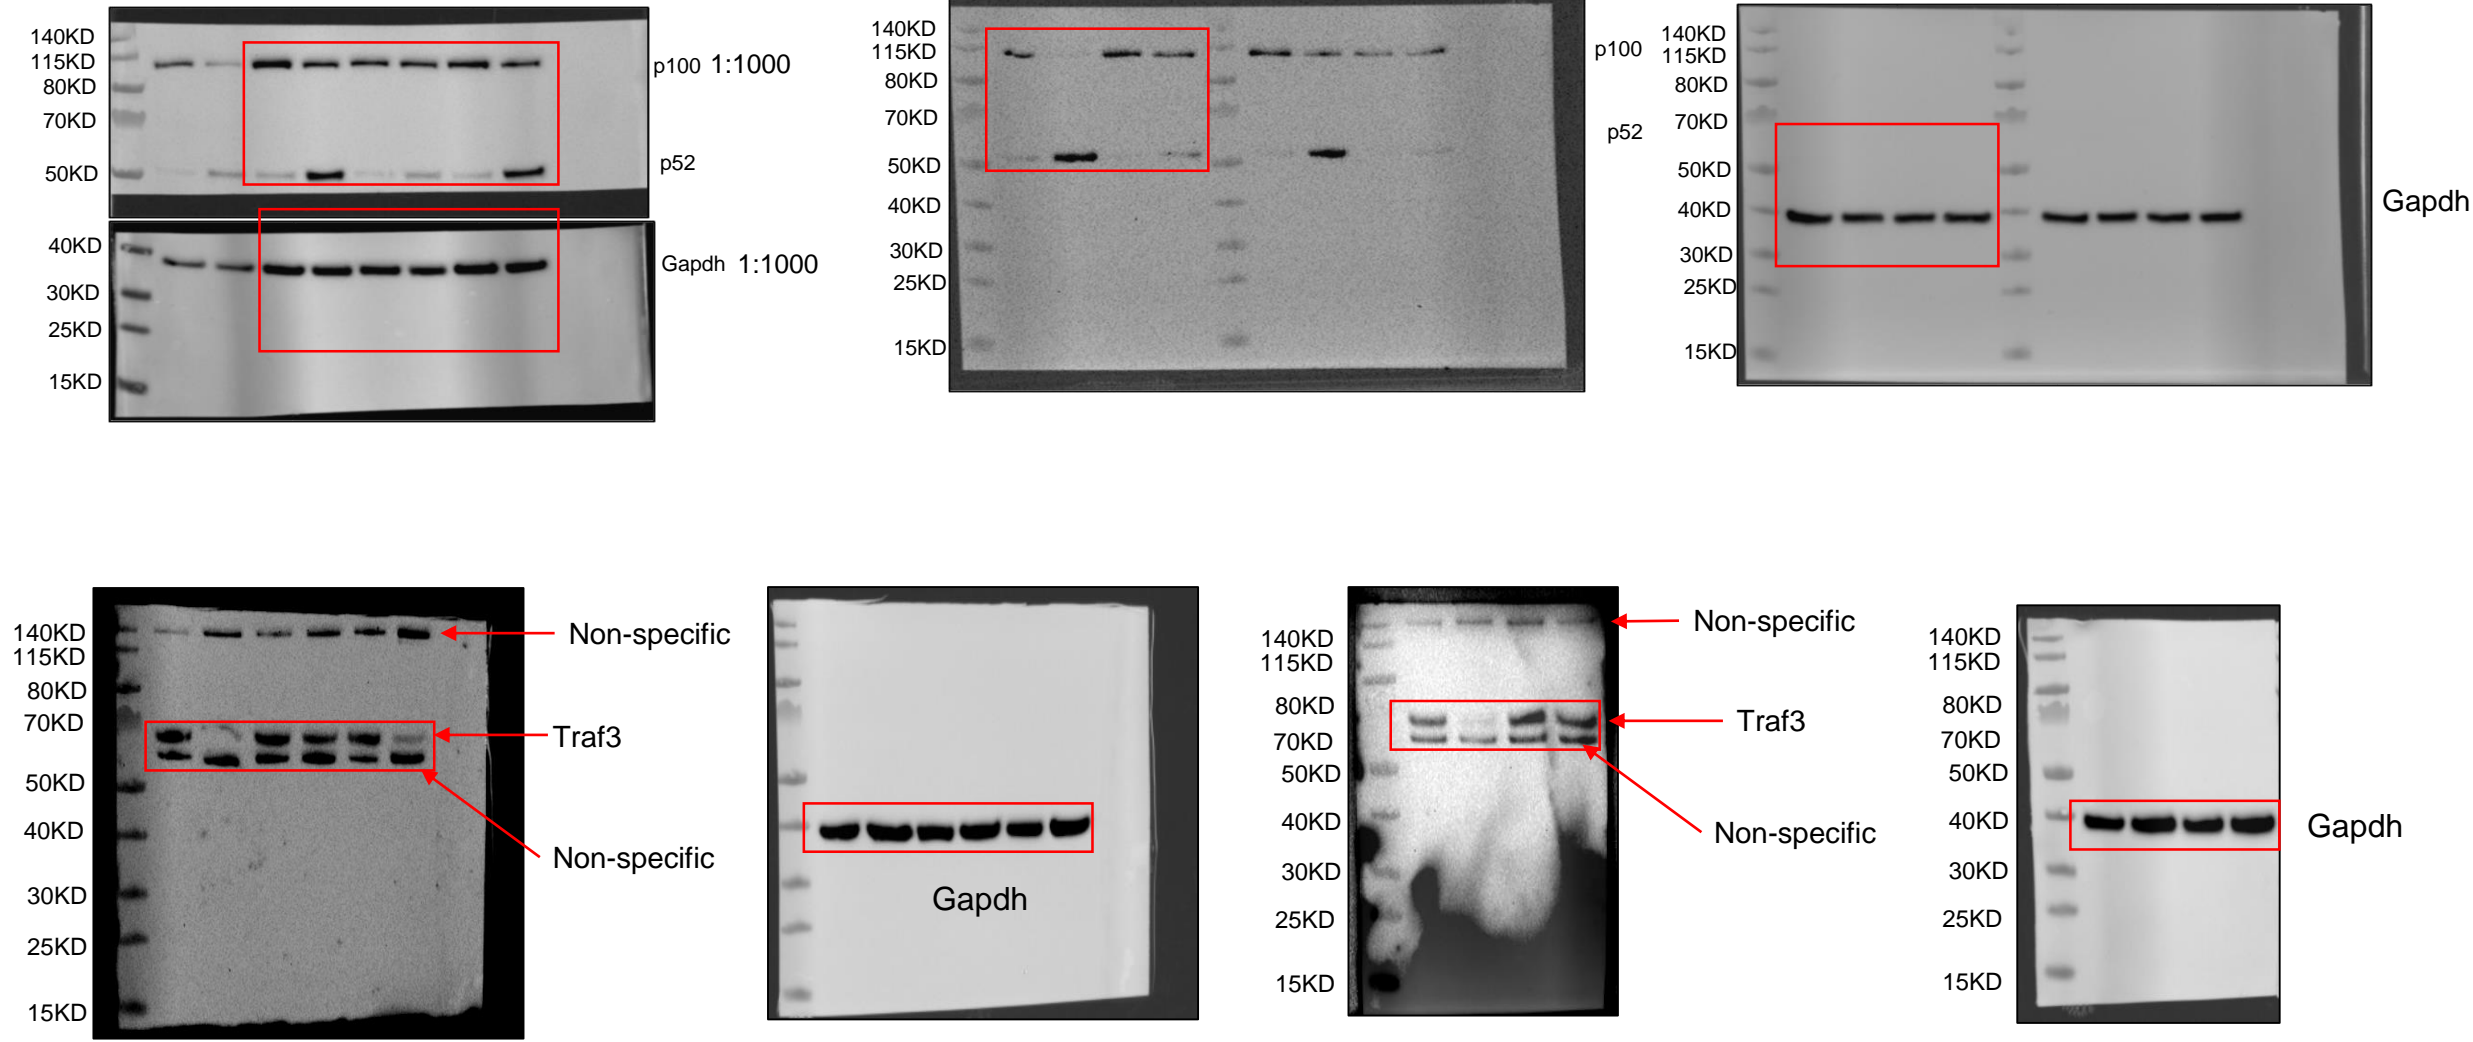

Figure 8E

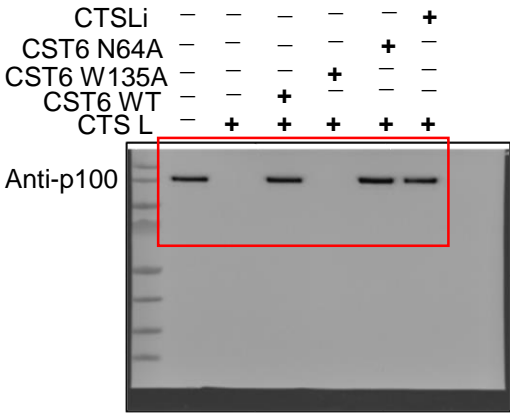

CTSSi	-	-	-	-	-	-	-	-	-	-	+
CTSLi	-	-	-	-	-	+	-	-	-	-	-
CST6 N64A	-	-	-	-	+	-	-	-	-	+	-
CST6 W135A	-	-	-	+	-	-	-	-	+	-	-
CST6 WT	-	-	+	-	-	-	-	+	-	-	-
CTS S	-	-	-	-	-	-	+	+	+	+	+
CTS L	-	+	+	+	+	+	-	-	-	-	-

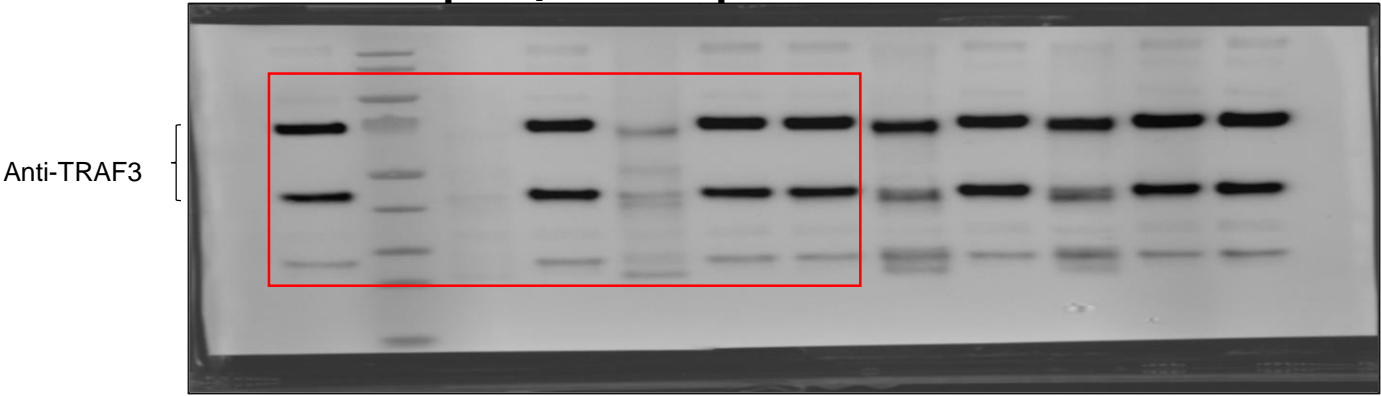

Figure 8H

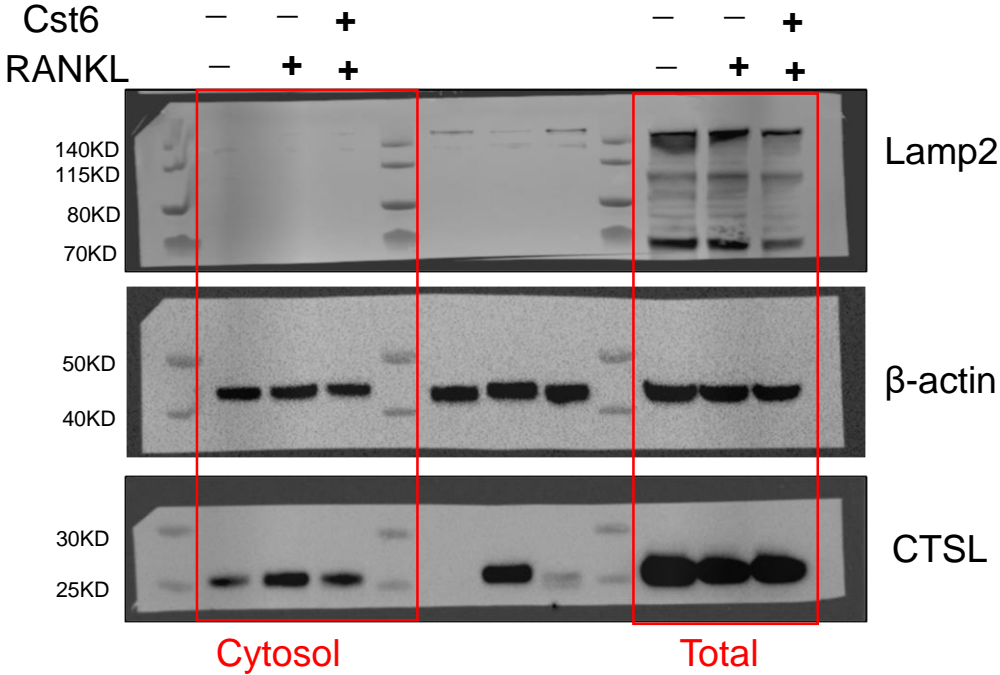

**Supplement:** Supplemental data

How the deposited data were processed for this re-analysis (not part of the article)

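Bulk RNA-Seq of cultured mouse BM macrophages was compared among 3 groups of 3 libraries: control without RANKL, RANKL for 48 hours and RANKL plus rmCst6 for 48 hours. Groups and replicate numbers were taken from the sample labels and the legend of Figure 7, and each column of the table was matched to its sample by name. All columns of sample values were used, and the single-cell, microarray and protein experiments of the paper were not analysed here.

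The authors deposited a table of log2 normalized expression for 13526 genes and 9 libraries. The Supplemental Methods give the library kit and the sequencer. Salmon 1.2.1, DESeq2 and the GRCm38.p6 build are credited to the submitters' processing notes, which the sources used here give with no order or role, and the filter behind the table is not given in the sources used here. The authors' values have already been normalized between libraries, so the sums per library on the linear scale, 2.77e+07 to 3.14e+07, are not read totals. A step for the value of a single read was fitted to the low values of each library, but 38.2% to 54.7% of the values under 12 lay within 0.02 of a whole multiple of it, so read counts were not recovered and no count model was run. Without read counts, no counting interval was computed, and the precision of each value is given by the spread of its 3 replicates. An exact 0 is reported as listed at 0, with no fold against a group in which all libraries are at 0.

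From this table, genes with a log2 value of at least log2(10) in at least 3 of 9 libraries were kept (12932 genes, 594 left out). limma 3.58.1 in R 4.3.3, with statmod 1.5.0, was fitted to group means of all 9 libraries, with the mean-variance trend on and robust off, and p-values were adjusted by the Benjamini-Hochberg method over the genes kept, with calls at an adjusted p under 0.05, two-sided. The contrasts were RANKL plus rmCst6 minus RANKL, RANKL minus control and RANKL plus rmCst6 minus control, and a moderated F-test covered the 3 groups. Overlaps of contrasts that share libraries were set beside 50 simulations of unchanged groups and beside independent lists. Gene positions came from GENCODE M21 on GRCm38, where 13516 of the 13526 gene identifiers were matched.

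A total of 35 gene lists for osteoclasts, macrophages, signaling, metabolism, stress and other BM cell types was written before the data were examined, 1 of which holds the 16 heatmap genes that the study chose on these samples and is not independent of them, and 33 of the lists had at least 3 measured genes and were tested with camera at a preset correlation of 0.01, with the Benjamini-Hochberg method over the lists. No list was called in any of the 3 contrasts when the correlation was estimated from the data. camera was first run without the mean-variance trend, and the trend was switched on after those results had been seen, because the design fixed earlier asked for the tests on the limma fit, which has the trend. The calls of MHC class II presentation and of heat shock and ER chaperones with rmCst6 exist only with the trend (adjusted p = 0.0449 and 0.0426 from camera). fry was run as an alternative.

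Genes are named by a rule written before the data were examined, when Figure 7E had been seen: the genes the paper names or draws for this experiment and its mechanism, the 10 largest falls and rises with rmCst6 and the 5 largest with RANKL among called genes with groups that do not overlap and a mean log2 value of at least 5 in the higher group, without unnamed gene models, and up to 4 genes of each list with the smallest adjusted p. A further set of genes was chosen after their values were seen and is marked so where named. Cst6 itself was below the filter. A result on a single gene was left out because it is withheld for evaluation.

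The alternatives were no filter, a stricter filter at 100, a further 8 added on the linear scale, quantile normalization, median centring, limma without the trend, with robust on or with array weights, only the groups compared, the replicate number as a block, other thresholds, and leaving out each library in turn. Thresholds added after the data were seen are named as such. The limma and camera steps were tested on simulated data for RANKL plus rmCst6 against RANKL, with 200 of 12932 genes changed in each of 5 runs: 66.0% of genes changed by a log2 value of 0.5, 80.8% at 1, 96.4% at 2 and 100% at 4 were recovered, and 0.0928% of unchanged genes were called. Among the genes tested, no pair of libraries shared a value above 0, so no pair was treated as copies of the same library.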

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

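The tests of the LPS-response list for a return to the control state, an added ligand, other cells and normalization were set before the result was seen, and the tests on the interferon-stimulated list, on LPS-response genes above every neutrophil marker, on LPS-response genes that rose and on the neutrophil markers themselves were chosen only after it. The results here were singled out because genes that the paper does not discuss, or the median of a list of them, were higher with RANKL plus rmCst6 than in control; for the cathepsins and legumain, whose proteins the paper does discuss, it names the expression of Ctsk alone in these cultures. No group had the 4 samples needed to look for outlying libraries.

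Interferon-stimulated genes were above control with RANKL plus rmCst6, with a median log2 difference of 3.90, and all 25 were higher (camera, adjusted p = 8.42e-17; adjusted p = 0.681 with an estimated correlation). Ifnb1, which encodes interferon β and was named after its values were seen, was above control by a log2 difference of 6.82 (adjusted p = 4.64e-07 from limma). A return to the unstimulated state because the RANKL response is blocked would leave the list at or near its control level, and the median of 3.90 argues against it. Quantile normalization and median centring moved the list's median change by at most 0.035. The medians of the libraries were already close (log2 values of 9.22 to 9.35), so these scalings could hardly move any list. They decide nothing about the authors' normalization. Of the 25 genes, 21 lay above every neutrophil marker in their difference from control, which argues against more neutrophils of unaltered expression as the whole source. An effect of rmCst6 on the macrophages may account for the rise, as may a ligand that came with the protein. No group of these cultures received the protein preparation without active rmCst6, so they cannot be separated. In other, human cultures of the paper, a mutant CST6 that does not inhibit cathepsins, purified the same way, did not block osteoclast formation. The paper gives no interferon-stimulated genes for those cultures.

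Among LPS-response genes, Saa3 was above control by a log2 difference of 10.67 and Ccl5 by 11.26, and Nos2, named after its values were seen, was listed at 0 in all 3 control libraries and had a mean log2 expression of 11.36 with RANKL plus rmCst6. Scaling moved the list's median change by at most 0.041, but with library medians this close it could hardly do more, so it decides nothing about normalization. The neutrophil transcripts S100a8, S100a9 and Ltf, named after their values were seen, and Camp and Ngp rose by at least 2.69, as neutrophils carrying part of the list would require, and such cells stay open as a source; 4 genes (Nos2, Saa3, Ccl5 and Marco) rose above the largest marker rise (Elane) by more than 3 standard errors of the difference, but they are the top genes of the list and exclude nothing. The list was not called against control (camera, adjusted p = 0.285, or adjusted p = 0.705 with an estimated correlation). Its median difference from control, 0.73, lies between the bounds set beforehand and is taken over members that go both ways. That median decides nothing for the list as a whole. Of the 14 members that rose with rmCst6, 9 were above control, 3 below and 2 not called. A return to the control state would not place those 9 above control. The 14 were picked for their rise in the same RANKL plus rmCst6 libraries. Of all 4499 genes raised by rmCst6, 2771 (61.6%) were above control too. The count of 9 is therefore not particular to this list and gives no verdict on the 14 as a set. An inflammatory ligand or endotoxin in the culture with rmCst6 (the smaller of the medians of this and the interferon-stimulated list, also 0.73) cannot be told apart from an effect of rmCst6, since no group received the preparation without active rmCst6.

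Neutrophil markers had a median log2 difference from control of 1.44, with 10 of 12 higher and 2 lower, but the list was not called against control (camera, adjusted p = 0.116; adjusted p = 0.681 with an estimated correlation). Normalization moved their median change with rmCst6 by at most 0.043, which decides nothing, since the library medians were already close. A smaller share of macrophages would raise all other cell types alike, and the medians of neutrophil and stromal markers differed by 2.29. Other lists rose too, though camera called none of them. Their medians were 0.63 for stromal, 0.74 for B-cell, 1.34 for megakaryocyte, 1.35 for mast cell and 2.64 for endothelial markers, against -0.42 for dendritic cell markers. Some of these lists had only 3 measured genes. A smaller share of macrophages thus stays open as part of the rise. The SD of the neutrophil markers' changes lay at percentile 65.9 of matched random lists, so they did not move unusually alike. By the first criterion written for this test, an SD above the middle of the random lists, that value argued against a larger share of neutrophil-lineage cells; the criterion was replaced after the result was seen, because the list mixes genes of early granules (Elane, 4.44), late granules (Ltf, 2.69) and genes that macrophages may also express (Mmp8, 0.031, named after their values were seen), and the question is left open here. The same markers fell nearly together with RANKL alone, at percentile 2.22 of random lists. Among them, Prtn3 and Mpo serve in the paper's single-cell data as markers of monocyte and myeloid progenitors, so such cells stay open as a source too.

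The integrated stress response list was above control by a median log2 difference of 0.93, a call near the threshold that is lost with an estimated correlation (camera, adjusted p = 0.0462; adjusted p = 0.681 with an estimated correlation). The list of cathepsins and legumain had a median log2 difference from control of 0.71, with 8 of 12 genes higher, 2 lower and 2 not passing, and was not called (camera, adjusted p = 0.0808; adjusted p = 0.681 with an estimated correlation).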

How the results depend on the processing

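The 4-fold and opposite-direction thresholds were chosen after the values were seen; all other settings were set before, and the trend in camera was switched on after a first run without it. Changes of filter, scaling, variance model and libraries kept each count of genes within 1.5 times, and fold thresholds did not, except 1.5-fold in the F-test (8554 genes). Quantile normalization gave 4356 higher and 5172 lower genes for RANKL on control and 4477 and 4741 for RANKL plus rmCst6 on control. For rmCst6 on RANKL, RANKL on control, and RANKL plus rmCst6 on control, the counts were 5794, 5661 and 5590 at an adjusted p under 0.05 and 1.5-fold, 3591, 3403 and 3317 at 2-fold, 3439, 3200 and 3123 at an adjusted p under 0.01 and 2-fold, 5116, 4857 and 4905 at an unadjusted p under 0.0001 and 1.4-fold, and 1494, 1107 and 1234 at an adjusted p under 0.05 and 4-fold; 1597 genes changed at least 2-fold with RANKL and at least 2-fold the other way with rmCst6. The F-test gave 5627, 5408 and 7464 genes with the same 2-fold, stricter 2-fold and 1.4-fold thresholds. With 13 lists called for rmCst6 on RANKL, 1 of them the heatmap genes chosen by the study, camera with an estimated correlation called 0 and fry 27. For RANKL plus rmCst6 on control, 6 lists were called, and 2 or 3 with the stricter filter, no trend, only the groups compared or without RANKL replicate 3 or RANKL plus rmCst6 replicate 1. Of the 33 lists, 26 kept direction and call in the settings other than these tests. MHC class II presentation lost its call with the stricter filter, quantile normalization, no trend or without RANKL replicate 2, and heat shock and ER chaperones without the trend (adjusted p = 0.0705 and 0.0697 from camera without it). With quantile normalization, cathepsins and legumain and monocyte and macrophage identity lost their calls and preosteoclast fusion gained one. The lists ITAM co-stimulation (-0.22) and lysosome proteins and autophagy (-0.14), uncalled, reversed in test direction with quantile normalization. The median of M0 markers (0.21) lost its call with an estimated correlation (adjusted p = 0.281), that of M4 markers (0.49) likewise (0.111), and with markers above 0.5 (0.59; adjusted p = 0.494 from camera).

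Without each library in turn, the counts ranged from 8948 to 9382 (rmCst6 on RANKL), 8909 to 9394 (RANKL), 8827 to 9385 (RANKL plus rmCst6 on control), 11230 to 11302 (F-test), 2838 to 2964 (raised by RANKL, lowered by rmCst6), 2411 to 2447 (the reverse) and 12 to 13 lists. Of 215 results on single named genes, 198 kept direction and call; this set, narrowed after a wider set of list members had been run, holds the genes that the naming rule selects and those chosen later, not all of them named in the text. Changes of sign, none in a called value, were Nfkb2 with quantile normalization (-0.074), Mmp8 with array weights (-0.011), without RANKL replicate 1 (-0.012) or RANKL plus rmCst6 replicate 1 (-0.041), Cst7 without RANKL replicate 3 (-0.090), Cstb without RANKL plus rmCst6 replicate 1 (0.0062), and for RANKL on control Cst3 without control replicates 1 (0.0058) or 2 (0.028) or RANKL replicates 2 (0.031) or 3 (0.012) and Ctsl without RANKL replicate 1 (0.031). Without a library, the highest value was 0.096 for Mmp8, 0.16 for Cst7 and the lowest -0.11 for Cstb, -0.086 for Cst3 and -0.11 for Ctsl. The cause was not tested. Traf3 lost its call in 6 and Tnfrsf11a in 8 of 19 settings, and Cd209a in 6 of 18.

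With the replicate number as a block, the counts were 9358, 9354, 9267 and 11423 (F-test), 2998 and 2529 reversed genes, and 13 lists. After subtraction of the group means, same-numbered libraries of different groups had correlations of -0.078 to 0.071, and differently numbered ones -0.082 to 0.083. All lay under the threshold of 0.1, so the numbers were not treated as pairing the samples. In 4 of 9 libraries the own number was the best match in both other groups, which leaves a weak pairing open. Count models were not run because read counts were not recovered, and camera has no robust setting. Depth is unknown, so its limits on low genes cannot be given.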

Differences from the paper's values

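The paper reports 1796 genes as differentially expressed between RANKL plus rmCst6 and RANKL, and limma called 9407 of 12932 genes at an adjusted p under 0.05. The paper's statistics section gives a general P value under 0.05 and a Student's t test or ANOVA, and the paper's text states no test, adjustment or fold threshold specific to the bulk RNA-Seq, so these counts do not share known thresholds. None of the alternatives set before the data were examined came within 1.5 times of the paper's 1796. They gave between 8258 and 9603 genes under other filters, scalings, variance models, a replicate block, left-out libraries or an adjusted p under 0.01, and 5794, 5116, 3591 and 3439 genes with fold thresholds. Of the alternatives chosen after seeing the values, at least a 4-fold change gave 1494 genes, and a change of at least 2-fold with RANKL and at least 2-fold the other way with rmCst6 gave 1597. Each of these drops 4 of the 16 heatmap genes that the paper states as lowered, Csf1r, Tcirg1, Clcn7 and Ostm1. The legend of Figure 7C gives the paper's 1796 genes for the comparison of all 3 groups, for which the F-test called 11476 genes and its lowest alternative 5408.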

Other observations

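Most genes of antigen presentation on MHC class II fell with rmCst6 on RANKL while most macrophage identity genes rose. With quantile normalization neither list was called (camera, adjusted p = 0.0521 for each). Of 9 class II genes, 6 fell, 2 rose and 1 did not pass the test, or 7 fell and 2 rose when adjusted over the list alone (camera, adjusted p = 0.0449; adjusted p = 0.495 with an estimated correlation). Ciita, the master regulator of class II transcription, was 43.6-fold lower, H2-Eb1 12.0-fold, Cd74 9.88-fold and H2-Ab1 7.00-fold lower, each also below control. Dendritic cell markers moved both ways beside them: Zbtb46, Batf3 and Cd209a were 3.90-fold, 3.12-fold and 3.05-fold lower, 2 of the 7 measured markers rose and 2 did not pass, counts that were the same when adjusted over the list alone (camera, adjusted p = 0.830; adjusted p = 0.888 with an estimated correlation). With a further 8 added on the linear scale, Cd209a had a log2 fold change of only -0.40 and lost its call (adjusted p = 0.104 from limma). Of 19 macrophage identity genes, 12 rose, 3 fell and 4 did not pass (camera, adjusted p = 0.00940; adjusted p = 0.455 with an estimated correlation). Fcgr1 was 89.3-fold, C1qa 10.1-fold, Adgre1, which encodes F4/80, 5.46-fold and Cx3cr1 6.21-fold higher. The neutrophil marker Csf3r, which rose beside these genes, was 3.24-fold higher.

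Stress genes divided. Of 12 genes of the integrated stress response, 8 rose, 2 fell and 2 did not pass (camera, adjusted p = 0.0206; adjusted p = 0.401 with an estimated correlation), with Trib3 60.7-fold and Ddit3, which encodes CHOP, 13.6-fold higher. Of 12 genes of heat shock and ER chaperones, 9 fell and 3 rose (camera, adjusted p = 0.0426; adjusted p = 0.495 with an estimated correlation), with Hsp90b1 3.74-fold and Hspa5, which encodes BiP, 2.80-fold lower. Of 19 genes of cholesterol synthesis, 14 fell, 1 rose and 4 did not pass (camera, adjusted p = 0.0181; adjusted p = 0.467 with an estimated correlation), with Hmgcs1 2.49-fold lower. For the last 3 lists the counts were the same when adjusted over the list alone.

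Other values belong to claims on other samples. The markers of macrophage clusters M0 and M4 in the paper's supplemental sheets come from single cells of mice. In the cultures, 86 of 165 tested M0 markers were higher with rmCst6 on RANKL, 58 lower and 21 not called (median log2 fold change 0.21; camera, adjusted p = 0.0133; adjusted p = 0.281 with an estimated correlation), and 66 of 105 M4 markers were higher, 28 lower and 11 not called (median 0.49; camera, adjusted p = 7.11e-06; adjusted p = 0.111 with an estimated correlation). Both sets fell with RANKL on control, with medians of -0.85 and -0.57, calls that hold with an estimated correlation (adjusted p = 0.0216 and 0.0260 from camera). With RANKL plus rmCst6 against control, 106 M0 markers were lower and 43 higher (median -0.51, camera adjusted p = 7.81e-06, or 0.139 with an estimated correlation). For M4, 54 were lower and 40 higher (median -0.16, camera adjusted p = 0.524, or 0.756 with an estimated correlation). The paper's Western blots report lower c-fos protein with rmCst6. Fos mRNA at 48 hours had a log2 fold change of 0.15 with rmCst6 (adjusted p = 0.0522 from limma), a difference that passed in 5 of 19 alternative settings, and of -2.05 with RANKL.

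Tests on other splits of the libraries were set before the result was seen. For the 3 pairwise comparisons, 1 of 10 splits, the real one, reached the counts of 9407, 9373 and 9278 genes, and the highest other split called 0 genes, but 10 splits are too few for a share under 0.05. For the 3 groups together, 100 splits were drawn from those possible, the real one included. Only 1 of them, the real one, reached 11476 genes, the smallest share that 100 splits can give, and the highest other drawn called 3551. Such a count is unlikely from a random grouping of these libraries, but a culture or batch difference that goes with the groups would give it too.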
